# Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells

**DOI:** 10.1038/s41467-022-34577-y

**Published:** 2022-11-14

**Authors:** Ting Zhang, Carsten Künne, Dong Ding, Stefan Günther, Xinyue Guo, Yonggang Zhou, Xuejun Yuan, Thomas Braun

**Keywords:** Mechanisms of disease, Cancer stem cells, Cancer epigenetics

## Abstract

Transcription replication collisions (TRCs) constitute a major intrinsic source of genome instability but conclusive evidence for a causal role of TRCs in tumor initiation is missing. We discover that lack of the H4K20-dimethyltransferase KMT5B (also known as SUV4-20H1) in muscle stem cells de-represses S-phase transcription by increasing H4K20me1 levels, which induces TRCs and aberrant R-loops in oncogenic genes. The resulting replication stress and aberrant mitosis activate ATR-RPA32-P53 signaling, promoting cellular senescence, which turns into rapid rhabdomyosarcoma formation when p53 is absent. Inhibition of S-phase transcription ameliorates TRCs and formation of R-loops in *Kmt5b*-deficient MuSCs, validating the crucial role of H4K20me1-dependent, tightly controlled S-phase transcription for preventing collision errors. Low *KMT5B* expression is prevalent in human sarcomas and associated with tumor recurrence, suggesting a common function of *KMT5B* in sarcoma formation. The study uncovers decisive functions of KMT5B for maintaining genome stability by repressing S-phase transcription via control of H4K20me1 levels.

## Abstract (web summary)

Suppression of transcription in S-phase is crucial to prevent genome instability. Zhang et al demonstrate that increase of H4K20me1 due to loss of Kmt5b cause genome instability in muscle stem cells, resulting in stem cell senescence but rhabdomyosarcoma formation when p53 is inactivated.

## Introduction

Genomic instability is a hallmark of most malignancies. Tumor cells are assumed to be progeny of genetically instable single cells, which continue to acquire further abnormalities over time^1^. Since mutations in DNA repair genes are infrequent in non-hereditary cancers, genomic instability most likely originates from replication stress, defined as slowing or stalling of replication forks^2^. Overexpression of oncogenes such as *Ras*, *Myc*, *Cdc25A* or *cyclin E* are known to inflict replication stress, which has been attributed, at least in part, to collisions between transcription and replication^3^. Such collisions lead to stalled DNA replication forks and accumulation of RNA:DNA hybrids (R-loops)^4,5^. Stalled DNA replication forks are prone to collapse, provoking DNA double strand breaks and chromosomal rearrangements in human cancers^4^. Cells have developed several strategies to tolerate or prevent collisions between both machineries, such as co-orientation of transcription and replication to avoid head-on collision as well as spatiotemporal separation of either process^6,7^. Failure to separate transcription from replication will inevitably lead to collisions. Despite these insights, it is not clear whether TRCs serve as a causative driver for tumor initiation. Likewise, the molecular mechanisms causing TRCs in different pathophysiological settings are poorly explored.

Replication and transcription are both affected by the chromatin structure, determining which process is initiated and how fast it proceeds. Chromatin changes are prevalent in tumor stem cells, suggesting that alterations in the epigenome might be a driving force for tumorigenesis^8^. Information about the exact roles of epigenetic modifiers for coordinating transcription and DNA replication is still critically missing. One well-known cell cycle dependent histone modification is the methylation of lysine 20 on histone H4. Activity of the H4K20-monomethyltransferase KMT5A/PR-SET7/SET8 and presence of its product H4K20me1 oscillates during the cell cycle with highest levels during mitosis, a decline during late G1, and lowest levels in S-phase. Maintenance of H4K20me1 levels was found to be critical for proper cell cycle progression, DNA replication, mitosis, and transcription^9^. Furthermore, recent evidence indicates that H4K20me1 promotes transcription via directly facilitating opening of chromatin^10^. In agreement with these findings, we previously demonstrated that KMT5B, which converts H4K20me1 to H4K20me2, controls high order heterochromatin formation and maintains quiescence of MuSCs in vivo by repressing transcription of key myogenic factors^11^.

MuSCs, also known as muscle satellite cells, are essential for adult muscle homeostasis and regeneration^12,13^. MuSCs are predominantly quiescent in resting skeletal muscles, but become activate and proliferate upon muscle injury^14^. Similar to other adult stem cells, MuSCs act as cells of origin for cancer formation, which happens after loss of *p53* and constant activation and proliferation of MuSCs as in mdx mice, leading to formation of rhabdomyosarcomas (RMS)^15,16^. Interestingly, MuSCs in mdx mice show a substantial decline of *Kmt5b* expression, but a potential impact on genome stability has not been interrogated so far^11^. RMS is the most common pediatric malignant sarcoma, displaying features of myogenic differentiation such as the expression of *MyoD*, *MyoG*, and *desmin*^17–19^. Furthermore, RMSs show a high frequency of copy number alterations and/or allelic imbalances^20,21^, suggesting that chromosomal rearrangements or aneuploidy triggered by replication stress is causally involved in rhabdomyosarcoma formation.

Here, we demonstrate that KMT5B coordinates transcription with replication by conversion of H4K20me1 to H4K20me2, which is instrumental for suppression of transcriptional activity during S-phase, prevention of TRCs and aberrant R-loop formation in gene-bodies. Replication stress induced by loss of *Kmt5b* and subsequent massive accumulation of DNA damage activate the ATR-P53 pathway, preventing further proliferation and inducing senescence in MuSC. Inactivation of *p53* prevents senescence and allows *Kmt5b*-deficient MuSCs to pass the cell-cycle checkpoint, leading to malignant transformation and rhabdomyosarcoma formation. Our study demonstrates a causative role of TRCs and increased R-loop formation for tumor development and identifies *Kmt5b* as a potent tumor suppressor.

## Results

### Kmt5b prevents replication stress and DNA damage in MuSCs

In a previous study we found that inactivation of *Kmt5b* causes precocious activation of quiescent MuSCs^11^. To further investigate the role of *Kmt5b* for MuSC expansion, we monitored proliferation of MuSCs from *Pax7*^*CreERT*^*/Kmt5b*^*+/+*^ mice (= *Ctrl*) and *Pax7*^*CreERT*^*/Kmt5b*^*flox/flox*^ (= *Kmt5b*^*sKO*^) using time lapse imaging. Loss of *Kmt5b* (Supplementary Fig. 1a) reduced expansion of MuSCs but strongly increased intensity of γH2X staining in EdU^+^ cells and the percentage of 53BP1^+^/EdU^+^ cells, indicating enhanced DNA damage during S-phase (Fig. 1a, b; Supplementary Fig. 1b). Importantly, a marked increase of 53BP1 nuclear bodies (NB) was apparent in the G1-phase of *Kmt5b*^*sKO*^ MuSCs, suggesting failure to complete DNA replication during the last cell cycle (Supplementary Fig. 1c). In addition, DNA fiber spreading assay revealed reduced DNA fiber progression and increased replication fork stalling in *Kmt5b*^*sKO*^ MuSCs, demonstrating that *Kmt5b* depletion causes DNA replication stress (Fig. 1c, d). We also observed substantially increased numbers of 53BP1^+^/PAX7^+^ and γH2X^+^/PAX7^+^ cells in regenerating TA muscles from *Kmt5b*^*sKO*^ mice 7-days after cardiotoxin (CTX)-induced muscle injury (Supplementary Fig. 1d, e).

**Fig. 1:**
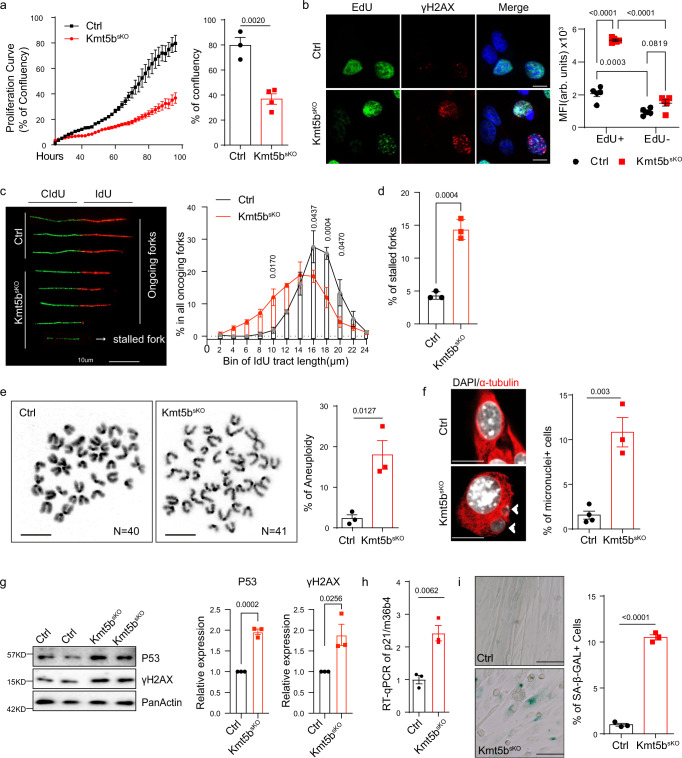
*Kmt5b* prevents replication stress and genome instability in proliferating MuSC. **a** Proliferation rate of *Ctrl* (*n* = 3 mice) and *Kmt5b*^*sKO*^ (*n* = 4 mice) MuSCs quantified during time lapse imaging. Confluency of *Ctrl* and *Kmt5b*^*sKO*^ MuSCs at the last time point is on the right. **b** Immunofluorescence staining for EdU and γH2AX in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after 4 days in culture (*n* = 4 mice). DNA was stained by DAPI. Scale bar: 10 μm. Median of fluorescence intensity (MFI, arbitrary units (arb. units)) of γH2AX/EdU^+^ and γH2AX/EdU^−^ MuSCs are shown on the right. Data are shown as mean *±* SEM; Two-way ANOVA. **c** Representative images of DNA fibers labeled with CIdU and IdU. Scale bar: 10 µm. Quantification of fork progression in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs is shown on the right (*n* = 3 mice). Data are shown as mean *±* SEM; Two-way. **d** Percentage of stalled folks in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs in all fibers (*n* = 3 mice). **e** Images of DAPI-stained metaphase chromosome spreadings prepared from *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). Scale bar: 10 µm. Quantification of aneuploid MuSCs is on the right. **f** Immunofluorescence staining for α-tubulin/DAPI showing *Kmt5b*^*sKO*^ MuSCs with micronuclei (indicated by arrowheads). Scale bar: 10 μm. Percentage of *Ctrl* (*n* = 3 mice) or *Kmt5b*^*sKO*^ (*n* = 4 mice) MuSCs with micronuclei is on the right. **g** Western blot analysis of pP53 and γH2AX in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after 4 days in culture. Pan-Actin was used as loading control. Band intensities were quantified, corresponding plots are shown on the right (*n* = 3 mice). **h** RT-qPCR analyses of *p21* expression in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). *36b4* was used as reference gene. **i** SA-β-GAL staining of *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after 7-days in proliferation medium (*n* = 3 mice). Scale bar: 20 μm. Quantification of SA-β-GAL positive cells is on the right. Data are shown as mean *±* SEM. Unpaired two-sided Student’s *t*-tests were employed for all panels except for (**b**) and (**c**). Source data are provided in the Source Data file.

We next investigated whether loss of *Kmt5b* causes chromosomal instability. We detected an increased frequency of aberrant mitoses, including centrosome amplification-induced multipolar mitotic spindles and anaphase bridging in *Kmt5b*^*sKO*^ MuSC, leading to accumulation of aneuploid and micronuclei-containing MuSCs (Fig. 1e, f; Supplementary Fig. 1f, g). Since DNA under-replication and damage induce P53-dependent cell cycle withdrawal and senescence, we monitored expression levels of P53 and its targets. Expression levels of P53 and *p21* were strongly elevated in *Kmt5b*^*sKO*^ MuSCs, concurrent with increased accumulation of γH2AX (Fig.1g, h). FACS anlaysis revealed that the percentage of cells in either G0/G1- or S-phase was not significantly altered, although *Kmt5b* depletion resulted in a slight increase of cells in G2/M-phase, probably caused by aberrant mitoses following replication stress in mutant cells (Supplementary Fig. 1h). *Kmt5b*^*sKO*^ MuSCs were enlarged and flattened, exhibiting a senescence-like morphology and enhanced activity of senescence-associated β-galactosidase (SA-β-GAL), whereas no significant induction of apoptosis was observed (Fig. 1i; Supplementary Fig. 1i). Taken together, we concluded that loss of *Kmt5b* causes DNA damage, replication stress, and genome instability in proliferating *Kmt5b*^*sKO*^ MuSCs both in vitro and in vivo.

### Kmt5b limits accumulation of H4K20me1 and Pol II S2P on gene bodies in MuSCs

Next, we explored the consequences of a loss of *Kmt5b* for histone modifications in MuSC, in which genomic instability is particularly threatening due to long-term self-renewal and generation of abundant cellular descendants. Western blot and immunofluorescence revealed that H4K20me2 is dramatically decreased in *Kmt5b*-deficient MuSCs whereas H4K20me1 increased (Fig. 2a¸ Supplementary Fig. 2a). In contrast, H4K20me3 levels remained unchanged, probably due to direct conversion of H4K20me1 to H4K20me3 by KMT5C (Fig. 2a; Supplementary Fig. 2b). We did not detect obvious alterations of H4K20 mono-, di-, and tri-methylations during mitosis (Supplementary Fig. 2c), suggesting that H4K20me1-dependent kinetochore assembly and pericentric heterochromatin formation are not affected by loss of *Kmt5b*^22–24^. The intensity of H4K20me2 was mainly reduced in the euchromatin region and remained unchanged in DAPI-dense chromocenters of *Kmt5b*^*sKO*^ MuSCs in S-phase (EdU^+^) (Supplementary Fig. 2a), indicating that aberrant mitosis in *Kmt5b*^*sKO*^ MuSCs is not attributed to disrupted function of centromeres or pericentromeres. The reduction of H4K20me2 seems to be at odds with the strong accumulation of 53BP1^+^ foci in *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 1b–d), since H4K20me2 has been reported to recruit 53BP1 to DNA damage sites^25,26^. However, it is possible that the strong increase of H4K20me1 or compensatory activities of other histone methyltransferases such as KMT5C facilitate recruitment of 53BP1 in this condition. In WT (wildtype) MuSCs, genome-wide deposition of H4K20me1 showed a dynamic pattern during cell cycle progression with much lower levels during S-phase (EdU^+^) (Fig. 2b). In stark contrast, H4K20me1 increased predominantly in EdU^+^ MuSCs when *Kmt5b* was absent, although the protein levels of the H4K20me1 methyltranseferase KMT5A decreased and the demethylase PHF8 increased only mildly, indicating that H4K20me1 accumulated in S-phase due to missing conversion of H4K20me1 to H4K20me2 mediated by KMT5B (Fig. 2b; Supplementary Fig. 2d).

**Fig. 2:**
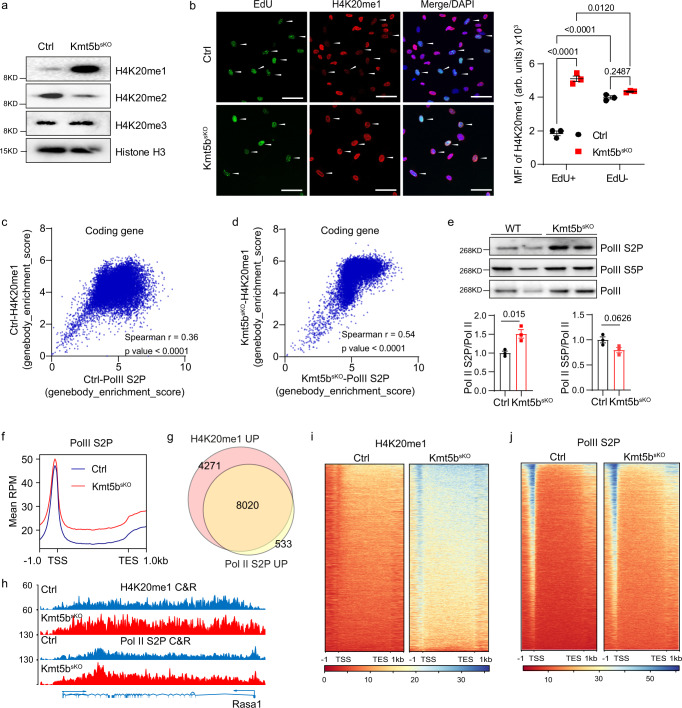
Inactivation of *Kmt5b* increases accumulation of H4K20me1 and occupancy of Pol II S2P on genes in S-phase. **a** Western blot analysis of histone H4 lysine 20 methylation in proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. Histone H3 was used as loading control (*n* = 2 mice). **b** Immunofluorescence analysis of EdU incorporation and H4K20me1 enrichment in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after 3-days in culture. DNA was stained by DAPI. Cells in S-phase (EdU^+^) are indicated by arrowheads. Scale bar: 10 μm. Median of fluorescence intensity (MFI, arbitrary units (arb. units)) of H4K20me1 in EdU^+^/EdU^−^ MuSCs are shown on the right (*n* = 3 mice). Two-way ANOVA. **c**, **d** Scatter plot showing correlation of H4K20me1 enrichment and Pol II S2P binding within gene bodies of *Ctrl* (**c**) or *Kmt5b*^*sKO*^ (**d**) MuSCs. Spearman’s correlation coefficient *r* values are indicated. Two-tailed *P*-values indicate the significance of the correlation determined by *r* values and sample size. **e** Western blot analysis of Pol II S2P and S5P in proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. Pol II was used as loading control. Band intensities were quantified and normalized values are in the lower panels (*n* = 3 mice). Unpaired two-sided Student’s *t*-test. **f** Averaged profiles of intragenic Pol II S2P occupancy on all coding genes from −1 kb upstream of transcription start sites (TSS) to +1 kb downstream of transcription end sites (TES) in proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. **g** Venn diagram of genes with increased accumulation of H4K20me1 (H4K20me1 UP) and Pol II S2P (Pol II S2P UP) occupancy within gene bodies of *Kmt5b*^*sKO*^ MuSCs compared to *Ctrl* MuSCs. **h** Genome browser tracks displaying H4K20me1 and Pol II S2P CUT&RUN signals in the *Rasa1* locus of *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. *Y*-axis represents spike-in normalized read counts. **i**, **j** Heat maps representing H4K20me1 (**i**) and Pol II S2P (**j**) CUT&RUN signals from −1 kb upstream of TSS to +1 kb downstream of TES of overlapping genes from (**g**). Data are shown as mean *±* SEM. Source data are provided in the Source Data file.

To confirm that the catalytic activity of *Kmt5b* is crital for control of H4K20me1 levels in S-phase, we overexpressed human wildtype and catalytical-inactive *KMT5B(hKMT5B S251A*), carrying a point mutation in the catalytic domain^27^, in *Ctrl* and *Kmt5b*^sKO^ MuSCs (Supplementary Fig. 2e). Expression of mutant h*KMT5B* resulted in a dramatic loss of H4K20me2 but a strong accumulation of H4K20me1 in *Ctrl* MuSCs, mimicing the phenotype of *Kmt5b*^sKO^ MuSCs (Supplementary Fig. 2f, g). Accordingly, overexpression of WT but not the catalytically-inactive h*KMT5B* normalized H4K20me1 and H4K20me2 levels in *Kmt5b*^*sKO*^ MuSCs during S-phase (Supplementary Fig. 2f, g). In line with these findings, DNA damage in *Kmt5b*^*sKO*^ MuSCs during S-phase was markedly reduced by overexpression of WT but not the catalytically inactive h*KMT5B* (Supplementary Fig. 2h).

To explore whether accumulation of H4K20me1 in the euchromatin of *Kmt5b*^*sKO*^ MuSCs during S-phase is associated with activation of transcription and elongation, we performed CUT&RUN experiments, thereby examining the genome-wide distribution of H4K20me1 and elongating RNA polymerase II phosphorylated at Ser2 (Pol II S2P)^28^. Consistent with previous data, enrichment of H4K20me1 over bodies of coding genes positively correlated with Pol II S2P occupancy in proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (Fig. 2c, d; Supplementary Fig. 2i). No positive correlation was found for typical non-coding genes including rDNA, snRNA genes and snoRNA genes, indicating that deposition of H4K20me1 is not relevant for RNA polymerase I and III-dependent transcription (Supplementary Fig. 2j, k). Genome browser views of mouse chromosome 9 illustrate that accumulation of H4K20me1 was specifically enhanced in actively transcribed regions of *Kmt5b*^*sKO*^ MuSCs labelled by Pol II S2P binding (Supplementary Fig. 2l). We only detected elevation of Pol II S2P but not of Pol II S5P together with enhanced occupancy of Pol II S2P in gene bodies, demonstrating elevated transcriptional elongation in *Kmt5b*^*sKO*^ MuSCs (Fig. 2e, f). In total, we identified 12,291 genes showing enhanced enrichment of H4K20me1 and 8553 genes with increased Pol II S2P occupancy in *Kmt5b*^*sKO*^ MuSC. 8020 genes (93.8%) with enhanced Pol II S2P occupancy also showed an increase in H4K20me1 and were therefore considered as potential KMT5B targets (Fig. 2g–j).

### KMT5B represses transcription of a subset of coding genes and eRNAs during S-phase

To dissect the molecular mechanisms responsible for enhanced transcriptional activity in *Kmt5b*^*sKO*^ MuSCs, we performed precision nuclear run-on transcription coupled with deep sequencing (PRO-seq) and determined proximal promoter pausing-release of Pol II in KMT5B target genes in control and *Kmt5b*^*sKO*^ MuSCs. 

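PRO-seq locates transcribing RNA polymerases: in isolated nuclei the engaged polymerases add biotin-labelled nucleotides to their nascent RNA, and the labelled RNA is captured and sequenced. Libraries from 3 Ctrl and 3 *Kmt5b* sKO samples of proliferating MuSCs were analysed here. The authors trimmed the reads, aligned them to the mouse genome build GRCm38 with 1 random position retained for a read that matched several, removed duplicates and counted the reads on the sense strand of each isoform of protein-coding genes. The counts were made in a TSS region, the first 400 nt of the isoform, and in a gene body that runs from there to the end of the transcript. The deposited values cover 1 isoform of each of 14546 genes, as RPM (reads scaled to a fixed library total) for the TSS region and as TPM, which also divides by length, for the gene body. As every TSS region has the same length, RPM and TPM differ there only by a constant. The Reporting Summary of the paper lists 40360048, 24883263 and 32673450 reads for Ctrl replicates 1 to 3 and 53276283, 41160868 and 47202239 reads for *Kmt5b* sKO replicates 1 to 3, and Ctrl replicate 2 lies below the minimum per library that the methods state. The depth behind the deposited values was recovered from the values themselves, which are whole multiples of what 1 read contributes in a library. Whole reads were obtained for 100% of the TSS values and, among genes with a body under 2000 nt, for 99.4% to 100% of the gene body values. The listed genes held 2518189, 1066287 and 3246052 TSS reads in Ctrl replicates 1 to 3 and 1841069, 926904 and 1288662 in *Kmt5b* sKO replicates 1 to 3. Gene bodies held 16249178, 13582331 and 14241342 reads in the Ctrl libraries and 12824312, 7425424 and 11536031 reads in the *Kmt5b* sKO libraries. At the median tested gene this came to between 35 and 107 TSS reads and between 203 and 468 gene body reads per library. Genes on chromosomes X and Y were left out, as in the paper, and genes with a mean of at least 0.5 in both regions were kept, which left 12451 genes. The values were compared as log2(value + 0.5) with limma, and genes were called at a Benjamini-Hochberg adjusted p under 0.1. Fold changes on this scale understate the change of genes with low values. The list of KMT5B target genes was not used here, so the values cover all genes tested. The targeted gene itself, *Kmt5b* (ENSMUSG00000045098), lies on the plus strand of chromosome 19 of GRCm38 from 3768033 to 3808835. Its gene body, which spans exons 2 to 10 of the listed transcript and the introns between them, held 30.6, 35.4 and 38.5 TPM in Ctrl replicates 1 to 3 and 37.8, 35.0 and 42.6 TPM in *Kmt5b* sKO replicates 1 to 3. The log2 fold change was 0.14 (standard error 0.14, adjusted p = 0.71 from limma). In its TSS region the 3 *Kmt5b* sKO libraries, with 120.0, 107.0 and 113.2 RPM, lay above the Ctrl libraries, with 93.7, 87.3 and 101.5 RPM, a log2 fold change of 0.27 (adjusted p = 0.72 from limma). As neither region fell, the values do not check the genotype of the libraries, which rests on their deposited labels.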

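Over the 12451 tested genes, the median log2 fold change between *Kmt5b* sKO and Ctrl MuSCs was 0.081 in the TSS region and 0.023 in the gene body, and 58.2% and 53.8% of the genes had the higher value in the *Kmt5b* sKO libraries. Since libraries and not genes are the replicates, the median over genes was also taken in each library. For the TSS region this median was 4.51, 4.55 and 4.38 on the log2 scale in Ctrl replicates 1 to 3 and 4.57, 4.56 and 4.50 in *Kmt5b* sKO replicates 1 to 3. The group means were 4.48 ± 0.092 (SD, n = 3) and 4.54 ± 0.040 (SD, n = 3), a difference smaller than the spread of the Ctrl libraries (two-sided exact permutation test, p = 0.4, with 0.1 the smallest p that 3 libraries against 3 allow). In the gene body the library medians were 4.04, 4.10 and 3.89 in Ctrl and 4.03, 3.99 and 4.00 in *Kmt5b* sKO MuSCs. Their means of 4.01 ± 0.11 (SD, n = 3) and 4.01 ± 0.023 (SD, n = 3) were not distinguishable (two-sided exact permutation test, p = 1). Without Ctrl replicate 3, whose median was the lowest of the 6 in both regions, the median log2 fold change was 0.042 in the TSS region and -0.013 in the gene body. Both regions are scaled to a fixed total in every library, so a change of the total amount of transcription cannot appear in these values. The scaling moved the medians most. Scaled instead to the uniquely mapped reads of the paper's Reporting Summary, they were -0.83 in the TSS region and -0.59 in the gene body. The 0.5 added before the logarithm was not small against values on this scale, above all in the gene body. Both falls are therefore understated, and their sizes cannot be compared. This scaling was chosen after the data had been seen. It may also reflect the duplicates that the authors removed, whose number is not used here.

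**Figure D1:**
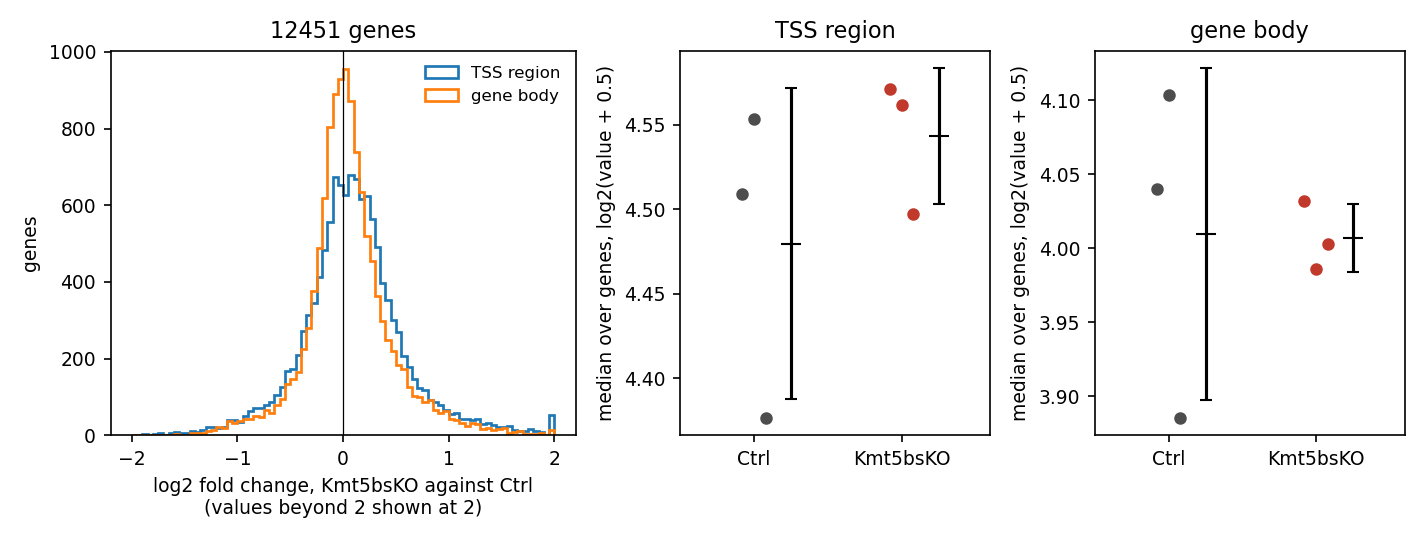
Change of PRO-seq signal between the genotypes. Left, number of genes (y axis) by log2 fold change (x axis) in the TSS region and the gene body, with values beyond 2 drawn at 2; middle and right, median over genes of log2(value + 0.5) in each library (points) with the group mean and SD (bars, 3 libraries per genotype). The y axes of the library medians do not start at 0. The Ctrl medians span 4.38 to 4.55 in the TSS region and 3.89 to 4.10 in the gene body, and the *Kmt5b* sKO medians lie within the Ctrl range in the gene body.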

Profiling of 8020 potential KMT5B target genes revealed increased transcription activity at both TSSs and gene bodies (Supplementary Fig. 3a). 

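The pausing index was computed for each gene and library as the TSS value over the gene body value, for the 11698 tested genes above 0 in both regions of all 6 libraries. Its median over genes was 1.52, 1.47 and 1.54 in Ctrl replicates 1 to 3 and 1.60, 1.61 and 1.50 in *Kmt5b* sKO replicates 1 to 3. The group means were 1.51 ± 0.036 (SD, n = 3) and 1.57 ± 0.057 (SD, n = 3). The median over genes of the log2 ratio between genotypes was 0.053, with quartiles of -0.16 and 0.26, and the library medians of the log2 index did not differ (two-sided exact permutation test, p = 0.3). No single gene had a changed pausing index, with 0 of 11698 genes at an adjusted p under 0.1 in limma and 452 genes (3.86%) at an unadjusted p under 0.05. What this test can detect is limited. In data simulated with the spread of the real ratios, it called 0 of 200 genes whose log2 index had been changed by 1 and 160 of 200 changed by 2, together with 18 unchanged genes. A change of the log2 index of a single gene by 1 was therefore not detectable with 3 libraries per genotype, and changes between 1 and 2 were not simulated. Genes with few TSS reads were not among those changed in the simulation. Because both regions are scaled separately, a shift of all pausing indices in one direction is removed as well. From the recovered reads per nt, without that scaling, the median index was 10.7, 5.63 and 14.3 in Ctrl and 11.0, 9.29 and 8.57 in *Kmt5b* sKO libraries. This alternative was chosen after the data had been seen and it moved the median log2 ratio most, to 0.0056 (two-sided exact permutation test of the library medians, p = 1), while 9 genes passed the threshold.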

Inactivation of *Kmt5b* did not change the pausing index (PI) of these genes, excluding the possibility that accumulation of H4K20me1 in *Kmt5b*^*sKO*^ MuSCs facilitates release of paused Pol II in the proximity of TSSs as described for other cell types^29^ (Supplementary Fig. 3b, c).

In addition to increased transcriptional activity of coding genes, we detected elevated expression of bi-directionally transcribed enhancer RNAs (eRNAs) from a large group of distal intergenic enhancer regions marked by H3K4me1 (802 out of 4414 enhancer regions, 18.2%) while only 42 eRNAs (0.9%) were transcriptionally downregulated in *Kmt5b*^*sKO*^ MuSCs (Fig. 3a–c, Supplementary Fig. 3e). Increased eRNA transcription may indicate elevated enhancer activity^30^, which was supported by a dramatic increase of active enhancer marks such as H3K27ac and H4K16ac in *Kmt5b*^*sKO*^ MuSCs, concomitant with an increase of H4K20me1 levels. Accordingly the repressive histone mark H3K27me3 was downregulated (Fig. 3d; Supplementary Fig. 3e), suggesting that KMT5B suppresses eRNA transcription. Similar to H4K20me1, the increase of H3K27ac and H4K16ac occured predominantly in EdU+ *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 3f, g). KMT5B-affected enhancer regions showed enrichment of binding motifs for transcription factors such as KLF4, AP-1, MEF-2 and MYOD1, which might be required for increased eRNA transcription (Supplementary Fig. 3h). Taken together, the findings demonstrate that *Kmt5b* is indispensable for transcriptional silencing of a subset of coding genes and eRNAs, both of which are transcribed by Pol II.

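At the level of single genes, 207 of 12451 genes had a changed TSS value at an adjusted p under 0.1 in limma, 116 higher and 91 lower in *Kmt5b* sKO MuSCs. In the gene body 372 genes had changed, 200 higher and 172 lower. At an unadjusted p under 0.05 there were 1369 genes in the TSS region and 1981 in the gene body. All 3 *Kmt5b* sKO libraries lay on one side of all 3 Ctrl libraries at 15.6% of the genes in the TSS region and 21.4% in the gene body, where chance gives 10%. The number of calls rested on single libraries. With one library left out in turn it ranged from 1 (*Myf6*, without Ctrl replicate 1) to 408 (without Ctrl replicate 2) in the TSS region. In the gene body it was 0 without Ctrl replicate 1 or without any 1 of the *Kmt5b* sKO replicates (between 1374 and 1706 genes at an unadjusted p under 0.05), 261 without Ctrl replicate 2 (195 higher and 66 lower) and 836 without Ctrl replicate 3 (330 higher and 506 lower). In simulated data with 200 of 12451 genes changed 2-fold, the same tests called 80 of the changed genes in the TSS region and 76 in the gene body. The changed genes were drawn only from those above a minimum mean of TSS reads, so these rates do not cover genes with few reads. Among the genes past the threshold whose *Kmt5b* sKO libraries all lay above the Ctrl libraries, the largest fitted rises in the gene body were those of *Car3*, *Fgf6* and *Cox6b2*. *Car3* (ENSMUSG00000027559, chromosome 3 of GRCm38, 14863538 to 14872523) had 2.94 ± 0.89 TPM (SD, n = 3) in Ctrl and 19.5 ± 9.8 TPM (SD, n = 3) in *Kmt5b* sKO MuSCs, a log2 fold change of 2.45 (standard error 0.39, adjusted p = 0.064 from limma). *Fgf6* (chromosome 6, 127015586 to 127028187) went from 2.94 ± 1.5 to 17.6 ± 9.1 TPM (SD, n = 3 each; adjusted p = 0.065 from limma). *Cox6b2* had at most 2 reads in any Ctrl library and 6, 3 and 3 in the *Kmt5b* sKO libraries, so its value was at least 1.66-fold higher. The largest falls were those of *Bub1*, *Hist2h3c2* and *Esco2*. *Bub1* (ENSMUSG00000027379, chromosome 2, 127801122 to 127831865) fell from 12.2 ± 1.9 to 4.14 ± 0.27 TPM (SD, n = 3 each), a log2 fold change of -1.44 (standard error 0.17, adjusted p = 0.061 from limma). *Hist2h3c2*, one of several near-identical histone genes between which reads can be split, had a log2 fold change of -1.36, and *Esco2* one of -1.35. In the TSS region the largest rises were those of *Myf6*, *Trp63* and *Grem1*. *Myf6* (ENSMUSG00000035923, chromosome 10, 107492853 to 107494737) rose from 1.37 ± 1.5 to 16.6 ± 5.0 RPM (SD, n = 3 each), a log2 fold change of 3.46 (standard error 0.54, adjusted p = 0.026 from limma). *Trp63* had at most 1 read in any Ctrl library against 11, 11 and 32 reads in the *Kmt5b* sKO libraries, at least 4.95-fold higher, and *Grem1* had a log2 fold change of 3.26. The largest falls were those of *Efcab12*, *Pimreg* and *Spib*. *Efcab12* had at most 1 read in any *Kmt5b* sKO library and was at least 1.50-fold lower, and *Pimreg* and *Spib* had log2 fold changes of -2.09 and -1.94. Of a list of 19 genes named by the paper, which does not hold every gene of Fig. 4l, the 18 on autosomes were tested, and 0 of 18 passed in either region, over all genes tested or adjusted over the list alone. At an unadjusted p under 0.05 there were 3 of them in the TSS region (*Cdkn1a*, *Kmt5a* and *Trp53*) and 2 in the gene body. Of the genes of Fig. 4l and the text that are outside this list, *Trp63*, *Brca1* and *Fancd2* passed in the gene body over all genes tested. Transcription of enhancers was not analysed here. The paper concludes that *Kmt5b* is needed to keep a subset of coding genes and of eRNAs silent. It draws on PRO-seq profiles of target genes chosen by H4K20me1 and Pol II S2P, on the eRNAs and on histone marks.

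**Figure D2:**
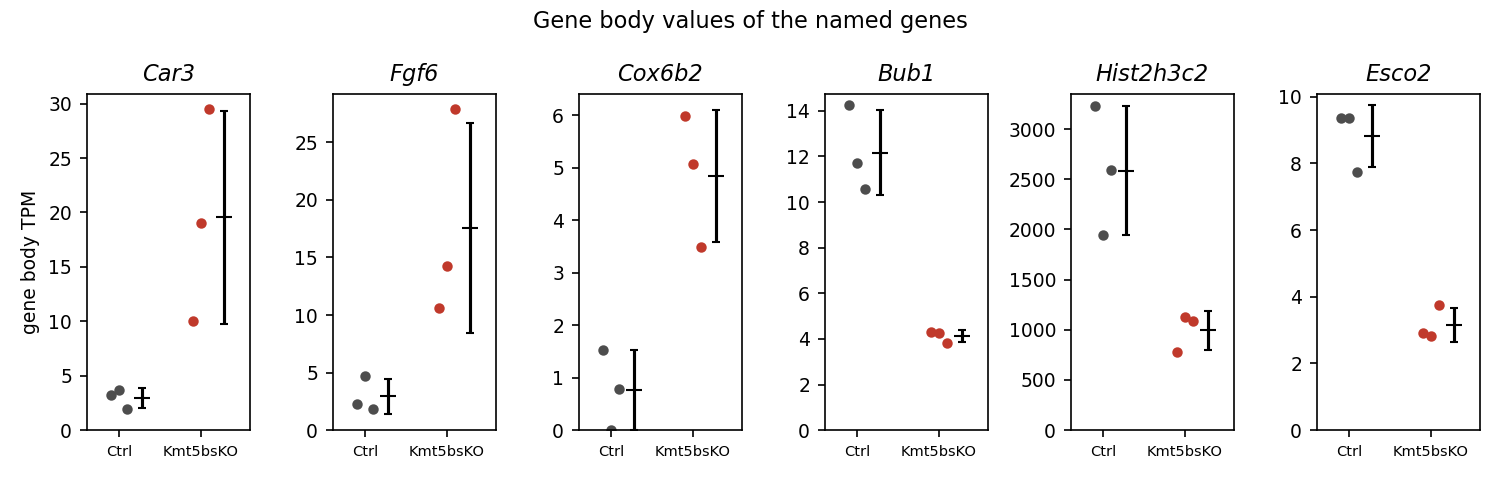
Gene body TPM (y axes, each starting at 0) of *Car3*, *Fgf6*, *Cox6b2*, *Bub1*, *Hist2h3c2* and *Esco2*. Points are the 3 Ctrl and 3 *Kmt5b* sKO libraries, and bars give the group mean and SD. *Car3* lies between 1.96 and 3.68 TPM in Ctrl and between 10.1 and 29.6 TPM in *Kmt5b* sKO libraries, and *Bub1* between 10.6 and 14.2 and between 3.83 and 4.30 TPM.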

**Fig. 3:**
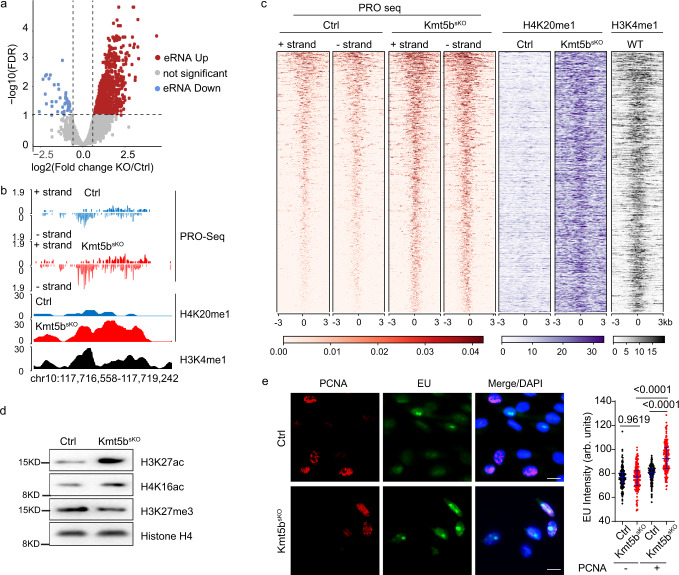
Increased accumulation of H4K20me1 promotes transcription of a large group of coding genes and eRNAs. **a** Volcano plot showing global changes of eRNA transcription in *Kmt5b*^*sKO*^ versus *Ctrl* MuSC. The log2-fold change of mutant/*Ctrl* is represented on the *x*-axis. The *y*-axis shows the log10 of the false discovery rate (FDR). Dashed grey lines indicate significant cutoffs (FDR < 0.1 and log2 fold-changes >1.5). **b** Genome browser tracks of PRO-seq and H4K20me1 CUT&RUN signals across a representative enhancer region in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. H3K4me1 ChIP-seq (BioProject: PRJNA412267) identifies enhancer regions. Positive and negative values on the *y*-axis represent normalized library reads mapping to plus and minus strands, respectively. **c** Heatmaps representing the intensities of PRO-seq signals at enhancers identified by the NRSA v2 pipeline and corresponding H4K20me1 CUT&RUN signals in *Ctrl* and *Kmt5b*^*sKO*^ MuSC. H3K4me1 ChIP-seq data from WT MuSCs (BioProject: PRJNA412267) are additional marker for enhancers. Rows are sorted by decreasing reads of eRNA. Color-scaled intensities are in units of RPM. **d** Western blot analysis of H3K27ac, H4K16ac and H3K27me3 in proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. Histone H4 served as loading control (*n* = 2 mice). **e** Immunofluorescence staining for PCNA and EU incorporation in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after 3 days in culture. DNA was stained by DAPI. Scale bar: 10 μm. Quantification of EU incorporation intensities (arbitrary units (arb. units)) in PCNA^−^ (G1-phase) and PCNA^+^ (S-G2-phase) *Ctrl* and *Kmt5b*^*sKO*^ MuSCs is on the right. Error bars represent median ± interquartile range (*Ctrl* PCNA^−^, *n* = 225 cells; *Kmt5b*^*sKO*^ PCNA^−^, *n* = 180 cells; *Ctrl* PCNA^+^, *n* = 192 cells; *Kmt5b*^*sKO*^ PCNA^+^, *n* = 170 cells over 3 independent experiments). One-way ANOVA. Source data are provided in the Source Data file.

To investigate whether enhanced transcriptional activity is mainly restricted to S-phase, we performed 5-Ethynyl-uridine (5-EU) incorporation assays in cultured MuSCs in combination with PCNA immunostaining. Importantly, EU signals remained unchanged in PCNA^-^ cells but were strongly enhanced in PCNA^+^ *Kmt5b*^*sKO*^ MuSCs compared to control cells, suggesting that transcription activity is specifically increased during S-phase of *Kmt5b*^*sKO*^ MuSCs (Fig. 3e). Overall, our results indicate that KMT5B-mediated conversion from H4K20me1 to H4K20me2 is essential for transcriptional silencing during S-phase.

### Loss of S-phase-specific transcriptional silencing leads to transcription-replication collisions and R-loop formation in MuSCs

Transcripts generated by aberrantly increased gene activity during S-phase may encounter replication forks, leading to TRCs and accumulation of uncontrolled R-loops. To demonstrate the occurence of TRCs, we performed proximity ligation assays using PCNA and Pol II S2P antibodies to detect co-localization of the replisome and transcription machinery in control and *Kmt5b*^*sKO*^ MuSCs during S-phase (EdU^+^). The number of EdU^+^ MuSCs containing more than three PCNA-Pol II S2P PLA foci, the maximal value in single antibody-stained controls, was significantly increased after *Kmt5b* inactivation (Fig. 4a; Supplementary Fig. 4a). Notably, PCNA-Pol II S2P PLA foci in *Kmt5b*^*sKO*^ MuSCs were mainly found within early replicating euchromatin but not within mid-late replicating chromatin (Fig. 4a, b). This finding suggests that TRCs occur primarily within actively transcribed euchromatin where TRCs remain unresolved until late S-phase. Of note, TRCs in S-phase *Kmt5b*^*sKO*^ MuSCs were reduced to nearly control levels after expression of wildtype but not catalytic-inactive human KMT5B, demonstrating that collisions are due to failed conversion of H4K20me1 to H4K20me2 (Supplementary Figs. 4b,  2g). Since TRCs replication forks might stall and promote formation of genome-destabilizing R-loop^31,32^, we next performed immunofluorescence staining using the S9.6 antibody to detect RNA:DNA hybrid (R-loop) on cryosections of injured TA muscle. The number of S9.6^+^/MyoD^+^ myoblasts was substantially increased in *Kmt5b*^*sKO*^ muscle compared to control muscle (Supplementary Fig. 4c). Moreover, dot blots with genomic DNA revealed enhanced accumulation of RNase H-sensitive S9.6 signals in proliferating *Kmt5b*^*sKO*^ MuSCs in vitro (Fig. 4c), indicating that loss of *Kmt5b* promotes formation of R-loops in MuSCs. Interestingly, increased formation of R-loops was found in S-phase rather than G1-phase of *Kmt5b*^*sKO*^ MuSCs, suggesting dependency on TRCs (Supplementary Fig. 4d). We also detected increased levels of phosphorylated ATR and phosphorylated replication protein A (RPA32) at Ser33 by immuno-staining in *Kmt5b*^*sKO*^ MuSCs, implying that TRCs and newly formed R-loops activate RPA32/ATR-P53 signaling^33^ (Fig. 4d, e). Furthermore, increased levels of phosphorylated of RPA32 at Ser4/Ser8 and Thr21 indicated collapse of replication forks as a consequence of persistent TRCs in *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 4e, f).

**Fig. 4:**
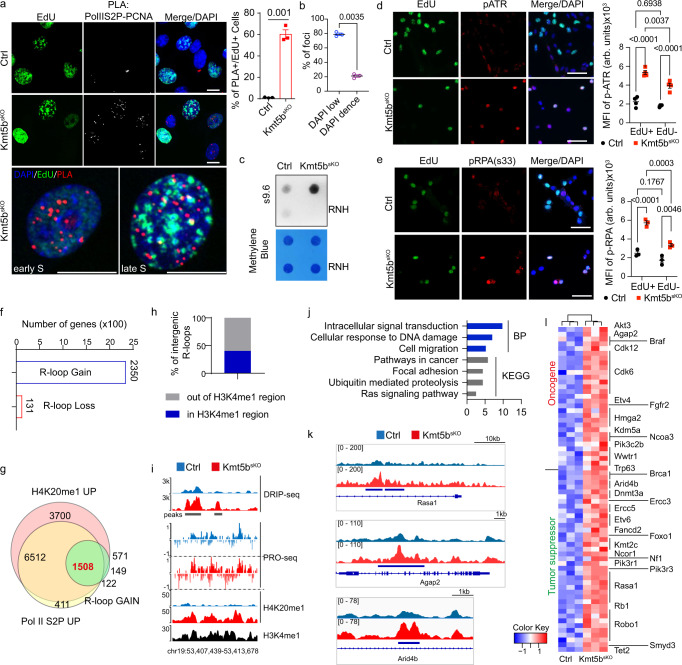
Elevated transcriptional activity during S-phase increases transcription-replication collisions and enhances R-loop formation in *Kmt5b*^*sKO*^ MuSC. **a** Proximity ligation assay (PLA), visualizing co-localization of RNA PolII S2P and PCNA in EdU^+^ *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). DNA was stained by DAPI. Representative images of *Kmt5b*^*sKO*^ MuSCs in early or late S phase are in the lower panel. Scale bar: 10 μm. Quantification of EdU^+^ cells with >3 PLA foci is on the right. **b** Quantification of PLA^+^ foci in DAPI low and dense regions in late S-phase (*n* = 3 mice). **a**, **b** Data represent mean ± SEM. Unpaired two-sided Student’s *t*-test. **c** Dot-blot of R-loops using genomic DNA from *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). RNase H (RNH) treated genomic DNA served as negative control and methylene blue staining as loading control. **d**, **e** Immunofluorescence analysis of (**d**) p-ATR/EdU and (**e**) p-RPA Ser33/EdU in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). Scale bar: 50 μm. MFI (arb. units) of (**d**) p-ATR and (**e**) p-RPA in EdU^+^/EdU^−^ MuSCs are shown on the right. Data are shown as mean *±* SEM; Two-way ANOVA, Tukey correction. **f** Number of genes with gained and lost R-loops at genebodies after inactivation of *Kmt5b*. **g** Venn diagram of overlapping genes with increased H4K20me1 (H4K20me1 UP), increased Pol II S2P (Pol II S2P UP), and newly acquired R-loop peaks within genebodies of *Kmt5b*^*sKO*^ compared to *Ctrl* MuSCs. **h** Percentage of newly acquired intergenic R-loop near putative enhancer regions, marked by H3K4me1 enrichment. **i** Genome browser tracks of DRIP-seq, PRO-seq, and H4K20me1 CUT&RUN signals across a H3K4me1-enriched enhancer region of *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. Positive and negative values on the *y*-axis represent normalized reads mapping to plus and minus strands, respectively. **j** Gene ontology analysis of biological processes (BP) and KEGG pathway analysis of genes showing newly acquired R-loop peaks within genebodies. **k** Genome browser tracks of DRIP-seq signals of *Rasa1*, *Agap2* and *Arid4b* genes in *Ctrl* and *Kmt5b*^*sKO*^ MuSC. *Y*-axis represents spiked-in normalized reads count. **l** Heatmap of newly acquired R-loop in genes promoting rhabdomyosarcoma formation. Source data are provided in the Source Data file.

To determine the genomic locations of R-loops and the correlation with transcription, DNA–RNA immunoprecipitation sequencing (DRIP-seq) was done using the s9.6 antibody, which yielded reprodubible peaks within three biological replicates (Supplementary Fig. 4g)^34^. Consistent with dot-blot and immunofluorescence results, a large number of R-loop (8345 peaks) emerged in proliferating *Kmt5b*^*sKO*^ MuSCs while only relatively few were lost (204 peaks) (Supplementary Fig. 4h). 54% of newly appearing R-loops were located within gene bodies of 2350 coding genes (>1 kb from TSS) and 34% were situated in intergenic regions (Fig. 4f; Supplementary Fig. 4i). 64.2% (1508 from 2350) of R-loop containing genes showed increased H4K20me1 and Pol II S2P enrichment, indicating that enhanced transcriptional activation is the main cause for increased R-loop formation in *Kmt5b*^*sKO*^ MuSCs (Fig. 4g). R-loops were more frequent within potential KMT5B target genes >50 kb or showed a high GC content (Supplementary Fig. 4j, k). Of note, 40.3% of newly forming intergenic R-loops were localized within enhancer regions, suggesting that enhanced eRNA transcription after *Kmt5b* inactivation contributes to R-loop formation (Fig. 4h, i). Altogether, our findings demonstrate that KMT5B-mediated conversion of H4K20me1 to H4K20me2 at genes bodies during S-phase prevents replication-transcription conflicts.

Replication stress and genome instability are tightly associated with the transition from normal to pre-cancerous or cancerous cells. Gene ontology and KEGG pathway analysis revealed that genes with newly acquired R-loop peaks are mainly associated with cancer development (Fig. 4j), of which several are frequently altered in human rhabdomyosarcomas, in particular genes related to DNA damage response, cell migration and RAS signaling^20,35–37^ (Fig. 4j; Supplementary Fig. 5a–d). Furthermore, 44% of early replicating fragile (ERFS) sites that were previously identified in mouse B cells to represent sites of active transcription associated with recurrent rearrangements during lymphoma formation showed increased R-loop formation (Supplementary Fig. 4l). In total, 127 genes with newly gained R-loop peaks are annotated as cancer drivers according to OncoKB, of which 25 genes are frequently mutated or undergo copy number alterations in human rhabdomyosarcomas. Such genes include oncogenes such as *Akt3*, *Braf*, *Cdk6*, *Hmga2, Yap1*, *Wwtr1,Rasa1, Agap2* and tumor suppressor genes *Nf1*, *Foxo1*, *Rb1,Arid4b* and *Robo1* (Fig. 4k, l; Supplementary Fig. 4m)^20,35,37,38^.

### Repression of transcriptional elongation reduces TRCs and R-loop formation in *Kmt5b*^*sKO*^ MuSCs

To validate that enhanced transcriptional activity and particularly increased elongation during S-phase favors TRCs and R-loop formation in *Kmt5b*^*sKO*^ MuSC, we treated *Ctrl* and *Kmt5b*^*sKO*^ MuSCs with 10 µM 5,6-dichlorobenzimidazole 1-β-D-ribofuranoside (DRB), which specifically attenuates transcriptional elongation as indicated by reduced phosphorylation of Pol II at Ser2 in *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 6a). Consistantly, *DRB* treatment reduced enhanced EU incorporation in PCNA^+^ *Kmt5b*^*sKO*^ MuSCs to the similar level as in *Ctrl* MuSCs without significantly disturbing non-S-phase transcription (Fig. 5a). We assume that the selective effect of low-dose DRB treatment on transcription of PCNA^+^ *Kmt5b*^*sKO*^ MuSCs is caused by lowered chromatin compaction during S-phase. Attenuation of elongation decreased γH2AX levels in EdU^+^ mutant MuSC, indicating reduced DNA damage (Fig. 5b; Supplementary Fig. 6a)^39,40^. Furthermore, DRB treatment normalized increased TRCs in EdU^+^ *Kmt5b*^*sKO*^ MuSCs to control levels (Fig. 5c), diminished aberrant R-loop accumulation detected by S9.6 antibodies (Fig. 5d), and ameliorated increased aneuploidy and micronuclei formation (Supplementary Fig. 6b, c). Importantly, reduction of TRC, R-loop formation and DNA damage after DRB treatment increased the proliferation rate of *Kmt5b*^*sKO*^ MuSCs, probably due to reduction of aberrant mitoses (Fig. 5e; Supplementary Fig. 6d).

**Fig. 5:**
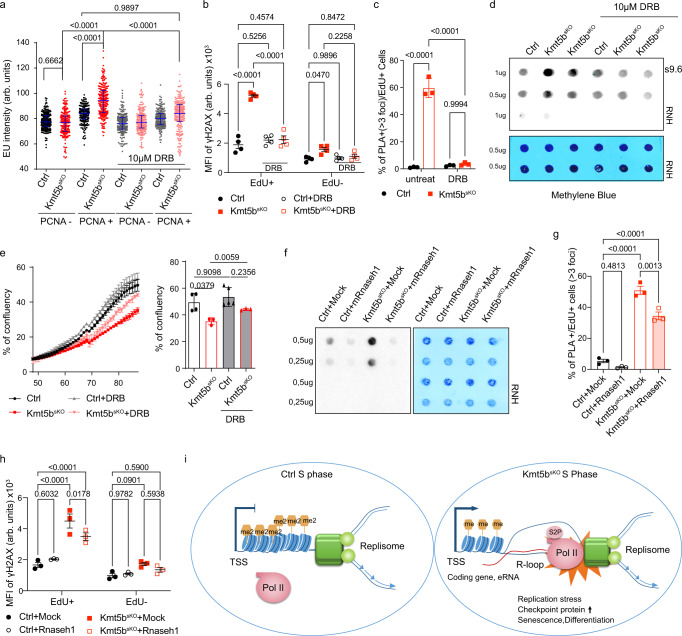
Inhibition of S-phase transcription ameliorates TRCs and formation of R-loops. **a** Quantification of EU labeling intensity (arbitrary units (arb. units)) in mock and DRB-treated *Ctrl* and *Kmt5b*^*sKO*^ MuSC, either in G1-phase (PCNA^−^) or S-G2-phase (PCNA^+^). Error bars represent median ± interquartile ranges (*Ctrl* PCNA^−^ *n* = 213 cells; *Kmt5b*^*sKO*^ PCNA^−^ *n* = 182 cells; *Ctrl* PCNA^+^, *n* = 203 cells; *Kmt5b*^*sKO*^ PCNA^+^, *n* = 212 cells; DRB + *Ctrl* PCNA^−^ *n* = 213 cells; DRB + *Kmt5b*^*sKO*^ PCNA^−^ *n* = 200 cells; DRB + *Ctrl* PCNA^+^, *n* = 204 cells; DRB + *Kmt5b*^*sKO*^ PCNA^+^, *n* = 222 cells, over 3 independent experiments). **b** Immunofluorescence analysis (median of fluorescence intensity, MFI (arbitrary units (arb. units)) of γH2AX/EdU^+^ and γH2AX/EdU^−^ in mock and DRB treated *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 4 mice). **c** Quantification of EdU^+^ cells with >3 PLA foci (PCNA:Pol II S2P) in mock or DRB-treated *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). **d** Dot-blot analysis of R-loop formation in mock and DRB-treated *Ctrl* and *Kmt5b*^*sKO*^ MuSCs. Genomic DNA treated with RNase H served as negative control and methylene blue staining as loading control (*n* = 3 mice). **e** Proliferation curve of mock or DRB treated *Ctrl* and *Kmt5b*^*sKO*^ MuSCs assessed by time lapse imaging. Confluency of each group at the last time point is shown in the right panel (*Ctrl* *n* = 4 mice*; Kmt5b*^*sKO*^ *n* = 3 mice; DRB + *Ctrl* *n* = 5 mice; DRB + *Kmt5b*^*sKO*^ *n* = 3 mice). **f** Dot blot analysis of R-loops by S9.6 antibody using genomic DNA after transduction of *Ctrl* and *Kmt5b*^*sKO*^ MuSCs with an empty vector (Mock) and a vector expressing *mRnaseh1*. Genomic DNA treated with RNase H served as negative control and methylene blue staining as loading control (*n* = 3 mice). **g** Quantification of EdU^+^ cells with >3 PLA foci (PCNA:Pol II S2P) in mock and mRnaseh1-overpressing *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). **h** Immunofluorescence analysis (median of fluorescence intensity, MFI) of γH2AX/EdU^+^ and γH2AX/EdU^−^ in mock and *mRnaseh1*-overpressing *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (*n* = 3 mice). **i** Simplified model of the role of KMT5B in coordinating transcription and replication in MuSC. Inactivation of *Kmt5b* in MuSCs leads to transcription-replication collision, subsequent genome instability, and cell cycle arrest. Data represent mean *±* SEM. Two-way ANOVA. Source data are provided in the Source Data file.

To investigate the causality between R-loop formation and transcription replication collisions, we overexpressed murine *Rnaseh1* in *Ctrl* and *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 6e). Interestingly, the percentage of PCNA-Pol II S2P PLA^+^ cells as well as γH2AX, p-RPA signals were only modestly reduced in EdU^+^ *Kmt5b*^*sKO*^ MuSCs, although R-loops were nearly eliminated in both *Ctrl* and *Kmt5b*^*sKO*^ MuSCs after expression of mRnaseh1 (Fig. 5f–h; Supplementary Fig. 6f). These findings suggests that R-loops only contribute to a minor degree to TRCs and that TRCs even without formation of R-loops are sufficient to induce genome damage. Taken together, the data indicate that increased transcription activity of a large group of coding genes and eRNAs during S-phase promotes collision of the replisome and transcriptional machinery, R-loop formation and genome instability of *Kmt5b*^*sKO*^ MuSCs (Fig. 5i).

### Inhibition of the P53 response in *Kmt5b*^*sKO*^ MuSCs abrogates senescence and promotes rhabdomyosarcoma formation

Loss of *Kmt5b* provoked collision-associated R-loop formation on various cancer driver genes and activated pro-tumorigenic signaling in MuSCs, but no malignant transformation of *Kmt5b*^*sKO*^ MuSCs occurred. We concluded that the marked upregulation of P53 and P21 in *Kmt5b*^*sKO*^ MuSCs generated a barrier for neoplastic transformation by inducing cell cycle arrest and senescence. To prove this hypothesis, we generated *Pax7*^*CreERT*^*/p53*^*flox/flox*^ (*p53*^*sKO*^) and *Pax7*^*CreERT*^*/Kmt5b*^*flox/flox*^ */p53*^*flox/flox*^ (*DK*) mice, in which *p53* expression is specifically deleted in MuSCs after tamoxifen injection (Fig. 6a). Depletion of *p53* ameliorated the senescence-like phenotype of *Kmt5b*^*sKO*^ MuSCs (Supplementary Fig. 7a) and significantly reduced expression of *p21* (Fig. 6b). Furthermore, cell proliferation assays demonstrated that *DK* MuSCs not only bypass cell cycle arrest but also proliferate more rapidly than *Ctrl* and *p53*^*sKO*^ MuSCs, leading to formation of aggregated, round clones (Fig. 6c; Supplementary Fig. 7b). Consistent with the in vitro results, we detected dramatically increased numbers of Ki67^+^/PAX7^+^ and EdU^+^/PAX7^+^ MuSCs in *DK* compared to control, *p53*^*sKO*^ and *Kmt5b*^*sKO*^ muscles after EdU administration for 5 consecutive days under resting conditions (Fig. 6d; Supplementary Fig. 7c). Next, we challenged *DK* muscles by induction of muscle regeneration. 10 days after CTX-induced muscle injury hyper-proliferative *DK* MuSCs gave rise to massively increased numbers of unfused MYOG^+^ myoblasts, which were mostly absent in control, *p53*^*sKO*^ and *Kmt5b*^*sKO*^ mice (Fig. 6e). Despite the massive accumulation of MYOG^+^ myoblasts, we observed numerous new myofibers after one-time CTX injection, suggesting that *DK* myoblasts do not encounter a major differentiation defect but rather undergo enhanced proliferation that outpaces differentiation (Fig. 6e).

**Fig. 6:**
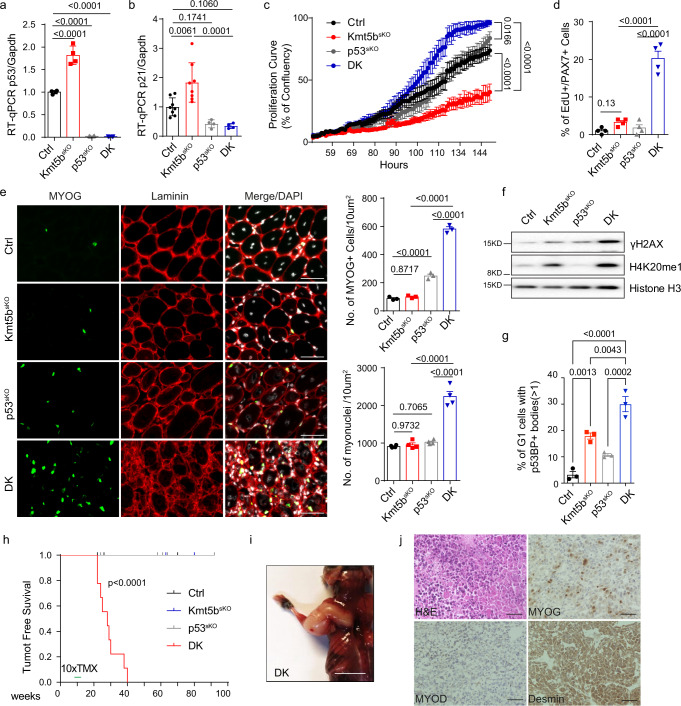
Abrogation of cellular senescence and cell cycle arrest by inactivation of *p53* in *Kmt5b*^*sKO*^ MuSCs causes rapid formation of rhabdomyosarcomas. **a**, **b** RT-qPCR analysis of *p53* (**a**) and *p21* (**b**) expression in *Ctrl*, *Kmt5b*^*sKO*^, *p53*^*sKO*^ and *DK* MuSCs (*n* = 3 mice). *Gapdh* served as reference gene. **c** Proliferation of *Ctrl*, *Kmt5b*^*sKO*^, *p53*^*sKO*^ and *DK* MuSCs assessed by time lapse imaging (*n* = 3 mice). Statistical significance at the last time point was calculated by One-way ANOVA. **d** Quantification of immunofluorescence analysis showing the presence of EdU^+^/PAX7^+^ MuSCs in TA muscles from *Ctrl*, *Kmt5b*^*sKO*^, *p53*^*sKO*^ and *DK* littermates after 5 days of EdU administration (*n* = 4). **e** Immunofluorescence staining for MYOG and laminin on TA muscle cryosections from different mutant mice 10 days after CTX injection. Scale bar: 50 µm. Numbers of MYOG^+^ cells (upper right panel, *n* = 3 mice, each group) and myonuclei (lower right panel, *n* = 4 mice for each group) per 10 microscopic fields were quantified. **f** Western blot analysis of H4K20me1 and γH2AX in *Ctrl*, *Kmt5b*^*sKO*^, *p53*^*sKO*^ and *DK* MuSCs after 4 days of culture. Histone H3 served as loading control (*n* = 2 mice). **g** Quantification of *Ctrl*, *Kmt5b*^*sKO*^, *p53*^*sKO*^ or *DK* MuSCs in G1-phase carrying more than one 53BP1 nuclear body after 4 days in culture (*n* = 3 mice). **h** Tumor-free survival Kaplan–Meier curves (logrank test) of *Ctrl* (*n* = 8), *Kmt5b*^*sKO*^ (*n* = 8), *p53*^*sKO*^ (*n* = 6)and *DK* (*n* = 10) littermates after tamoxifen injection. **i** Representative image of a *DK* mouse with a rhabdomyosarcoma in the forelimb after tamoxifen injection. Scale bar: 1 cm. **j** Haematoxylin and eosin (H&E) and immunostaining for MYOD, MYOG, and desmin on tumor cryosections from *DK* mice (*n* = 18 tumor samples). Scale bar: 50 µm. Data are shown as mean ± SEM. Statistical analysis in this Figure except (**h**) was performed by One-way ANOVA. Source data are provided in the Source Data file.

Inactivation of *p53* exacerbated genomic instability of *Kmt5b*^*sKO*^ MuSCs as reflected by increased levels of γH2AX, increased numbers of 53BP1 bodies-containing cells, exacerbated aberrant mitoses, aneuploidy, and micronuclei formation compared to *Kmt5b*^*sKO*^ and *p53*^*sKO*^ MuSC, confirming the critical function of *p53* to eliminate potentially hazardous cells (Fig. 6f, g; Supplementary Fig. 7d–f). Depletion of *p53* did not further enhance accumulation of aberrant R-loops in *Kmt5b*^*sKO*^ MuSC, suggesting that accumulation of R-loop initiates a cascade of events, which cannot be prevented by P53, except for activation of senescence (Supplementary Fig. 7g). Importantly, all *DK* mice rapidly developed tumors within or very close to the musculature of appendages or the trunk within 30 weeks after induction of *p53* deletion (Fig. 6h, i). Histopathological analysis classified the emerging tumor as RMS, which stained positive for desmin, MYOD, and MYOG (Fig. 6j). Intriguingly, we identified copy number alterations (CNAs) of various oncogenes and tumor suppressors (e.g. *Yap1*, *Braf*, *Foxo1*, *Akt3* and *Rb1)* in RMS tumors developing in DK mice, which might play important roles for tumor formation and growth (Supplementary Fig. 7h). Genes with CNAs in tumors of DK mice also showed changes in R-loop formation in *Kmt5b*^*sKO*^ MuSC. Furthermore, PLA^+^ cells were still present on sections from 6 out of 10 mouse tumors isolated from DK mice, suggesting that TRCs persistent through tumor development (Supplementary Fig. 7i, j). Collectively, our findings demonstrate that loss of *p53* in *Kmt5b*^*sKO*^ MuSCs exacerbates genomic instability and prevents suppression of cell proliferation leading to unrestricted expansion of MuSC, eventually resulting in rhabdomyosarcoma formation (Supplementary Fig. 7k).

### Formation of human sarcomas is closely associated with reduced *Kmt5b* expression

Oncogene induced replication stress and chromosome instability is a direct cause for CNAs, which are often found in human sarcomas but to a lesser extent in other malignancies^41–43^. To analyze whether *KMT5B* plays a role in the formation of human sarcomas, we examined the TCGA pan-cancer data set and detected a significantly lower expression of *KMT5B* in sarcomas than in most other malignancies (Supplementary Fig. 8a). We found that low expression of *KMT5B* is associated with a shorter disease-free interval in all 29 cancer types analyzed, suggesting that *KMT5B* plays a role in cancer progression and recurrence (Supplementary Fig. 8b). The low expression of KMT5B in sarcomas may be attributed to structural abnormalities of q13 on chromosome 11^35,44,45^ as indicated by alterations of KMT5B copy numbers (Supplementary Fig. 8c–e). 70 out of 255 sarcoma samples (27.4%) showed a reduction of *KMT5B* copy numbers (Supplementary Fig. 8f). Moreover, the promoter region of *KMT5B* (cg1766288, cg2010049) is much more methylated in sarcomas compared to carcinomas such as THCA, PRAD, LUAD and BRCA, probably accounting for transcriptional repression of *KMT5B* (Supplementary Fig. 8g–j). In conclusion, copy number loss combined with DNA hyper-methylation of promoter regions appears to contribute to inhibition of *KMT5B* expression in human sarcomas. Of note, a large group of sarcomas showed low expression of both *KMT5B* and *TP53* (Supplementary Fig. 8c, j). Parallel analysis of TCGA PanCancer data uncovered that mutations of *TP53* occur more frequent in tumors with low *KMT5B* expression, supporting the idea that *Kmt5b* and *p53* collaborate to prevent tumor formation in mice (Supplementary Fig. 8k).

To validate the TCGA data, we monitored expression of *KMT5B* and H4K20me1 levels in human cells, including a rhabdomyosarcoma cell line (RD), a osteosarcoma cell line (U2OS), two carcinoma cell lines (H1299, MCF7), two human myoblast cell lines and a human embryonic kidney cell line (HEK293). Consistent with the TCGA data, *KMT5B* but not *KMT5A* was dramatically lower in RD cells compared to the other cell lines, whereas H4K20me1 levels were substantially higher (Supplementary Fig. 9a–c). Moreover, we predominantly found copy number loss of *KMT5B* in RD and U2OS cells and promoter hypermethylation accessed by HapII/MspII-qPCR in RD cells, which both seem to contribute to reduced expression of *KMT5B* (Supplementary Fig. 9d, e). Decreased expression of *KMT5B* in RD cells was associated with an increase in TRCs and stable R-loop formation, which is in line with the data from the mouse model, further confirming the results from TCGA demonstrating that low KMT5B is associated with high TRCs and activation of ATR signaling (Supplementary Fig. 9f, g). Interestingly, DRB treatment attenuated TRCs in a dose-dependent manner, but did not affect proliferation of RD cells, suggesting that TRCs are more important for malignant transformation than for proliferation of established cancer cell line, which may have been developed various means to bypass cell cycle checkpoints (Supplementary Fig. 9h, i).

## Discussion

Adult stem cells (ASCs) are not only required for organ maintenance and regeneration but are also a source for tumors^15^. Increased replication stress in ASCs, which occurs upon loss of quiescence during continuous regeneration, activation of oncogenes, or other reasons, causes genomic instability and favors tumor formation^1,46^. Here, we discovered that *Kmt5b* guards genomic integrity by suppressing transcription in S-phase, thereby preventing TRCs and replication stress, eventually protecting MuSCs from malignant transformation. We found that loss of *Kmt5b* led to accumulation of H4K20me1 prodominantly in S-phase, indicating that KMT5B-mediated conversion of H4K20me1 to H4K20me2 is a critical driver for reducing H4K20me1 before DNA synthesis. We did not detect significant changes of H4K20me3 in *Kmt5b*^*sKO*^ MuSC, which is in line with previous reports describing a reduction of H4K20me3 in *Suv4-20h2*/*Kmt5c* but not in *Kmt5b* knockout mouse embryonic fibroblasts^25^. Since H4K20me3 but not H4K20me1/2 marks constitutive heterochromatin, we conclude that the genomic instability of *Kmt5b*^*sKO*^ MuSCs is not caused by loss of constitutive heterochromatin. KMT5B/C-catalyzed formation of H4K20me2 is involved in DNA double strain break response to protect genome stability via 53BP1 binding^26^, but recruitment of 53BP1 was not substantially reduced in *Kmt5b* deficient MuSC.

Accumulation of H4K20me1 has grave consequences for cellular physiology, mainly due to its critical roles in regulating transcription and DNA replication^47–49^. H4K20me1 has been proposed to increase transcriptional elongation by accelerating release of paused Pol II^48^. Surprisingly, we did not detect alterations of the Pol II pausing index in *Kmt5b*^*sKO*^ MuSC, despite enhanced intragenic accumulation of H4K20me1 and Pol II Ser2 in a large group of genes, arguing for a more complex role of H4K20me1 and KMT5B in the regulation of transcription. In addition, we detected a massive increase of eRNA transcription in MuSCs after loss of *Kmt5b*. Regions generating eRNAs often contained binding motifs for the pluripotency factor KLF4, which binds to genomic regions generating G0/G1-specific eRNAs^50^. Inactivation of *Kmt5b* led to the specific increase of eRNAs that are normally expressed only at low levels during S-phase, supporting the hypothesis that KMT5B suppresses RNA Pol II-dependent transcription primarily in S-phase. We reason that aberrantly increased transcription of eRNAs, synergizes with the increase of H4K20me1 on gene bodies to increase transcriptional activity during S-phase. Nonetheless, further research is necessary to identify eRNA target genes and to rule out the possibility that increased eRNA production is merely an epiphenomenon of enhanced S-phase transcription.

Replication stress and TRC formation are enhanced by elevated expression of oncogenes such as *Ras*, *Mos*, *Myc*, *Cdc25A* or Cyclin E, which enhance replisome activity but also stimulate transcription^4^. Thus, either an increase of transcription or replication may create an imbalance, resulting in TRCs. We assume that increased transcriptional activity but not enhanced replication is the main reason for TRCs in Kmt5b^sKO^ MuSC, because of the following reasons: (i) *Kmt5b*-deficent MuSCs show increased transcription specifically during S-phase. (ii) KMT5B/C mediated H4K20 methylation enhances formation of origins of replication and facilitates recruitment of the ORC1 complex^51^. Accordingly, loss of *Kmt5b* might reduce rather than increase replisome activity, often seen in cells overexpressing certain oncogenes^4^. We did not investigate whether increase of H4K20me1 and loss of *Kmt5b* alter the number or activity of origins of replication, which leaves some uncertainties. The critical role of enhanced transcription in S-phase for TRCs in *Kmt5b*^*sKO*^ MuSCs is also supported by the efficient prevention of TRC and R-loop formation via treatment with low doses of DRB, which attenuates transcriptional elongation. Treatment with DRB also released the cell cycle block, and prevented DNA damage and genome instability in *Kmt5b*^*sKO*^ MuSC.

Increased S-phase transcription can result in two different forms of TRCs with either co-directional or head-on orientations. Several studies reported that collisions between RNAPs and the replication machinery resulting from head-on orientation are stable, promoting R-loop formation and activation of the ATR pathway. In contrast, co-transcriptional R-loops are assumed to be relatively transient^31,32^. We found that collision foci in *Kmt5b*^*sKO*^ MuSCs formed in early replicating regions and remained unresolved during late S-phase, suggesting that the observed TRCs resulted from head-on collisions. However, definitive proof for this hypothesis is missing.

Does accumulation of R-loops happens because of enhanced transcription in *Kmt5b*^*sKO*^ MuSC, without requiring TRCs? Previous studies indicate that global stimulation of transcription by oncogenes such as HRAS^V12^ is able to cause replication stress due to induction of R-loop accumulation^52^. In constrast, we are facing a different scenario in *Kmt5b*^*sKO*^ MuSCs, in which elevated S-phase transcription causes TRCs and subsequent accumulation of unresolved R-loops that are less relevant for genomic instability than TRCs. This conclusion is based on several lines of experimental evidence: (i) only 1508 genes from 8020 transcriptional upregulated genes showed R-loop formation at gene bodies, suggesting that transcription activational alone is not sufficient to cause formation of stable R-loops; (ii) using purified genomic DNA from FACS-isolated S- and G1-phase MuSCs, we demonstrate that R-loops mainly accumulate during S-phase rather than in G1-phase, indicating that increased R-loops are associated with DNA replication; (iii) genomic mapping of R-loops by DRIP-seq revealed strong accumulation of aberrant R-loops mainly in gene bodies but not in TSS and TES, where R-loops involved in transcriptional regulation normally localize to exert their function for transcription pausing and termination; (iv) elimination of R-loops by RNaseH1 overexpression attenuated TRCs and DNA damage only to a very limited extent, clearly indicating that TRCs do not necessarily require the presence of R-loops^53^. Therefore, we conclude that loss of *Kmt5b* induces TRCs, unresolvable R-loops and collapse of the replication fork, which in combination causes DNA under-replication (UR-DNA), resulting in aberrant chromosome segregation and subsequent DNA lesions during mitosis. This conclusion is also supported by the accumulation of UR-DNA, marked by increased numbers of T53BP1^+^ nuclear bodies in the G1-phase of *Kmt5b*^*sKO*^ MuSC. Depletion of *p53* did not alter the numbers of aberrant R-loops in *Kmt5b*^*sKO*^ MuSC, demonstrating that accumulation of aberrant R-loop activates p53-signaling and not vice versa.

Soft tissue sarcomas with low mutational loads including rhabdomyosarcoma are characterized by complex chromosomal aberrations such as copy-number alteration (CNA)^41,54^. Fragile CNA hotpots usually correspond to large and active transcription units in both human and mouse cells^55^. In line with these findings, we observed that TRC-induced R-loops in *Kmt5b*^*sKO*^ MuSCs preferentially form in large genes and often overlap with fragile early replication sites^56^. Such fragile early replication sites are frequently found in oncogenes and tumor suppressors, and contribute to CNAs, favoring tumorigenesis. Accordingly, tumors in DK mice carried CNAs in genes that develop R-loops after *Kmt5b* depletion. CNA-containing genes included oncogenes showing copy number gain such as *Yap1*, *Braf*, *Foxo1*, and *Akt3* and tumor suppressors with copy number loss such as *Rb1*, which may favor tumor growth.

TRCs in *Kmt5b*-deficient cells may persistently occur throughout tumor development but may not be required for tumor growth. Interestingly, 6 out of 10 tumors from different DK mice showed cells with TRCs, which were completely absent in the other four tumors. Tumor cells may establish efficient ways for resolving TRCs to evolve into rapidly proliferating cells, such as via RNAP skipping, repriming, eviction and degradation, fork cleavage and re-ligation.

Analysis of TCGA data revealed that human sarcomas are characterized by reduced expression levels of *KMT5B* due to copy number loss and DNA hyper-methylation. In agreement with the findings in *DK* mice, we observed a high coincidence of alterations in human *TP53* and *KMT5B*/*KMT5B* genes in pan-cancer samples, which were not restricted to rhabdomyosarcomas but also present in different sarcoma types. This observation suggests that *KMT5B* functions as a general tumor suppressor in human sarcomas. Experiments using human rhabdomyosaroma (RD cells) and cancer cell lines, validated these results. Human RD cells line showed low expression of *KMT5B* with high levels of TRCs and ATR activation. Surprisingly, proliferation of RD cells was not affected by treatment with DRB, despite lowering of TRCs, questioning the therapeutic potential of DRB for the treatment of KMT5B-low tumors.

Taken together, we provide proof of principle that an epigenetic modifier, repressing S-phase transcription by converting H4K20me1 to H4K20me2, is instrumental to prevent sarcoma formation. The lower disease-free interval of sarcoma patients with reduced expression of KMT5B compared to patients with higher KMT5B levels suggest that KMT5B level might be a usefull prognostic marker.

## Methods

### Animals

The *Kmt5b*^*flox/flox*^ mouse strain was generated by the European Conditional Mouse Mutagenesis Program (EUCOMM) and was described previously^11^. The *p53*^*flox/flox*^ mouse strain was obtained from the Jackson Laboratory (6.129P2-Trp53tm1Brn/J) and was described previously^57^. Generation of *Pax7*^*CE*^ mice has been published^58^. All mice used in this study were healthy and not treated with drugs prior to the studies and were not used in previous procedures. None of the determined parameters in this study correlated with animal sex. All mouse strains were backcrossed and maintained on a C57BL/6 genetic background. Primers used for genotyping of individual transgenes are listed in Supplementary Data 1. Tamoxifen (Sigma) was administered to 8–12 week-old mice intraperitoneally at 0.05 mg/g of body weight per injection. Cardiotoxin (0.06 mg/ml, Sigma) was injected into tibialis anterior muscles in a volume of 50 μl. EdU incorporation was assayed in 13–15 weeks-old mice after injection of EdU for consecutive 5 days using a final concentration of 5 mg/kg body weight^59^. All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were reviewed and approved by Animal Rights Protection Committee of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1–3, 64283 Darmstadt, Germany) with the project number B2/1137.

### MuSC purification and culture

MuSC isolation and purification were performed according to established methods^60^. Briefly, limb and trunk muscles were minced, digested with 100 CU Dispase (BD) and 0.2% type II collagenase (Worthington Biochemicals) for one hour, and consecutively filtered through 100 µm, 70 µm, and 40 µm cell strainers (BD). Cells were precipitated and separated on a discontinuous Percoll gradient consisting of 70% Percoll overlaid with 30% v/v Percoll. Mononuclear cells were collected at the 70/30 interphase and subjected to MACS satellite cell isolation kit (Miltenyi Biotec.). MACS purified MuSCs were cultured on Matrigel-coated 96-well µClear plates (BD Biosciences, Greiner) in DMEM medium with 20% FCS, LIF (10 ng/ml) and bFGF (5 ng/ml)^60,61^. DRB treatment was performed two days after seeding for 48 h.

### Immunofluorescence and histology assays

Cultured cells were fixed in 4% paraformaldehyde or cold methanol optimized for the primary antibodies. Frozen muscle sections (5–10 μm) were fixed in cold acetone for 10 min. The primary antibodies used for immunohistochemical staining are listed as follows: Anti-γH2AX (Cell Signaling #2577, 1:1000), Anti-53BP1 (Abcam #ab36823, 1:1000), Anti-α-tubulin (clone B-5-1-2) (Sigma–Aldrich #T6074,1:2000), Anti-centrin-2 (Merck Millipore #ABE480, 1:1000), Anti-Ki67 (Abcam #ab15580, 1:1000), Anti-H4K20me1 (Abcam #ab9051, 1:2000), Anti-H4K20me2 (Diagenode #C15200205, 1:2000), Anti-H4K20me3 (Abcam #ab9053, 1:2000), Anti-phospho-RPA32 (Ser33) (Bethyl #A300-246A-M, 1:1000), Anti-phospho-RPA32 (S4/S8) (Bethyl #A300-245A-M, 1:1000), Anti-phospho-ATR (Cell Signaling #2853, 1:1000), Anti-laminin (Abcam #ab11575, 1:2000), Anti-MYOD1 (Abcam #ab64159, 1:1000), Anti-myogenin (F5D, BD Bioscience #556358, 1:1000), Anti-PAX7 (R&D System #MAB1675, 1:1000), Anti-desmin (Sigma Aldrich #D8281, 1:1000). TUNEL assays to monitor apoptosis were carried out with the In Situ Cell Death Detection Kit (Roche) according to the manufacturer’s protocol. Proximity ligation assay was performed using the Duolink In Situ kit (Sigma–Aldrich DUO92102) with rabbit anti-Pol II S2P (Abcam #ab5095, 1:1000) and mouse anti-PCNA(PC10, Abcam # ab29, 1:1000) antibodies. For controls, the PLA assay was performed with only a single antibody, which resulted in not more than 3 foci per cell. Therefore, only cell containing more than 3 foci was counted as positive. Senescent cells were detected based on β-galactosidase activity by the Senescence Cells Histochemical Staining Kit (Sigma). Haematoxylin and eosin staining was used to visualize muscle fibers. The samples were imaged on confocal (Leica), Axioimager (Zeiss) microscopes or Kenyence microscope. Median fluorescence intensity of immnunofluorescent staining in DAPI^+^ regions was quantified by FIJI.

### DNA fiber assay

Cells were pulse labelled with 25 mM CldU and 250 mM IdU for 20 min and harvested . DNA fibre spreads were prepared by spotting 4 ul of cells (1.75 × 10^5^ cells per ml in PBS) onto superfrost slides followed by gentle mixing with 7 ul lysis buffer (0.5% SDS, 200 mM Tris-HCl pH 7.4 and 50 mM EDTA). The slide was kept horizontally for 8 min at RT and tilted (15°−30°) to allow the drop to run slowly down the slide. DNA spreads were air dried and fixed in methanol/acetic acid (3:1) at RT for 40 min. After denaturation in 2.5 M HCl for 1.5 h at RT, fibre spreads were blocked in 5% BSA/PBS for 1 h and incubated with rat anti-bromodeoxyuridine detecting CldU (BU1/75, Acris 1:1,000), and mouse anti-bromodeoxyuridine detecting IdU (B44, Becton Dickinson 1:500) at 4 °C overnight. Slides were washed three times with PBST and incubated with anti-rat IgG Alexa Fluor 594 (Invitrogen #A11007, 1:500) and anti-mouse IgG Alexa Fluor 488 (Invitrogen #A11001, 1:500) for 1.5 h. The wash was repeated three times and slides was mounted with 30 μl moviol. Images were acquired using an Axioimager (Zeiss) upright microscope with Zen2 6.1.7601 software and analysed using FIJI (https://imagej.net/software/fiji/). At least 100 fibres were measured for each condition in each independent experiment.

### Measurment of cell cycle phases by FACS analysis

Cells were pulse-labeled with 10 µM EdU for 30 min before fixation. EdU incorporation was visualized using the Click-iT™ EdU Alexa Fluor™ 488 Flow Cytometry Assay (Invitrogen), according to the manufacturer’s protocol, followed by DAPI staining on ice for more than 1 h. FACS analysis was perform using the BD LSRFortessa™ Cell Analyzer and data were analyzed using FlowJo software. Fixed S-phase and G1-phase cells were sorted using the BD FACSAria™ III Cell Sorter and FACSDiva™ v8 Software. The detailed gating strategy to identify cells in G0/G1 and S,G2/M phases is described in Supplementary Fig. 10.

### Plasmids construction and retroviral transduction of MuSCs

Retroviral plasmids (pMX-empty, pMX-HA-hKMT5BWT-V5, pMX-mRnash1-HA) were constructed by cloning hKMT5B and mRNaseh1 cDNA PCR products into the pMX vector. The point mutation (pMX-HA-hKMT5BMut (S251A)-V5) was generated using the Quickchange II Site-Directed Mutagenesis Kit (Agilent). Primers for cloning and mutagenesis are listed in Supplementary Data 1. Plasmids were transfected using PEI to Platinum-E (Plat-E) cells, which were ~70% confluent in 10 cm dishes. The transfection medium were replaced with fresh DMEM medium 12–14 h post transfection. The supernatant containing retrovirus was collected 36 h post transfection and filtered through a 0.22 um filter. Next, 10% FCS, bFGF (5 ng/ml) and polybrene (8 μg/mL) was added to the viral supernatant before administration to MuSCs, which were seeded 24 h in advance. 24 h after transduction, the medium was replaced with MuSC growth medium. Cells were harvested 2–3 days later for immunostaining and DNA extraction after reaching 70% confluency.

### DNA methylation-sensitive PCR

Cell pellets were digested over night at 50 °C with digestion buffer (100 mM NaCl, 10 mM Tris-HCl, pH 8, 25 mM EDTA pH 8, 0.5% Sodium dodecyl sulfate, and freshly added 0.1 mg/ml proteinase K). DNA was isolated by phenol/chloroform/isoamyl extraction. 1 µg purified DNA was subjected to enzymatic digestion with the methylation-sensitive enzymes HpaII and MspI (NEB), followed by qPCR analysis with primers flanking the restriction site (Supplementary Data 1). DNA input without digestion was used as control.

### EdU and EU incorporation assays

Cells were pulse labeled with 10 µM EdU for 10 min before fixation and EdU incorporation was visualized using the Click-iT EdU kit (Invitrogen) according to the manufacturer’s protocol. To detect nascent RNA, proliferating MuSCs were incubated with 5-Ethynyl uridine (EU) (100 μM) for 1 h and EU incorporation in nascent RNA was visualized by Click-iT EU imaging kit (Invitrogen). Time-lapse imaging and analysis were performed using an Incucyte Live-Cell Imaging System and software (Essen Instruments).

### Metaphase spreads

MuSCs after 4 days culture in vitro were incubated with 50 μl of colcemid (final concentration of 100 ng/ml) at 37 °C for 1 h. Cells were then trypsinized, pelleted by centrifuge, and re-suspended in 500 μl of culture medium. 15 ml pre-warmed 75 mM KCl was added drop-wise into the cell suspension. After incubation at 37 °C for 15 min, the cells were spin down again and re-suspended in 500 μl of remaining supernatant. 15 ml ice-cold fixative solution (methanol/acetic acid 3:1) was added drop-wise into the cells. The fixation was repeated for 3 times. After the last spin down, 35 μl of the re-suspended MuSCs were dropped onto a slide and dried in the humidity chamber for 30 min. The chromosomes were stained with DAPI an d imaged on confocal (Leica) microscope (Las X 3.5.7.23225) with high magnificence and deconvolution. For each biological sample, 30 metaphase nuclei were analyzed. The chromosome number was quantified by ImageJ.

### Western blot

In vitro cultured satellite cells were harvested, washed with ice cold PBS and lysed in cell lysis buffer (20 mM Tris pH 7.5, 400 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 2.5 mM Sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_, 1 μg/ml Leupeptin). 10 μg of whole cell lysates were subjected to SDS-PAGE. Primary and secondary antibodies were: Anti-γH2AX (Cell Signaling #2577, 1:1000), Anti-P53 [PAb 240] (Abcam #ab26, 1:1000), Anti-pan-actin (Cell Signaling #4968, 1:1000), Anti-histone H3 (Abcam #ab18521, 1:2000), Anti-V5 Tag (ThermoFisher #R960-25, 1:1000), Anti-HA tag (Abcam #ab9110, 1:1000), Anti-SETD8 (Millipore #06-1304, 1:1000), Anti-PHF8 (Bethyl #A301-772A, 1:1000), Anti-phospho-RPA32 (S4/S8) (Bethyl #A300-245A-M, 1:1000), Anti-phospho-RPA32 (Thr21) (GeneTex #GTX130432, 1:1000), Anti-RPA32 (Thermo Fisher #PA5-22256, 1:1000), Anti- RNA polymerase II Ser2P (Abcam #ab5095, WB,1:1000), Anti- RNA polymerase II Ser5P ((3E8) Active motif #61085, 1:1000), Anti-RNA polymerase II (CTD4H8) (Santa Cruz #sc-47701, 1:1000), anti-mouse HRP (Millipore #12-349, 1:10000). Protein expression was visualized using an enhanced chemiluminescence detection system (GE Healthcare, Little Chalfont, United Kingdom) and quantified using a ChemiDoc gel documentation system (Bio-Rad).

### RNA extraction and RT-qPCR

Total RNA from cultured MuSCs was isolated using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. 1 μg purified RNA was subjected to reverse transcriptase reaction in the presence of 25 ng/ml random primers and 2.5 mM dA/C/G/TTP with 10 U/ml SuperScript II Reverse Transcriptase (Invitrogen). Primers used for RT–qPCR in Supplementary Data 1.

### S9.6 Dot blot

Genomic DNA was extracted by phenol-chloroform extraction using phase lock tubes according to the manufacturer’s protocol. Precipitated DNA was gently spooled and washed with 70% ethanol without centrifugation. DNA was air-dried and re-suspended on ice in 130 μl TE buffer. DNA from each samples was spotted on nitrocellulose membrane using Bio-Dot apparatus (Bio-Rad) and vacuum suction. Membranes were then UV-crosslinked (0.12 J/m2), blocked in 5% milk/TBST, and incubated overnight at 4 °C with mouse S9.6 (Kerafast #ENH001,1:500). Blots were washed 3 times with TBST and incubated with secondary antibody (1:10,000 goat anti-mouse HRP) at RT for 1 h. For total DNA control, DNA with and without RNase H treatment were denatured in 1 M NaOH, 25 mM EDTA at 95 °C for 10 min followed by neutralization with ice-cold 2 M ammonium acetate (pH 7.0). Denatured DNA was spotted onto the nitrocellulose membrane and stained with 0.02% methylene blue in 0.3 M sodium acetate (pH 5.2).

### CUT&RUN and data analysis

CUT&RUN was performed as described in the published protocol^62^. In general, in vitro cultured muscle stem cells (MuSCs) were immobilized on Concanavalin A-coated magnetic beads (Bangs Laboratories), permeated with 0.05% Digitonin (EMD Millipore) and incubated with H4K20me1 (Abcam #ab9051), Pol II S2P antibodies (Abcam #ab5095) or rabbit IgG (Diagenode #C15410206) with 1:100 dilution at 4 °C overnight on a rotator. After wash, the beads were incubated with home-made pA-MNase (0.3 ng/µl final concentration) at room temperature for 1 h and DNA was cleaved by incubation with buffer containing 10 mM CaCl_2_ and 3.5 mM HEPES pH 7.5 at 0 °C for 20 min. Under this high-calcium/low-salt condition, target cleaved DNA fragments were released and then extracted using phenol-chloroform. DNA fragments were further purified by binding to 1.8 × volume of magnetic carboxylated beads followed by two washes with 85% ethanol. Illumina sequencing libraries were generated using Low Input Library Prep Kit v2 (Takara) following the manufacturer’s instructions. Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in minimum of 28 M reads per library with 1 × 75 bp pair end setup.

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (Andrews S. 2010, FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides^63^. Only reads longer than 15 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse assembly mm10 (GRCm38 release 99) using STAR 2.7.3a retaining only unique alignments^64^. Reads were deduplicated using Picard 2.21.7 (http://broadinstitute.github.io/picard/) when working with next generation sequencing data in BAM format to mitigate PCR artefacts leading to multiple copies of the same original fragment. Count matrices was produced similarly based on the Spike-in normalized coverage of all mouse genes per sample. All genes located on chromosomes X or Y were excluded from the analysis. Differential genes were identified with a normalized count >50, log2 fold change < −0.5 or >0.5, and multiple testing adjusted *P*-Value (padj) <0.1 as determined by DEseq2^65^.

Venn diagram was generated using BioVenn 1.1.1 (R package)^66^. Identified DEGs were uploaded to the online software DAVID for KEGG pathway analyses^67,68^. Coverage heatmaps and profile plots are based on Spike-in normalized BigWig files produced using Deeptools were generated by deepTool2^69^. Genomic tracks of sequencing data were visualized using pyGenomeTracks^70^.

### DRIP-Seq and data analysis

DRIP-seq was optimized based on published protocol^34,71^. In brief, 3 × 10^6^ MuSCs were resuspended in 1.6 ml of TE buffter with additional 42 µl of 20% SDS and 5 µl Proteinase K (20 mg/ml, Roche) and incubated at 37 °C for 12 h. Genomic DNA prepared as described in dot blot was sheared in 6 × 16 mm microtubes (Covaris, Woburn, MA) to a peak fragment size of 300 bp by sonication on a Covaris machine (E220 evolution) using SonoLab 7.3 software. For each immunoprecipitation, 4.4 μg of sonicated DNA was used. For RNase H treatment, 8 μg of sonicated DNA was digested with 5 μl RNase H (New England Biolabs) in 1x RNase H digestion buffer at 37 °C overnight and purified using standard methods described above. 4 μg of DNA was incubated with 10 μg of S9.6 antibody (Kerafast #ENH001) in binding buffer (10 mM NaPO4 pH 7, 140 mM NaCl, 0.05% Triton X-100) overnight at 4 °C, and DNA-protein complex was incubated with Protein A Dynabeads (Thermo Fisher Scientific) for at room temperature for 2 h. After 3 times washes with binding buffer, DNA was eluted after incubation with elution buffer (50 mM Tris pH 8, 10 mM EDTA, 0.5% SDS, Proteinase K) for 45 min at 55 °C. DNA was purified as described above and DNA libraries were synthesized from ssDNA using the Accel-NGS 1 S DNA library kit (Swift Biosciences, Ann Arbor, MI) according to the manufacturer’s protocol. Using multiplexing adapters from the 1 S Plus Set A Indexing Kit (Swift Biosciences), adapter-ligated DNA was amplified by PCR, then size selected using a left/right AMPure XP size selection (Beckman Coulter). Library DNA was analyzed on a Bioanalyzer DNA HS (Agilent, Santa Clara, CA), quantified by qPCR using NEBNext Library Quant Kit for Illumina (New England Biolabs), and sequenced on a HiSeq 4000 (Illumina, San Diego, CA) at the Stanford Genome Sequencing Service Center, using 2 × 151 bp sequencing.

Raw data were processed similarly to the CUT&RUN data. Peaks were called comparing the respective treatment to Input samples using Epic2 0.0.41^72^. Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded. To enable comparison of peaks in different samples, the resulting lists of significant peaks were overlapped and unified. Sample counts for union peaks were produced using bigWigAverageOverBed (UCSC Toolkit). Reads mapping against Spike-in organism Drosophila melanogaster (BDGP6) were counted for each sample and used to normalize the matrix of union peak scores. Union peaks were annotated with the gene having the longest overlap based on reference data of Ensembl release 99. All peaks located on chromosomes X or Y were excluded from the analysis. Differential peaks/genes were identified with a normalized count >30, fold change < −1.5 or >1.5, and multiple testing adjusted *P*-Value (padj) <0.1 as determined by DEseq2. Peaks were annotated with UROPA^73^ based on the overlap of the peak center using the following priority of feature types: (1) promoter (TSS ± 1 kb), (2) TES region (TES + 3 kb downstream), (3) gene, (4) intergenic. If multiple genes of the same feature type were intersected, the one with the longest overlap was selected. The genomic background represents the distribution of features if reads were randomly placed.

### PRO-seq library preparation and data analysis

Nuclear run-on assays with nuclei isolated from proliferating *Ctrl* and *Kmt5b*^*sKO*^ MuSCs were performed and sequencing libraries were constructed as described previously^74^. In brief, 1 × 10^7^ nuclei were incubated with the same volume of 2-Biotin Nuclear Run-On (NRO) reaction mixture (10 mM Tris-HCl pH 8.0, 300 mM KCl, 1% Sarkosyl, 5 mM MgCl_2_, 1 mM DTT, 500 μM biotin-11-C/UTP (Perkin-Elmer), 5 mM A/GTP, 0.8 u/μl RNase inhibitor) for 3 min at 30 °C. Nascent RNA was extracted using Trizol and fragmented by base hydrolysis in final 25 µl 0.2 N NaOH on ice for 10~12 min followed by neutralization with 1x volume of 1 M Tris-HCl pH 6.8. Fragmented nascent RNA was cleaned up using P-30 column (Bio-rad) and immobilized onto the Streptavidin M-280 magnetic beads (Invitrogen) following the manufacturer’s instructions. The beads were washed with high salt (2 M NaCl, 50 mM Tris-HCl pH 7.4, 0.5% Triton X-100), medium salt (300 mM NaCl, 10 mM Tris-HCl pH 7.4, 0.1% Triton X-100), and low salt (5 mM Tris-HCl pH 7.4, 0.1% Triton X-100), successively. Bound RNA was extracted from the beads using Trizol (Invitrogen) in two consecutive extractions, and the RNA fractions were pooled, followed by ethanol precipitation. For the first ligation reaction, fragmented nascent RNA was dissolved in H_2_O and incubated with 10 pmol of reverse 3′ RNA adaptor (5′p-rGrArUrCrGrUrCrGrGrArCrUrGrUrArGrArArC rUrCrUrGrArArC-/3′InvdT/) and T4 RNA ligase I (NEB) under manufacturer’s condition for 6 h at 20 °C. Ligated RNA with biotin-labeled 3′ ends was purified by binding to Streptavidin bead. After extraction with Trizol, 5′ ends of the RNA were repaired with Tobacco Acid Pyrophosphatase (TAP, Epicentre) and Polynucleotide Kinase (PNK, NEB), then was ligated to reverse 5′ RNA adaptor (5′-rCrCrUrUrGrGrCrArCrCrCrGrArGrArArUrUrCrCrA-3′). Ligated RNA products were further purified through binding to streptavidin beads followed by extraction with Trizol. Adaptor ligated nascent RNA was reverse transcribed using 25 pmol RT primer 5′-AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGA-3′ for TRU-seq barcodes (RP1 primer, Illumina).

A portion of the RT product was used for trial amplifications to determine the optimal number of PCR cycles. Final amplification was performed by NEBNext High-Fidelity 2x PCR Master Mix (NEB). Based on amplification curve 7–9 additional cycles were used after 5 initial cycles. Final libraries were cleaned up by 1x SPRI bead purification, followed by additional 2-sided bead cleanup to eliminate unwanted small and big fragments. Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, with minimum of 28 M reads per library and 1 x 75 bp pair end setup.

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (Andrews S. 2010, FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides^63^. Only reads longer than 15 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse assembly mm10 (GRCm38 release vM15) using STAR 2.6.1d retaining one random alignment in case of multi-mapping reads^64^. Reads were deduplicated using Picard 2.18.16 (http://broadinstitute.github.io/picard/) when working with next generation sequencing data in the BAM format to mitigate PCR artefacts leading to multiple copies of the same original fragment. Target features were produced by extracting all isoforms of protein-coding genes of Ensembl GRCm38 release vM15 with length > = 1000 nt and creating for each: (1) TSS region (start = TSS, stop = 400 nt downstream of TSS), (2) body region (start = 400 nt downstream of TSS, stop = TES). Read counts for TSS/body features were created using bigWigAverageOverBed (UCSC Toolkit) by only counting reads from the correct strand. Count matrices for TSS/body features were TPM normalized (sequencing depth, feature length) and combined. All isoforms with an average TPM < 0.5 in either TSS or body features were removed. One isoform was selected for each gene as the primary transcript based on the largest average TPM score on the TSS feature. The pausing index ratio (PI) was computed as TPM TSS/TPM Genebody. Sequencing depth normalized BigWig files were produced using Bedtools 2.29^75^ and wigToBigWig (UCSC Toolkit). eRNAs were predicted using the NRSA v2 pipeline which locates nascent bidirectional transcripts^76^. Volcano plot was created in R with ggplot2 package. All eRNAs/genes located on chromosomes X or Y were excluded from the analysis. eRNAs (fold change > 0.5 or < −0.5 and FDR < 0.1) was colored with significant change. Coverage heatmaps and profile plots are produced using Deeptools were generated by deepTool2^69^. Genomic tracks of sequencing data were visualized using pyGenomeTracks on Galaxy platform (https://usegalaxy.eu/)^70^.

### ChIP seq data analysis

Mouse wild type MuSC samples of H3K4me1 ChIP-Seq project PRJNA412267 were downloaded from the European Nucleotide Archive. Samples were processed similarly to the CUT&RUN data. Peak calling was perfomed with MUSIC^77^. DESeq2 was used to normalize the resulting matrix of union peak scores.

### Human cancer dataset analysis

Copy number segments (After remove germline cnv) and copy number–gene level (gistic2_thresholded) from TCGA Pan-Cancer (PANCAN) cohort were downloaded from UCSC Xenahub (https://tcga.xenahubs.net). DNA methylation (Methylation450K) data, batch effects normalized mRNA data and ssGSEA analysis of 1387 constituent PARADIGM pathways were obtained from TCGA PancanAtlas Xenahubs (https://pancanatlas.xenahubs.net). The primary tumor samples from SARC, THCA, PRAD, LUAD and BRCA were selected for analysis and visualized by Xenabrowser and Prism8. Clinical data of cancer patients related to Supplementary Fig. 8 can be found in Supplementary Data 2. Information about probes for KMT5B regions in the Illumina Infinium HumanMethylation450 (450K) BeadChip array is provided in Supplementary Data 3.

### Statistics and reproducibility

Animal studies were performed without blinding and no animals were excluded from the analysis. All experiments were repeated at least three times with similar results. Sample size for in vitro studies was chosen based on observed effect sizes and standard errors. Significant testing were performed using the GraphPad Prism 8.0 (GraphPad Software) program to determine statistical significance between groups. Data are represented as mean ± the standard error of the mean. Two-tailed *P* values for the unpaired Student’s *t*-test and adjusted *p* values for one-way ANOVA and two-way ANOVA are indicated in the graphs. One-way and two-way ANOVA analysis was done with Tukey’s test for correction of multiple testing. *P* values lower than 0.05 were considered statistically significant. No statistical method was used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding auhtors upon request. The CUT&RUN, PRO-seq and DRIP-seq data are available via the GEO accession numbers GSE173259, GSE173257 and GSE173258, respectively. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells
**Source:** Nat Commun. 2022 Nov 14;13:6907. doi: 10.1038/s41467-022-34577-y
**Supplement:** Supplementary file 1 — Supplementary Info

## **Supplementary Information**

### **Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells**

Ting Zhang<sup>1</sup>, Carsten Künne<sup>1,2</sup>, Dong Ding<sup>1</sup>, Stefan Günther<sup>1,3</sup>, Xinyue Guo<sup>1</sup>,  
Yonggang Zhou<sup>1</sup>, Xuejun Yuan<sup>\*,1</sup> and Thomas Braun<sup>\*, 1, 4, 5</sup>

Research, Bad Nauheim, Germany

Nauheim, Germany

Nauheim, Germany

| <b>Supplementary Information</b> | <b>Page</b> |
|----------------------------------|-------------|
| Supplementary Figure 1           | 3           |
| Supplementary Figure 2           | 5           |
| Supplementary Figure 3           | 7           |
| Supplementary Figure 4           | 9           |
| Supplementary Figure 5           | 11          |
| Supplementary Figure 6           | 13          |
| Supplementary Figure 7           | 15          |
| Supplementary Figure 8           | 17          |
| Supplementary Figure 9           | 19          |
| Supplementary Figure 10          | 21          |

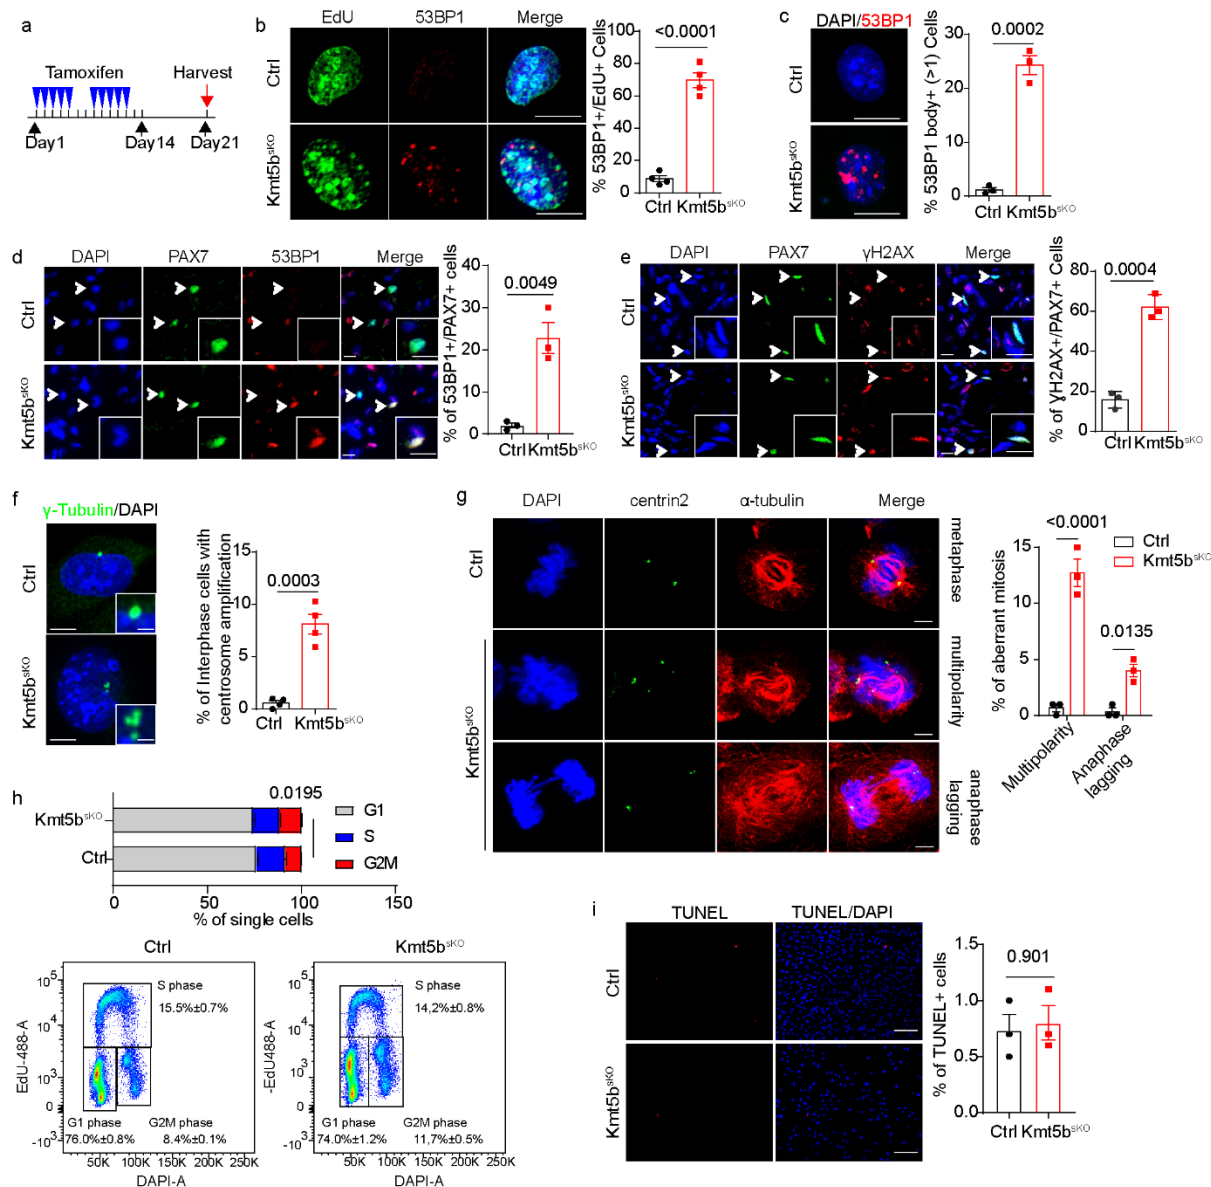

### Supplementary Figure 1: *Kmt5b* prevents aberrant mitosis and genomic instability in proliferating MuSC.

(a) Schematic description of tamoxifen administration in *Ctrl* and *Kmt5b<sup>skO</sup>* mice. Mice were analyzed at least 7 days after the last tamoxifen injection.

(b) Immunofluorescence staining for EdU and 53BP1 in *Ctrl* and *Kmt5b<sup>skO</sup>* MuSCs after 4 days in culture (n=4 mice). DNA was stained by DAPI. Scale bar: 10  $\mu$ m. Quantification of 53BP1<sup>+</sup>/EdU<sup>+</sup> is on the right.

(c) Images of 53BP1 nuclear bodies in nuclei of *Ctrl* and *Kmt5b<sup>skO</sup>* MuSCs in G1 phase (EdU<sup>-</sup> with 2N DNA content based on DAPI intensity) (n=3 mice). DNA was stained by DAPI. Scale bar: 10  $\mu$ m. Quantification of G1-phase MuSCs with >1 53BP1<sup>+</sup> nuclear bodies is on the right.

(d) & (e) Immunofluorescence staining for (d) 53BP1 and (e)  $\gamma$ H2AX in Pax7<sup>+</sup> MuSCs (indicated by arrowheads) in TA muscles of *Ctrl* and *Kmt5b<sup>skO</sup>* mice, 7-days after CTX injections. Scale bar: 10  $\mu$ m. Quantification of (d) 53BP1<sup>+</sup>/PAX7<sup>+</sup> and (e)  $\gamma$ H2AX<sup>+</sup>/PAX7<sup>+</sup> MuSCs detected in 10 sections from each animal in the right panel (n=3 mice).

(f) Immunofluorescence analysis of  $\gamma$ -tubulin demonstrating amplified centrosome in *Kmt5b<sup>sKO</sup>* MuSCs. Scale bar: 5  $\mu$ m. Scale bars in the magnified images represent 1  $\mu$ m. Quantification of interphase MuSCs with amplified centrosome ( $>2$ ) in *Ctrl* and *Kmt5b<sup>sKO</sup>* MuSCs (n=4 mice) is on the right.

(g) Immunofluorescence staining for centrin2 and  $\alpha$ -tubulin revealing multipolar metaphases and bridging anaphases in *Kmt5b<sup>sKO</sup>* MuSCs in comparison to *Ctrl* MuSCs after 4 days in growth medium (n=3 mice). Scale bar: 2  $\mu$ m. Quantification of cells with aberrant mitosis is on the right.

(h) Flow cytometry-based cell cycle analysis by EdU/DAPI staining in *Ctrl* and *Kmt5b<sup>sKO</sup>* MuSCs after 4 days in culture (n=3 mice). Quantification of percentages of cells in different cell cycle phase is shown in the upper panel.

(i) TUNEL assay of 4-days cultured *Ctrl* and *Kmt5b<sup>sKO</sup>* MuSCs (n=3 mice). Scale bar: 100  $\mu$ m. Quantification of TUNEL<sup>+</sup> cells is on the right.

Data are shown as mean  $\pm$  SEM. Two-sided p-values for unpaired Student's t-tests are indicated in the figure. Source data are provided in the Source Data file.

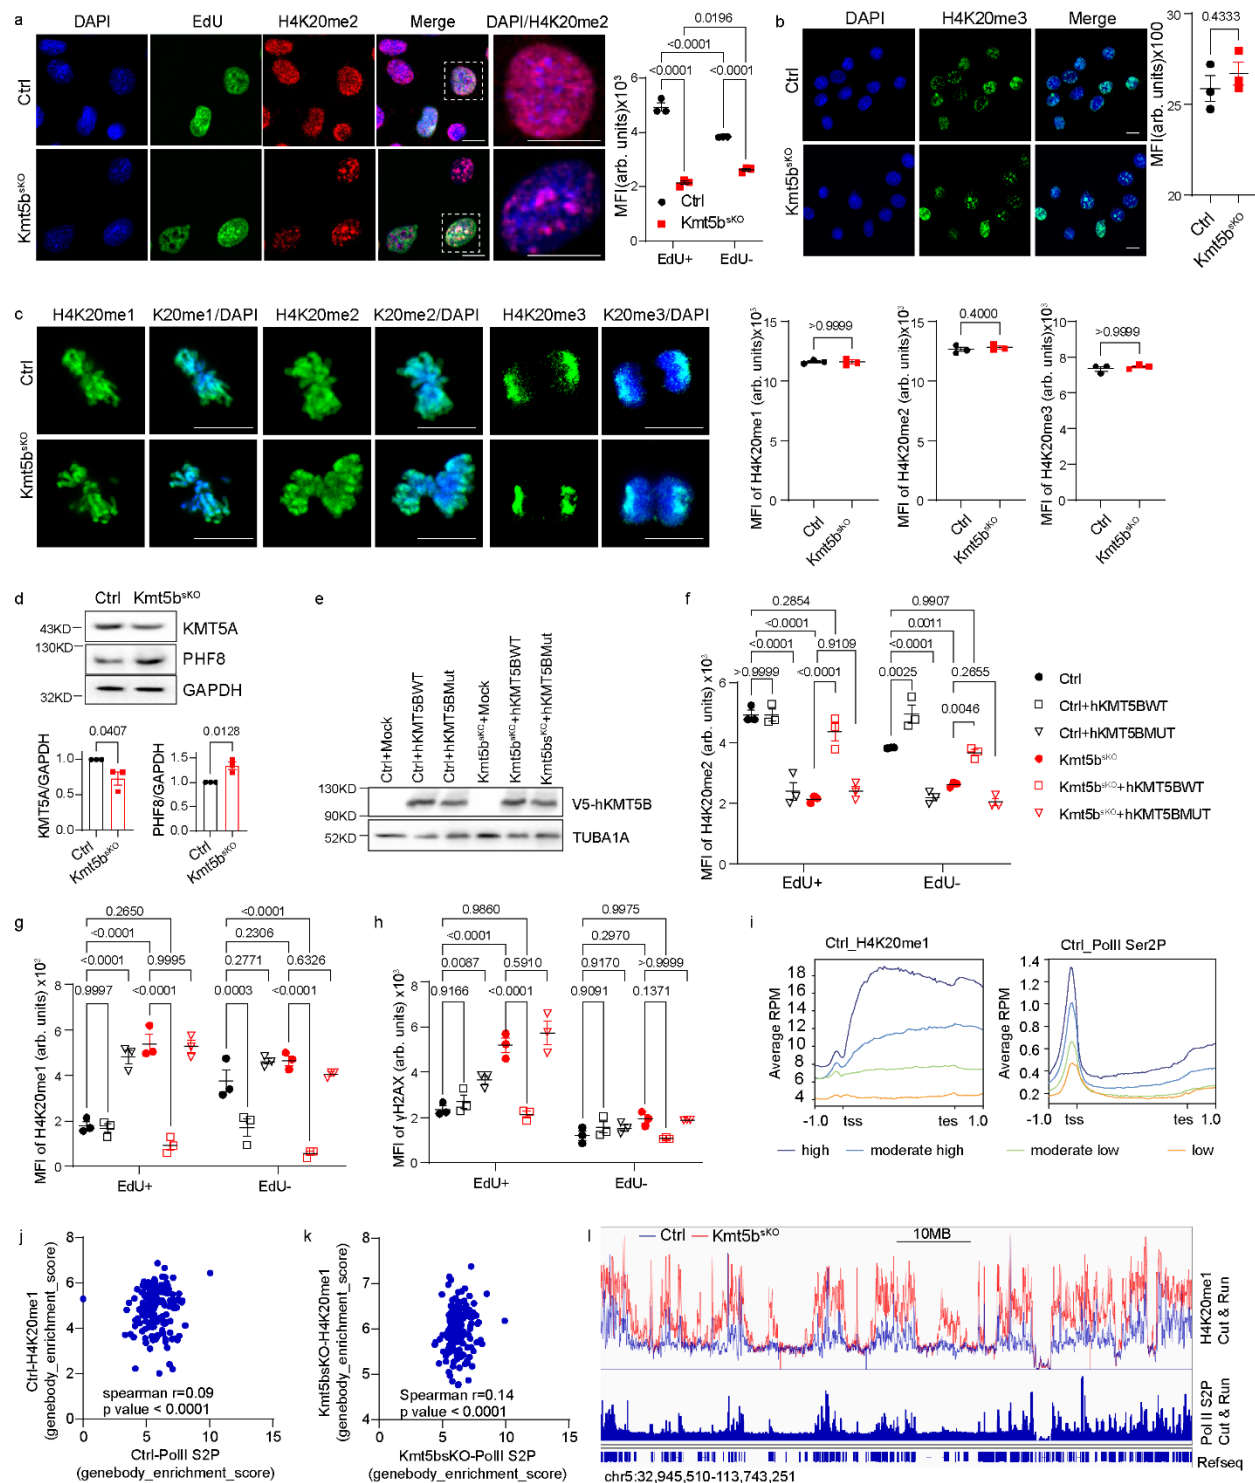

## Supplementary Figure 2: Loss of *Kmt5b* alters the extent of H4K20 methylation in MuSC.

(a) Immunofluorescence analysis of EdU incorporation and H4K20me2 level in *Ctrl* and *Kmt5b*<sup>ΔKO</sup> MuSCs. DNA was stained by DAPI. Magnified images of DAPI/H4K20me2 staining in selected EdU<sup>+</sup> MuSCs are shown. Scale bar: 10 μm. Median of fluorescence intensity (MFI, arbitrary units) of H4K20me2 in EdU<sup>+</sup>/EdU<sup>-</sup> cells is shown on the right (n=3 mice). Two-way ANOVA.

(b) Immunofluorescence analysis of H4K20me3 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs after 4-days in culture. DNA was stained by DAPI. Scale bar: 10  $\mu$ m. Median of fluorescence intensity (MFI, arbitrary units (arb. units)) of H4K20me3 is shown on the right (n=3 mice). Unpaired two-sided Student's t-test. (c) Immunofluorescence analysis of H4K20me1, H4K20me2, and H4K20me3 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs during metaphase. DNA was stained by DAPI. Scale bars: 10  $\mu$ m. Quantification of MFI is shown on the right (n=3 mice). Unpaired two-sided Student's t-test. (d) Western blot analysis of KMT5A and PHF8 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs (n=3 mice). GAPDH was used as internal control. Unpaired two-sided Student's t-test. (e) Western blot analysis of overexpressed wildtype (WT) and catalytically inactive (MUT) hKMT5B with V5 tag in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs (n=3 mice). TUBA1A served as the loading control. (f-h) Immunofluorescence analysis (MFI) of (f) H4K20me2, (g) H4K20me1, and (h)  $\gamma$ H2AX in EdU<sup>+</sup>/EdU<sup>-</sup> *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs after transduction with empty, wildtype (WT) and catalytically-inactive (MUT) hKMT5B vectors (n=3 mice). Two-way ANOVA. (i) Average levels of H4K20me1 (left panel) and Pol II S2P (right panel) in four groups of genes by abundance of H4K20me1 CUT&RUN signals within gene bodies of all coding genes in proliferating *Ctrl* MuSC. (j, k) Enrichment of H4K20me1 and Pol II S2P binding on bodies of genes coding for small non-coding RNAs, including rRNAs, snRNAs, snoRNAs, and scaRNAs in *Ctrl* (j) and *Kmt5b<sup>SKO</sup>* (k) MuSCs. Spearman's correlation coefficient r-values are indicated. Two-sided P-values indicate the significance of the correlation determined by r values and sample size. (l) IGV snapshots of a representative region on mouse chromosome chr5, showing CUT&RUN signals for H4K20me1 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs (upper panel) and Pol II S2P in *Ctrl* MuSCs (lower panel). Data are shown as mean  $\pm$  SEM. P values are indicated in the figure. Source data are provided in the Source Data file.

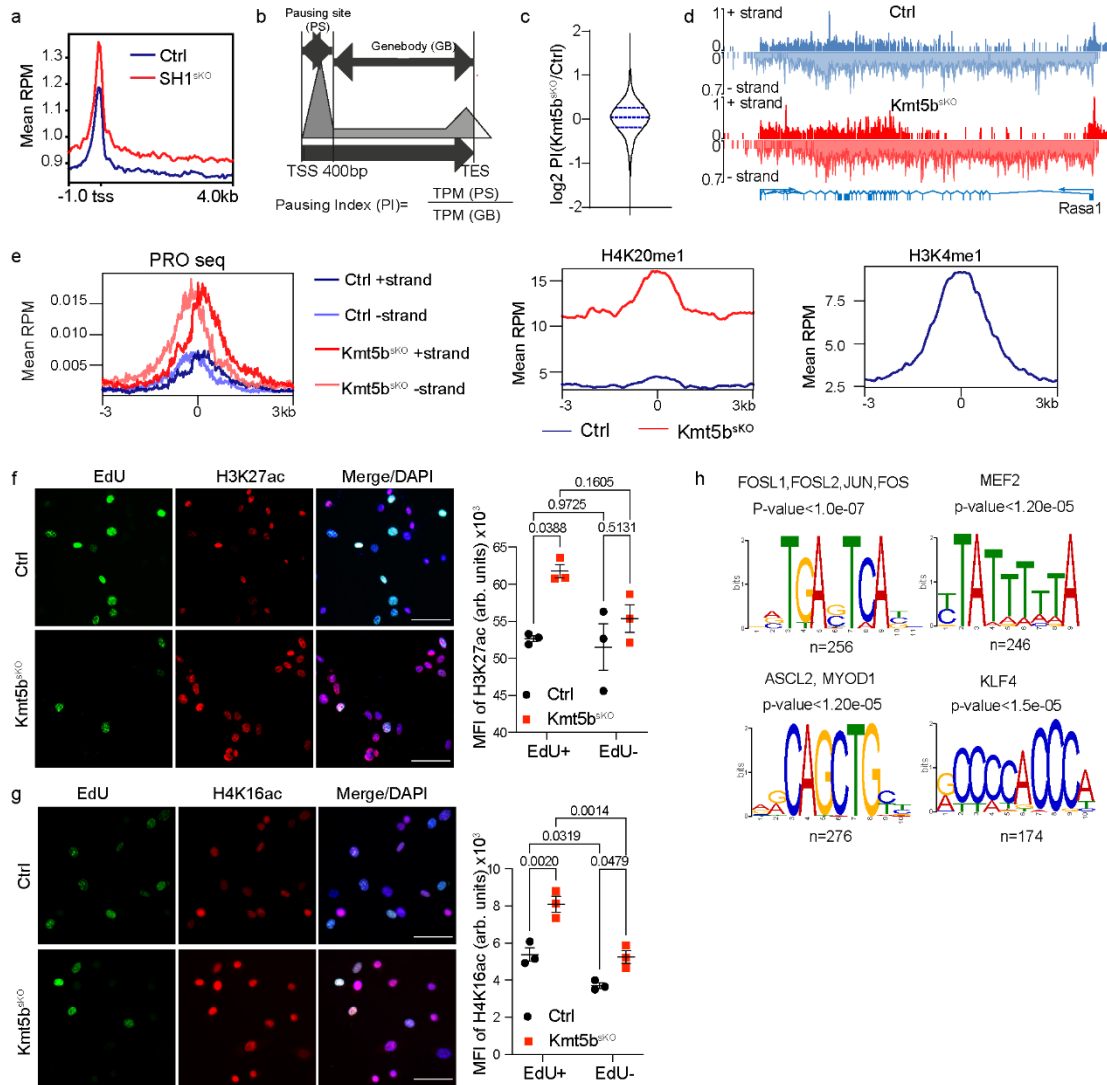

**Supplementary Figure 3: PRO-seq analysis of *Ctrl* and *Kmt5b*<sup>SKO</sup> MuSCs and identification of transcription factor binding sites in enhancer regions showing increased eRNA transcription.**

- (a) Average profiles of PRO-seq at the TSS and 4kb downstream of 8020 genes with increased accumulation of H4K20me1 and Pol II S2P. TSS: transcription start site
- (b) Illustration of the calculation for the polymerase II pausing index using the ratios of densities of PRO-seq signals at pausing sites (TSS to TSS +500bp) vs gene bodies (TSS +500bp to TES). TSS: transcription start site; TES: transcription termination site.
- (c) Violin plot of the log2 pausing index (*Kmt5b*<sup>SKO</sup>/*Ctrl*). 

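*Rasa1* (ENSMUSG00000021549) encodes a GTPase-activating protein of RAS and lies on the minus strand of chromosome 13 of GRCm38. The listed transcript, with 25 exons, runs from 85214780 to 85289029. Its TSS region, from 85288629 to 85289029, lies wholly within exon 1, and 279 nt of it are coding. The gene body below it is 73849 nt long and 5.64% exonic. *Ccnh* on the plus strand overlaps the end of the gene, and the authors counted reads on the sense strand only. The TSS region of *Rasa1* had 9.68, 14.9 and 22.0 RPM in Ctrl replicates 1 to 3 and 23.0, 23.1 and 16.1 in *Kmt5b* sKO replicates 1 to 3, a log2 fold change of 0.46 (standard error 0.33, adjusted p = 0.70 from limma). Between 26 and 116 reads lay behind each of these values. With one library left out, the log2 fold change of the TSS region ranged from 0.17 to 0.74. The lowest value came without Ctrl replicate 1 and the highest without Ctrl replicate 3. The gene body had 26.1, 46.2 and 117 TPM in Ctrl and 79.5, 77.6 and 68.1 TPM in *Kmt5b* sKO libraries. The group means of 63.0 ± 48 and 75.1 ± 6.1 TPM (SD, n = 3 each) differed by less than the spread of the Ctrl libraries, with a log2 fold change of 0.52 (standard error 0.47, adjusted p = 0.68 from limma). Single libraries decided this result. Without Ctrl replicate 3, which had the highest value of all 6 libraries, the log2 fold change was 1.10 (adjusted p = 0.071 from limma), and without Ctrl replicate 1, which had the lowest, it was 0.028 (adjusted p = 0.99 from limma). The range over all other alternatives was 0.20 to 0.59. The pausing index of *Rasa1* was 0.29 ± 0.094 in Ctrl and 0.27 ± 0.033 in *Kmt5b* sKO MuSCs (SD, n = 3 each).

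**Figure D3:**
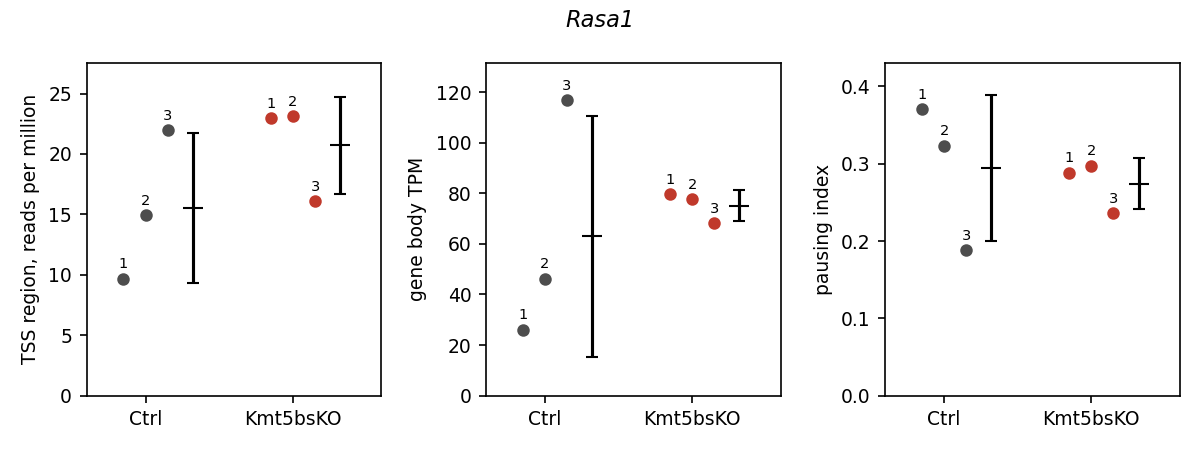
*Rasa1* in each PRO-seq library. The y axes give RPM in the TSS region, gene body TPM and the pausing index, all from 0; points are libraries numbered by replicate, and bars give the group mean and SD. In the gene body Ctrl replicate 3 lies at 117 TPM and the other two Ctrl libraries at 26.1 and 46.2 TPM.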

The blue lines indicate the upper/lower adjacent values defining third/first quartiles and the median.
- (d) Genome browser track of PRO-seq signals in the *Rasa1* gene locus in *Ctrl* and *Kmt5b*<sup>SKO</sup> MuSCs. Positive and negative values on the y-axis represent library-normalized reads mapping to the plus and minus strands, respectively.
- (e) Average profiles of PRO-seq, H4K20me1 CUT&RUN around enhancer regions (±3kb from the center) in *Ctrl* and *Kmt5b*<sup>SKO</sup> MuSCs. H3K4me1 ChIP-seq signals (BioProject: PRJNA412267) were used to identify enhancer regions.

(f, g) Immunofluorescence analysis of (f) H3K27ac and (g) H4K16ac in EdU<sup>+</sup>/EdU<sup>-</sup> *Ctrl* and *Kmt5b*<sup>SKO</sup> MuSCs after 4-days in culture. DNA was stained by DAPI. Scale bar: 50  $\mu$ m. Median of fluorescence intensity (MFI, arbitrary units (arb. units)) of (f) H3K27ac and (g) H4K16ac in EdU<sup>+</sup>/EdU<sup>-</sup> cells is shown on the right (n=3 mice). Data are shown as mean  $\pm$  SEM. Two-way ANOVA.

(h) Identification of enriched transcription factor binding motifs by MEME and DMEME within the center of enhancers regions with increased eRNA transcription after loss of *Kmt5b*. Corresponding transcription factors were identified by TOMTOM. Source data are provided in the Source Data file.

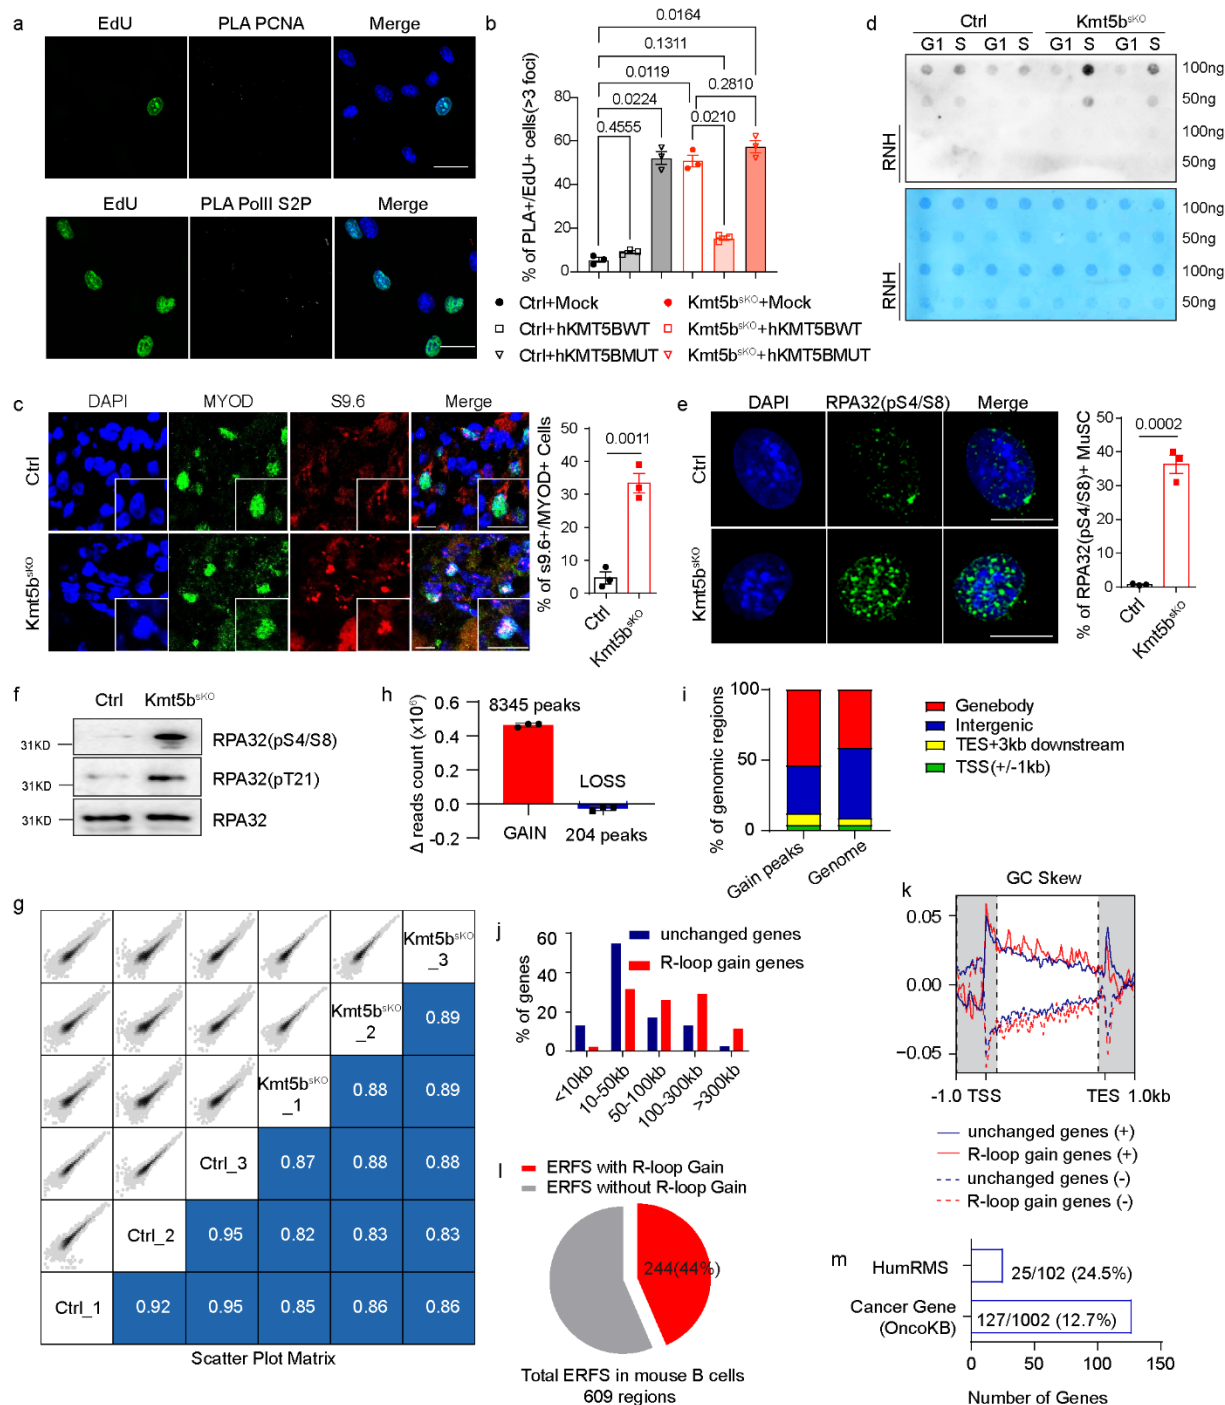

## Supplementary Figure 4: Increased R-loop formation and DNA damage responses in MuSCs after loss of *Kmt5b*.

(a) Representative images of controls (PCNA or PolII S2P) using a single antibody in the PLA assay together with EdU labeling. Scale bar: 20  $\mu$ m.

(b) PLA of PCNA and PolII S2P in EdU<sup>+</sup> *Ctrl* and *Kmt5b*<sup>KO</sup> MuSCs after transduction of empty vector, wildtype (WT) and catalytically-inactive (MUT) hKMT5B (n=3 mice). Data represent mean  $\pm$  SEM. One-way ANOVA.

- (c) Immunofluorescence staining for MYOD and S9.6 in MuSCs from regenerating TA muscles of *Ctrl* and *Kmt5b<sup>SKO</sup>* mice, 7 days after CTX injection (n=3 mice). DNA was stained by DAPI. Scale bar: 20  $\mu$ m. Quantification of S9.6<sup>+</sup>/MYOD<sup>+</sup> cells is shown on the right. Data represent mean  $\pm$  SEM. Unpaired two-sided Student's t-test.
- (d) Dot blot of R-loops in sorted G1 and S-phase cells from *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs.
- (e) Immunofluorescence analysis of RPA32 pS4/S8 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs after 4 days in culture (n=3 mice). Quantification of RPA32 pS4/S8<sup>+</sup> MuSCs is on the right. Scale bar: 10  $\mu$ m. Data represent mean  $\pm$  SEM. Unpaired two-sided Student's t-test.
- (f) Western blot analysis of RPA32 pS4/S8 and RPA32 pT21 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs after 4-days in culture. Total RPA32 served as internal control (n=2 mice).
- (g) Spearman rank correlations between pairwise comparisons of DRIP-seq peaks from replicates. The upper-left section of the diagram provides smoothened scatter plot data whereas the lower-right section displays rank correlation values.
- (h) Relative differences of uniquely mapped reads between increased (5134) and decreased (210) R-loop peaks when comparing *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSC. Newly acquired R-loops dominate over losses (n=3 mice). Data represent mean  $\pm$  SEM.
- (i) Distribution of newly acquired DRIP-seq peaks in percentages across several genomic regions after *Kmt5b* inactivation.
- (j) Distribution of gene length of 1508 coding genes with newly acquired R-loops and enrichment of H4K20me1 and Pol II S2P in comparison with coding genes without changes in R-loop formation.
- (k) GC skews over gene bodies of genes with newly acquired R-loops and enrichment of H4K20me1 and Pol II S2P in comparison with coding genes without changes in R-loop formation.
- (l) Pie chart showing the ratio of fragile early replication sites (ERFS) with newly acquired R-loops. The number of ERFS determined in B-cells is indicated.
- (m) Representation of genes with newly acquired R-loops corresponding to orthologous mutated cancer genes annotated by OncoKB in human rhabdomyosarcomas. Percentages for each category are indicated. Source data are provided in the Source Data file.

a Cellular response to DNA damage stimulus

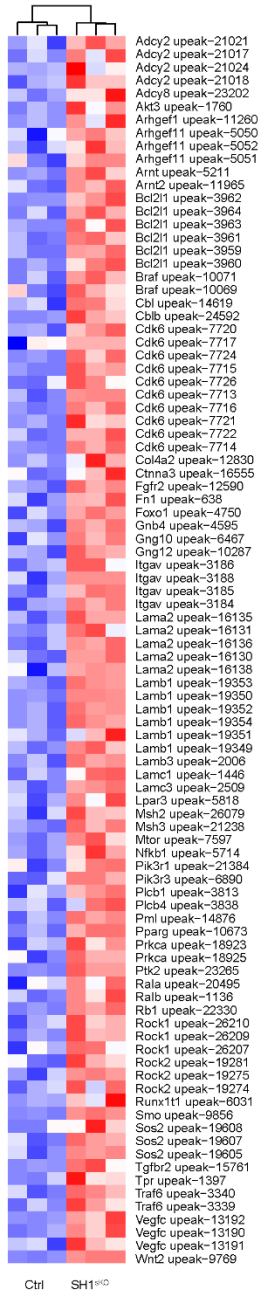

b cell migration

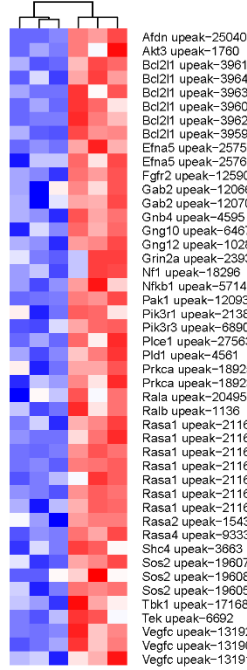

c Pathway in cancer

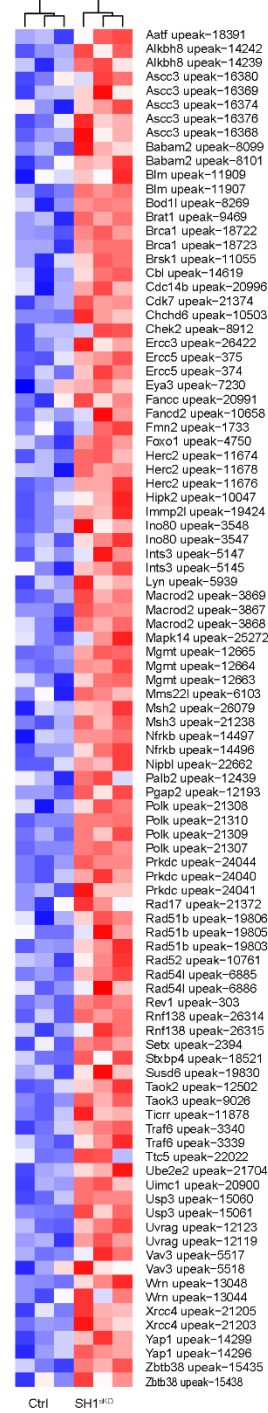

d Ras signaling pathway

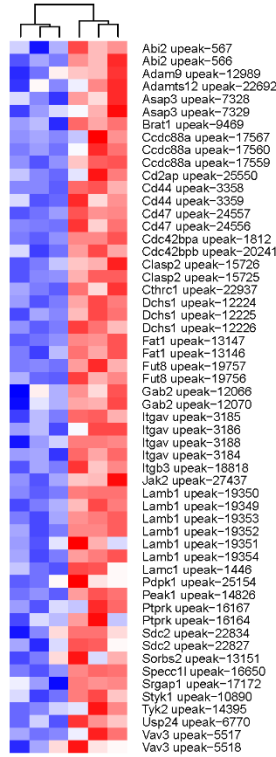

**Supplementary Figure 5: Heatmaps of cancer-related genes with newly acquired R-loops.**

**(a-d)** Gene ontology and KEGG pathway analysis of cancer-related genes with newly acquired R-loops. Genes with newly acquired R-loops fall in different categories including cellular response to DNA damage response (a), cell migration (b), pathway in cancer (c), and RAS signaling (d). The color key in the heatmaps reflects the frequency of R-loop formation.

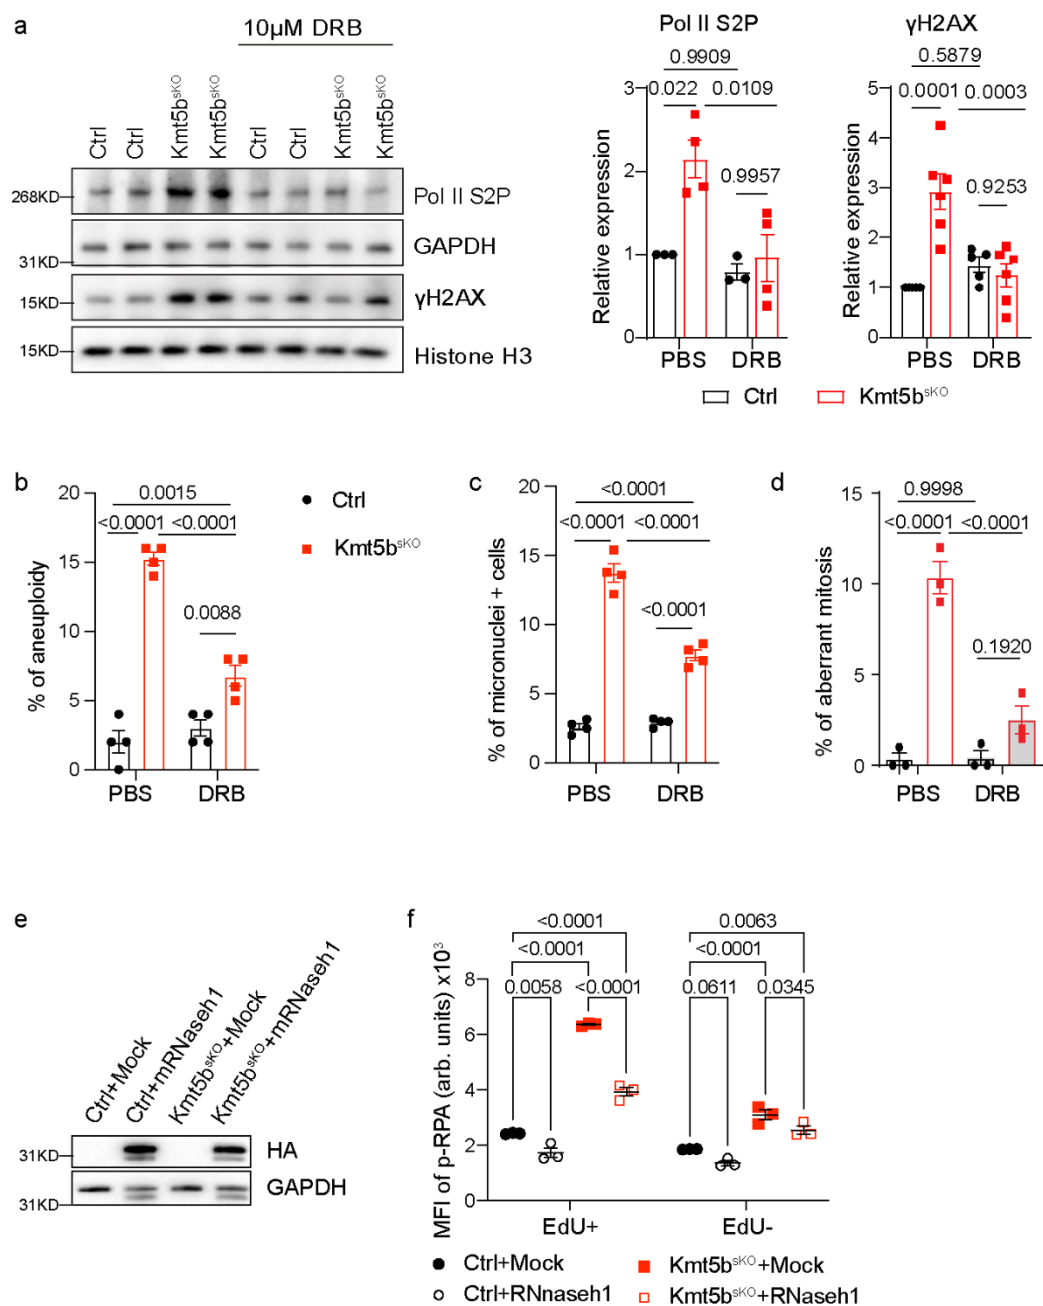

### Supplementary Figure 6: Inhibition of S-phase transcription ameliorates aberrant mitosis and genome instability

(a) Western blot analysis of Pol II S2P and  $\gamma$ H2AX in mock or DRB treated *Ctrl* and *Kmt5b<sup>skO</sup>* MuSCs. GAPDH and Histone H3 served as loading controls. Band intensities were quantified and normalized values are on the right (PolII S2P *Ctrl* n=3 mice, *Kmt5b<sup>skO</sup>* n=4 mice;  $\gamma$ H2AX *Ctrl* n=5 mice; *Kmt5b<sup>skO</sup>* n=6 mice).

(b, c, d) Percentages of (b) cells with aneuploidy (n=4 mice), (c) micronuclei (n=4 mice) and (d) aberrant mitosis (n=3 mice) in mock and DRB-treated *Ctrl* and *Kmt5b<sup>skO</sup>* MuSCs.

(e) Western blot analysis of transduced HA-tagged mouse RNaseh1 in *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs. GAPDH served as endogenous control (n=3 mice).

(f) Immunofluorescence analysis (MFI) of p-RPA (S33) in EdU<sup>+</sup>/EdU<sup>-</sup> *Ctrl* and *Kmt5b<sup>SKO</sup>* MuSCs with or without transduction of mouse *RNaseh1* (n=3 mice).

Data are shown as mean  $\pm$  SEM. Two-way ANOVA. Source data are provided in the Source Data file.

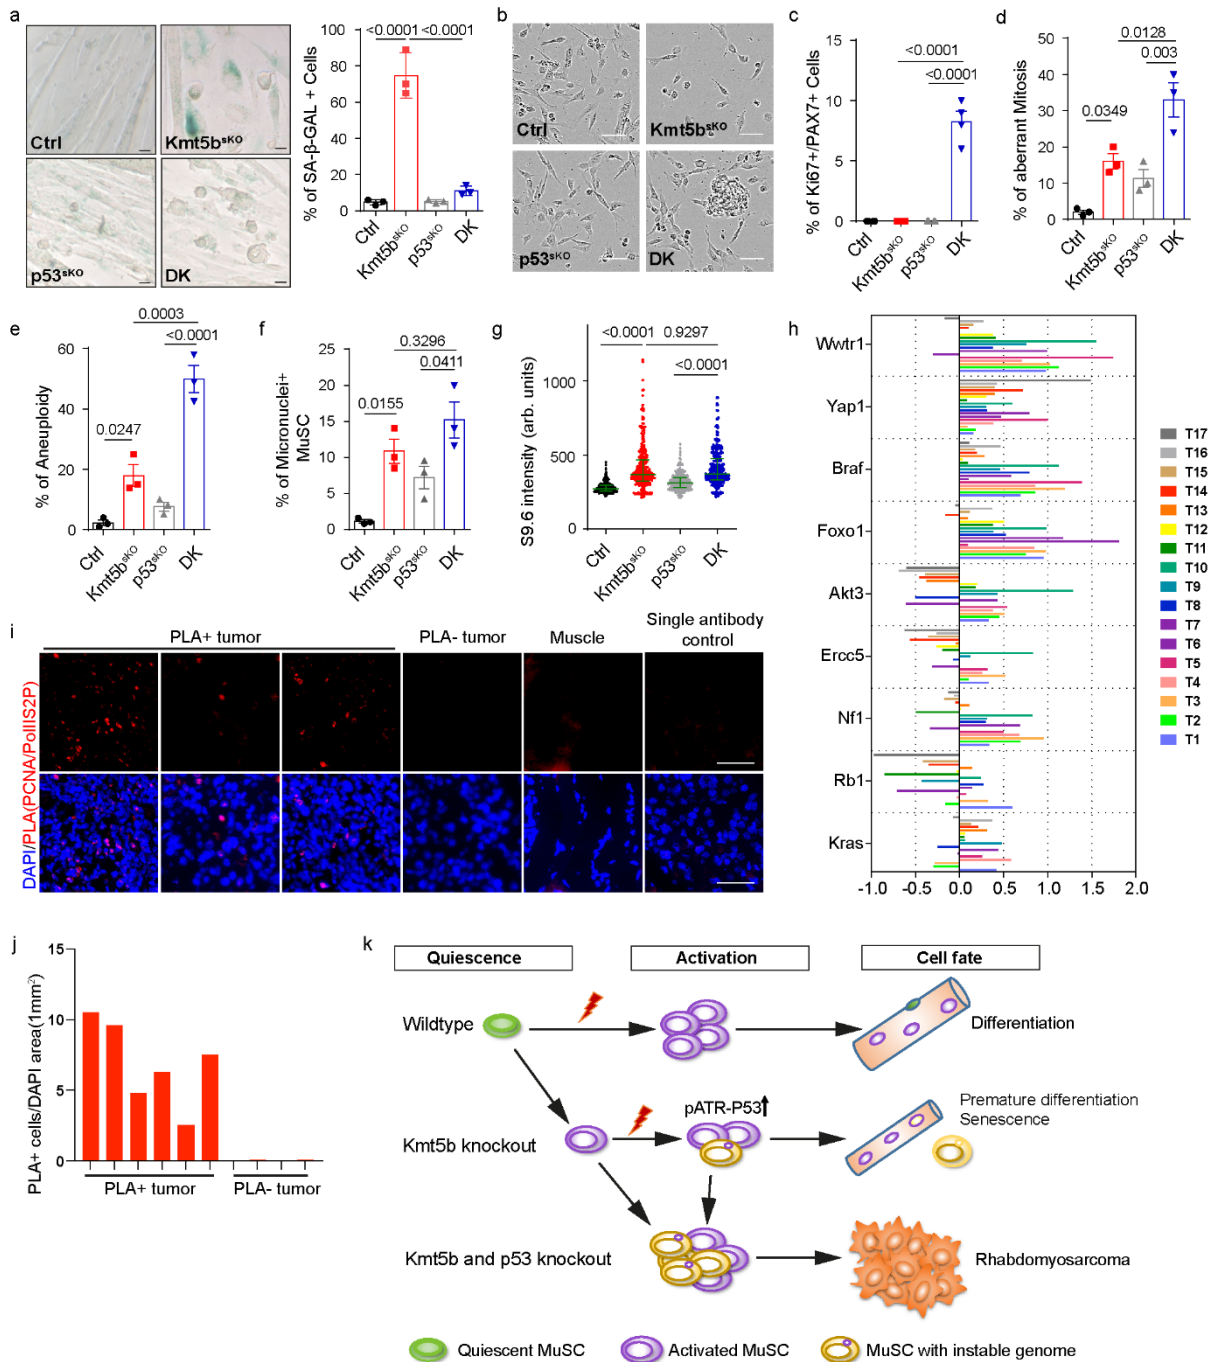

**Supplementary Figure 7 Inactivation of *p53* in *Kmt5b<sup>skO</sup>* MuSCs prevents cellular senescence and enhances genomic instability.**

(a) SA-β-GAL staining of cultured *Ctrl*, *Kmt5b<sup>skO</sup>*, *p53<sup>skO</sup>*, and *DK* MuSCs (n=3 mice). Quantification of SA-β-GAL positive cells is on the right. Scale bar: 10 μm.

(b) Representative bright field images of *Ctrl*, *Kmt5b<sup>skO</sup>*, *p53<sup>skO</sup>*, and *DK* MuSCs after 7 days in culture (n=3 mice). Scale bar: 50 μm.

- (c) Immunofluorescence-based quantification of Ki67<sup>+</sup>/PAX7<sup>+</sup> MuSCs on TA muscle cryosections from *Ctrl*, *Kmt5b*<sup>SKO</sup>, *p53*<sup>SKO</sup>, and *DK* littermates after tamoxifen injection (n=4).
  - (d) Quantification of aberrant mitoses (multipolar metaphases and bridging anaphases) in cultured *Ctrl*, *Kmt5b*<sup>SKO</sup>, *p53*<sup>SKO</sup> and *DK* MuSCs (n=3 mice).
  - (e) Quantification of aneuploid MuSCs from *Ctrl*, *Kmt5b*<sup>SKO</sup>, *p53*<sup>SKO</sup> and *DK* mice detected by DAPI-stained metaphase spreads (n=3 mice).
  - (f) Quantification of *Ctrl*, *Kmt5b*<sup>SKO</sup>, *p53*<sup>SKO</sup>, and *DK* MuSCs with micronuclei, based on  $\alpha$ -tubulin/DAPI immunofluorescence staining (n=3 mice).
  - (g) Quantification of S9.6 staining intensity (*arbitrary units (a.u.)*) in nuclei of cultured *Ctrl* (n=336 cells), *Kmt5b*<sup>SKO</sup> (n=344 cells), *p53*<sup>SKO</sup> (n=355 cells), and *DK* (n=346 cells) MuSCs. Data represent median  $\pm$  interquartile ranges. n= the cell number over 3 independent experiments.
  - (h) Copy number variation assay (CNV-qPCR) of representative oncogenes and tumor suppressors with gain or loss of R-loops after *Kmt5b* inactivation (Fig.4f) in tumors from *DK* mice. *Tert* served as reference gene.
  - (i) PLA assay (PCNA/PolII S2P) on sections of tumors from *DK* mice. (n= 3 independent experiments) Scale bar: 50  $\mu$ m.
  - (j) Quantification of PLA<sup>+</sup> cells on tumor sections per DAPI area.
  - (k) Simplified model illustrating the synergism of *Kmt5b* and *p53* in MuSCs for preventing formation of eRMS.
- Data are shown as mean  $\pm$  SEM. One-way ANOVA. Source data are provided in the Source Data file.

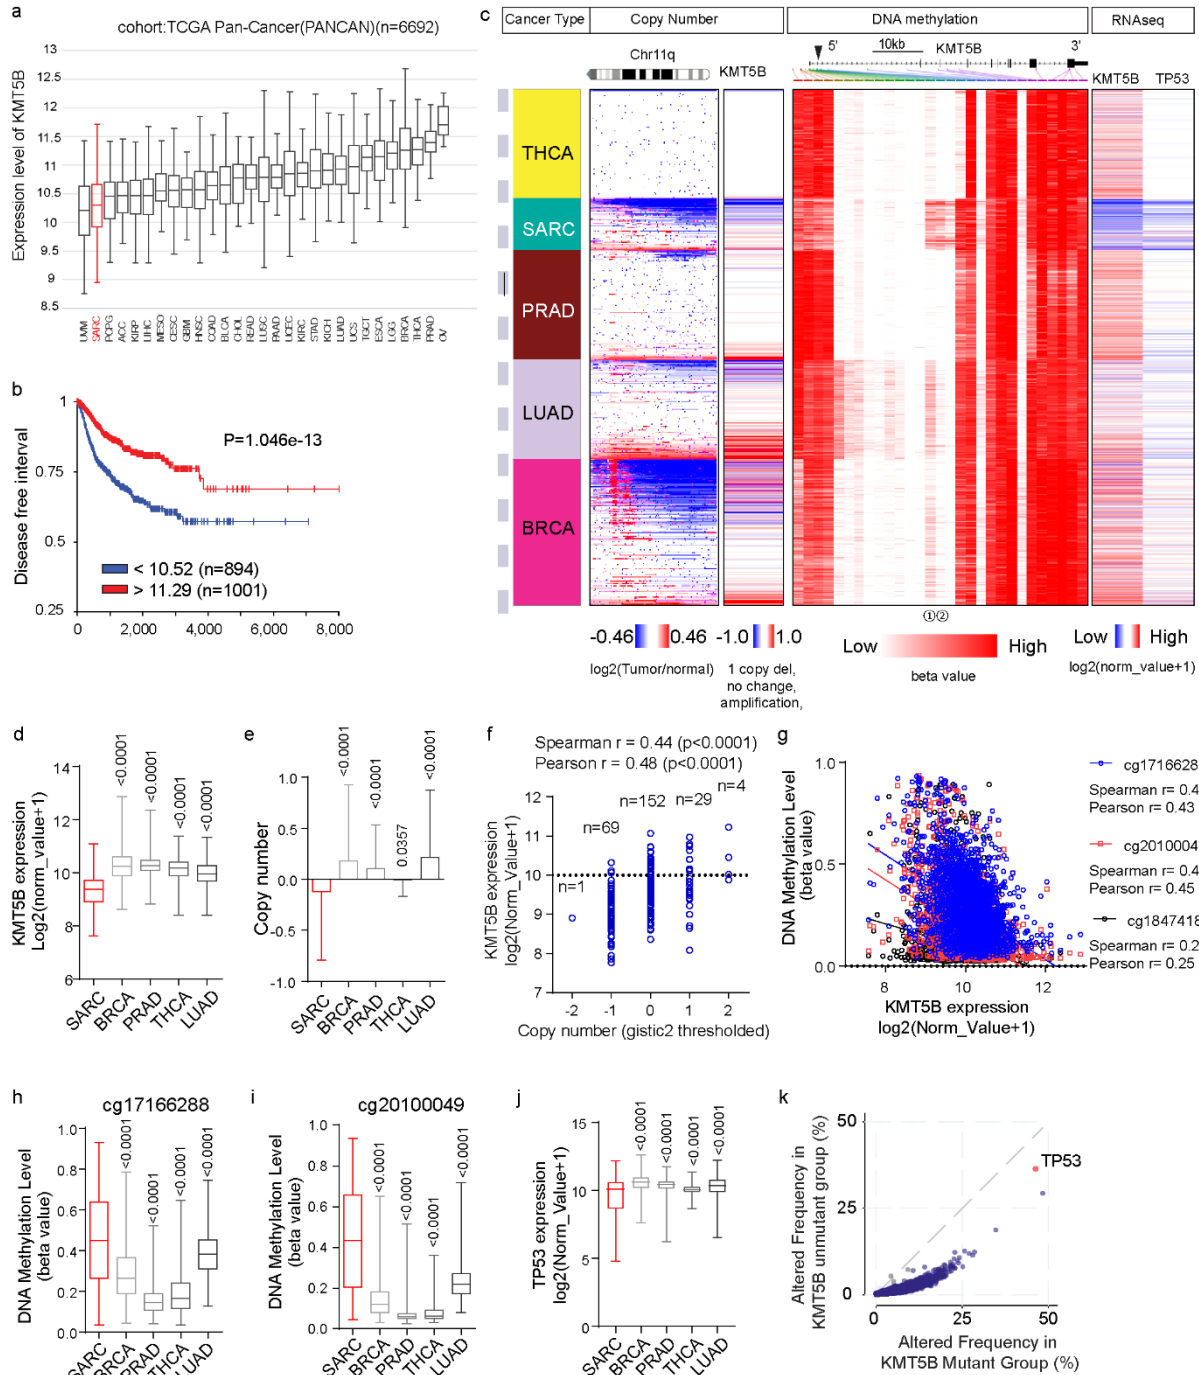

**Supplementary Figure 8: Human sarcomas are characterized by low *Kmt5b* expression due to copy number loss and DNA hyper-methylation.**

(a) Average expression levels of *KMT5B* in primary tumors of different TCGA Pan-Cancer types. (b) Kaplan-Meier analysis of the disease-free interval of patients from the TCGA PANCAN project with high (n=1001) or low (n=894) levels of *KMT5B* expression. logrank test:  $p=1.04e-13$ . (c) Xena visual spreadsheet showing genetic alterations of chr11q, gene copy number (gistic2 threshold), DNA methylation, and RNA-seq of *KMT5B* and *TP53* in primary tumors of SARC, BRCA, PRAD, THCA and LUAD from the TCGA PANCAN project. Each row corresponds to a single sample. The first column shows the scale of samples. Rows are sorted by the CNV (copy

number variation) pattern of chr11q and sub-sorted in subsequent columns. Scale bar: 100 samples. ① cg17166288, ② cg20100049. cg numbers refer to the probe numbers and relevant genomic region.

(d) *KMT5B* expression levels based on RNA-seq in primary tumors of SARC (n=250), BRCA (n=1064), PRAD (n=488), THCA (n=495), and LUAD (n=497).

(e) Average copy number of the *KMT5B* gene locus in primary tumors of SARC (n=250), BRCA (n=1065), PRAD (n=488), THCA (n=495), and LUAD (n=497). Data are presented as mean  $\pm$  SD.

(f) Correlation of *KMT5B* copy numbers (gistic2 thresholded) with *KMT5B* gene expression in TCGA SARC samples. The Spearman and Pearson correlation coefficient  $r$  is indicated. P-values indicate the significance of the correlation determined by  $r$  values and sample size.

(g) Correlation of DNA methylation levels of three *KMT5B* promoter regions with gene expression levels in 5 types of cancer. The Spearman and Pearson correlation coefficient  $r$  is indicated. P-values are ( $< 0.0001$ ) and indicate the significance of the correlation determined by  $r$  values and sample size.

(h, i) DNA methylation levels of *KMT5B* promoter region, cg17166288 (h) and cg20100049 (i) in SARC (n=250), BRCA (n=764), PRAD (n=488), THCA (n=495), and LUAD (n=440).

(j) Expression of *TP53* based on RNA-seq data in SARC (n=250), BRCA (n=1064), PRAD (n=488), THCA (n=495), and LUAD (n=497).

(k) Mutations of *TP53* correlate with mutations of *KMT5B/KMT5B* in TCGA PANCAN.

Box plots in this figure depict the center line as median, box limits as upper and lower quartiles, and whiskers as minimum to maximum values. One-way ANOVA. Source data are provided in the Source Data file.

SARC, Sarcoma; THCA, Thyroid carcinoma; PRAD, Prostate adenocarcinoma; LUAD, Lung adenocarcinoma; BRCA, Breast invasive carcinoma

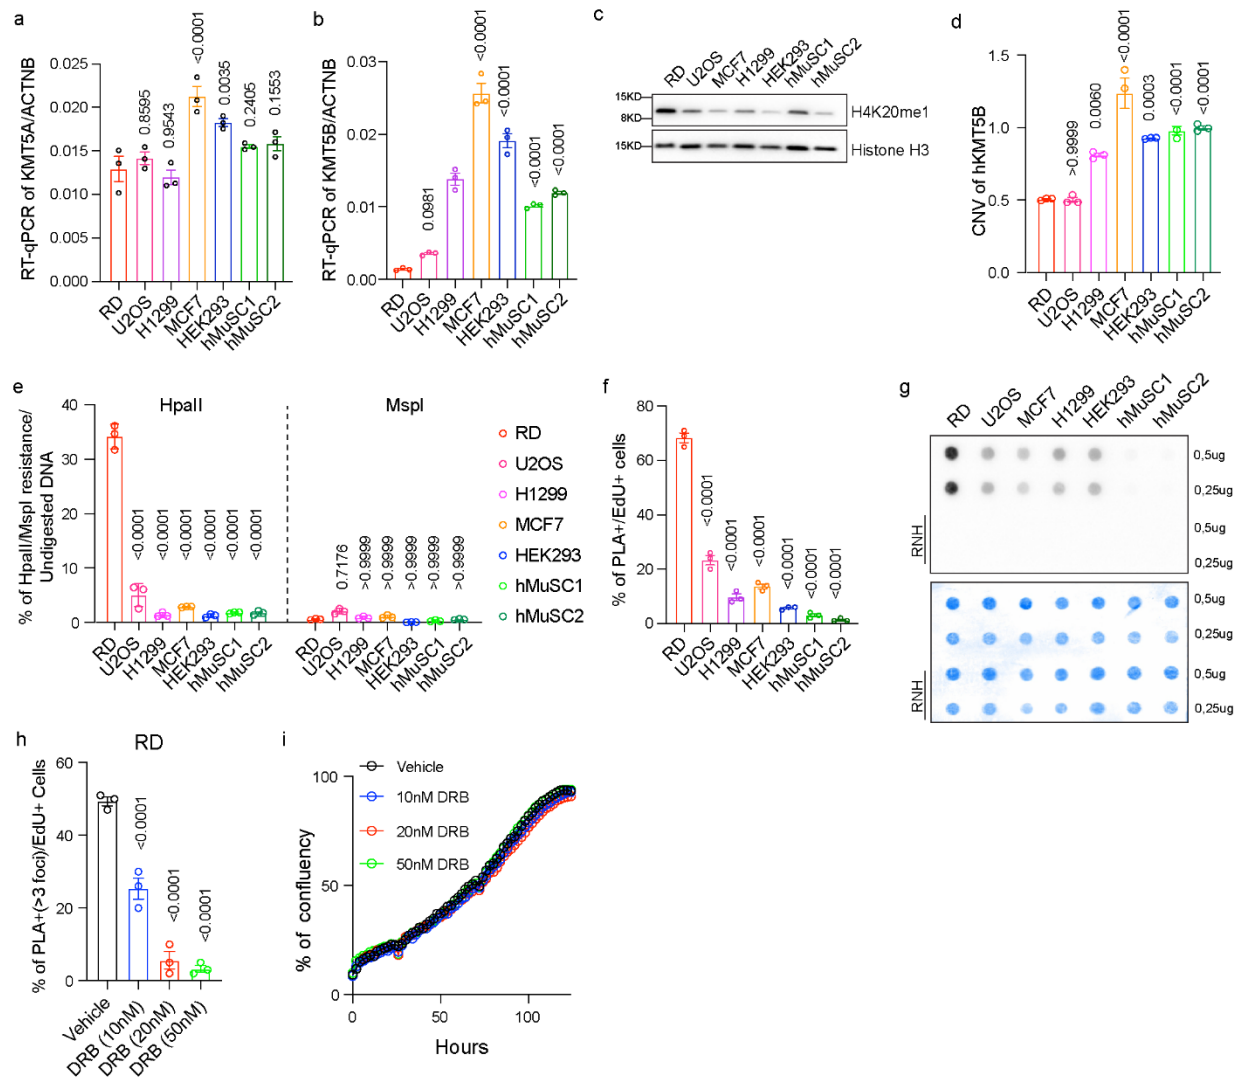

**Supplementary Figure 9: Analysis of *KMT5B* expression in various cancer cell lines.**

(a,b) RT-qPCR analysis of *KMT5A* (a) and *KMT5B* (b) in RD, U2OS, H1299, MCF7, HEK293, and two human myoblasts cell lines (n=3 independent experiments). *ACTN* served as the reference gene.

(c) Western blot analysis of H4K20me1 in RD, U2OS, H1299, MCF7, HEK293, and two human myoblasts cell lines. Histone H3 served as the internal control.

(d) Copy number variation (CNV) assay of *KMT5B* in RD, U2OS, H1299, MCF7, HEK293, and two human myoblasts cell lines (n=3 independent experiments). *RPR1* served as the reference gene.

(e) Methylation status of the *hKMT5B* gene promoter accessed by HpaII/MspI-qPCR analysis (n=3 independent experiments).

(f) Quantification of PLA (PCNA:PolII S2P)<sup>+</sup>/EdU<sup>+</sup> cells in different cancer and normal human cell lines (n=3 independent experiments).

(g) Dot blot analysis of R-loops by S9.6 antibody using genomic DNA from different cancer and normal human cell lines.

(h) Quantification of PLA (PCNA:PolII S2P)<sup>+</sup>/EdU<sup>+</sup> cells in vehicle and different concentration of DRB (10, 20, 50nM) treated RB cells (n=3 independent experiments).

(i) Proliferation assay of RB cells treated with vehicle and different concentration of DRB (10, 20, 50nM).

Data are shown as mean  $\pm$  SEM. One-way ANOVA. Source data are provided in the Source Data file.

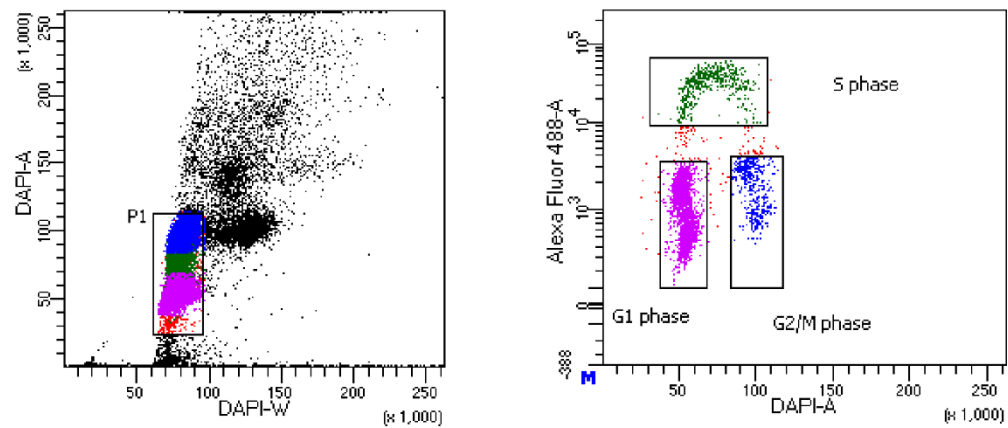

**Supplementary Figure 10: Detailed gating strategy for G0/G1, S, and G2/M phases using CD FACS Diva v8 software.**

# Supplementary material for: Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells
**Source:** Nat Commun. 2022 Nov 14;13:6907. doi: 10.1038/s41467-022-34577-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Primers for genotyping ,RT-qPCR,copy number variation assay and DNA methylation assay.

File Name: Supplementary Data 2

Description: Clinical Data of Cancer Patients Related to Supplementary Figure 8.

File Name: Supplementary Data 3

Description: Probes and genomic locations for 450K methylation array shown in Supplementary Figure 8c.

# Supplementary material for: Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells
**Source:** Nat Commun. 2022 Nov 14;13:6907. doi: 10.1038/s41467-022-34577-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Zeiss Zi-Imager-software Zen2 6.1.7601  
Leica Sp8-Software Las X 3.5.7.23225  
FACS AriaTM III(BD Biosciences)-BD FACSDiva™ v8 Software

Data analysis

R language 3.4.1  
FastQC 0.11.8  
STAR 2.7.3a;2.6.1d  
Picard 2.21.7; 2.18.16  
Trimmomatic version 0.39  
BEDTools 2.29  
DeepTools2  
BioVenn 1.1.1  
pyGenomeTracks  
Epic2 0.0.41  
UROPA  
NRSA v2  
DAVID Bioinformatics Resources 6.8  
GraphPad Prism 8  
Galaxy platform  
FlowJo  
SonoLab 7.3  
Fiji

**Cut&Run**

Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in minimum of 28M reads per library with 1x75bp pair end setup.

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (Andrews S. 2010, FastQC: a quality control tool for high throughput sequence data. Available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides (Bolger et al., 2014). Only reads longer than 15 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse assembly mm10 (GRCm38 release 99) using STAR 2.7.3a retaining only unique alignments (Dobin et al., 2013). Reads were deduplicated using Picard 2.21.7 (<http://broadinstitute.github.io/picard/>) when working with next generation sequencing data in BAM format to mitigate PCR artefacts leading to multiple copies of the same original fragment. Count matrices were produced similarly based on the Spike-in normalized coverage of all mouse genes per sample. All genes located on chromosomes X or Y were excluded from the analysis. Differential genes were identified with a normalized count > 50, log2 fold change < -0.5 or >0.5, and multiple testing adjusted P-Value (padj) < 0.1 as determined by DEseq2 (Anders and Huber, 2010).

Venn diagram was generated using BioVenn 1.1.1 (R package)(Hulsen et al., 2008). Identified DEGs were uploaded to the online software DAVID for KEGG pathway analyses (Huang da et al., 2009a, b). Coverage heatmaps and profile plots are based on Spike-in normalized BigWig files produced using DeepTools were generated by deepTool2 (Ramirez et al., 2016). Genomic tracks of sequencing data were visualized using pyGenomeTracks (Lopez-Delisle et al., 2020).

**DRIP-seq**

Raw data were processed similarly to the CUT&RUN data. Peaks were called comparing the respective treatment to Input samples using Epic2 0.0.41(Patten et al., 2018). Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded. To enable comparison of peaks in different samples, the resulting lists of significant peaks were overlapped and unified. Sample counts for union peaks were produced using bigWigAverageOverBed (UCSC Toolkit). Reads mapping against Spike-in organism *Drosophila melanogaster* (BDGP6) were counted for each sample and used to normalize the matrix of union peak scores. Union peaks were annotated with the gene having the longest overlap based on reference data of Ensembl release 99. All peaks located on chromosomes X or Y were excluded from the analysis. Differential peaks/genes were identified with a normalized count > 30, fold change < -1.5 or >1.5, and multiple testing adjusted P-Value (padj) < 0.1 as determined by DEseq2. Peaks were annotated with UROPA(Kondili et al., 2017) based on the overlap of the peak center using the following priority of feature types: 1) promoter (TSS +/- 1kb), 2) TES region (TES + 3kb downstream), 3) gene, 4) intergenic. If multiple genes of the same feature type were intersected, the one with the longest overlap was selected. The genomic background represents the distribution of features if reads were randomly placed.

**PRO-seq**

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.11.8 (Andrews S. 2010, FastQC: a quality control tool for high throughput sequence data. Available online at: <http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides (Bolger et al., 2014). Only reads longer than 15 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse assembly mm10 (GRCm38 release vM15) using STAR 2.6.1d retaining one random alignment in case of multi-mapping reads (Dobin et al., 2013). Reads were deduplicated using Picard 2.18.16 (<http://broadinstitute.github.io/picard/>) when working with next generation sequencing data in the BAM format to mitigate PCR artefacts leading to multiple copies of the same original fragment.. Target features were produced by extracting all isoforms of protein-coding genes of Ensembl GRCm38 release vM15 with length >= 1000 nt and creating for each: 1) TSS region (start=TSS, stop=400 nt downstream of TSS), 2) body region (start=400 nt downstream of TSS, stop=TES). Read counts for TSS/body features were created using bigWigAverageOverBed (UCSC Toolkit) by only counting reads from the correct strand. Count matrices for TSS/body features were TPM normalized (sequencing depth, feature length) and combined. All isoforms with an average TPM < 0.5 in either TSS or body features were removed. One isoform was selected for each gene as the primary transcript based on the largest average TPM score on the TSS feature. The pausing index ratio (PI) was computed as TPM TSS / TPM Genebody. Sequencing depth normalized BigWig files were produced using Bedtools (Quinlan and Hall, 2010) and wigToBigWig (UCSC Toolkit). eRNAs were predicted using the NRSA v2 pipeline which locates nascent bidirectional transcripts (Wang et al., 2018). Volcano plot was created in R with ggplot2 package. All eRNAs/genes located on chromosomes X or Y were excluded from the analysis. eRNAs (fold change>0.5 or <-0.5 and FDR<0.1) was colored with significant change. Coverage heatmaps and profile plots are produced using DeepTools were generated by deepTool2 (Ramirez et al., 2016). Genomic tracks of sequencing data were visualized using pyGenomeTracks (Lopez-Delisle et al., 2020).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

BioProject: PRJNA412267 publicly available datasets Fig.3b,c

GEO accession number: GSE173257 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173257>) Fig. 3a-3c; Extended Data Fig.4b-e

GEO accession number: GSE173258 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173258>) Fig. 6a-6i ; Fig. S6a-d

GEO accession number: GSE173259 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173259>) Fig.2c,2d 2f-2k; Fig. 6c; Extended Data Fig.3d-g

All other data generated during the current study are included in the Source Data file/ Supplementary Information, which are provided together with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size were determined based on established practice and applicable standards. We opted for sample sizes which are commonly used sample sizes in the field.<br>For in vivo studies, a minimum of three biological replicates were analyzed. For In vitro studies, experiments in which data were not quantified were performed with at least two replicates. Each experiment in which data were quantified was performed with at least 3 replicates. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | All in vivo studies were performed once with indicated number of animals. All other experiments have been repeated with similar results at least three times. Sample sizes and statistical analyses and significance levels are all indicated in the figure legends or the method part.                                                                                                                                                                   |
| Randomization   | All animals were numbered and experiments were performed in a blinded pattern. After data collection, genotypes were revealed and animals assigned to groups for analysis.                                                                                                                                                                                                                                                                                |
| Blinding        | In vivo experiments were performed in a blinded pattern. For in vitro experiments, the researchers were not blinded during data collection and analysis. However, the experiments are repeated by independent researchers to validate the results. Positive controls, negative controls and samples were analyzed in exactly the same manner.                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-yH2AX rabbit polyclonal antibody, Cell Signaling Cat# 2577, IF, WB(1:1000)<br>Anti-53BP1 rabbit polyclonal antibody, Abcam Cat# ab36823, IF (1:1000)<br>Anti-P53 mouse monoclonal antibody [PAb 240], Abcam Cat# ab26, WB(1:1000)<br>Anti-α-tubulin mouse monoclonal antibody (clone B-5-1-2), Sigma-Aldrich Cat# T6074, IF (1:2000)<br>Anti-centrin-2 rabbit polyclonal antibody, Merck Millipore Ca# ABE480, IF (1:1000)<br>Anti-pan-actin rabbit polyclonal antibody, Cell Signaling Cat# 4968, WB(1:1000)<br>Anti-Ki67 rabbit polyclonal antibody, Abcam Cat# ab15580, IF (1:1000)<br>Anti-H4K20me1 rabbit polyclonal antibody, Abcam Cat# ab9051, IF(1:2000) Cut&Run(1:100)<br>Anti-H4K20me2 mouse monoclonal antibody, Diagenode Cat# C15200205, IF(1:2000)<br>Anti-H4K20me3 rabbit polyclonal antibody, Abcam Cat# ab9053, IF(1:2000)<br>Anti-histone H3 rabbit polyclonal antibody, Abcam Cat# ab18521, WB(1:2000)<br>Anti- RNA polymerase II Ser2P rabbit polyclonal antibody, Abcam Cat# ab5095, WB, IF(1:1000) Cut&Run(1:100)<br>Anti- RNA polymerase II Ser5P mouse monoclonal antibody (3E8), Active motif Cat# 61085, WB(1:1000)<br>Anti-RNA polymerase II (CTD4H8) mouse monoclonal antibody, Santa Cruz Cat# sc-47701, WB(1:1000)<br>Anti-DNA-RNA Hybrid [S9.6] mouse monoclonal antibody, Kerafast Cat# ENH001, Dot blot, IF(1:1000)<br>Anti-PCNA mouse monoclonal antibody(PC10), Abcam Cat# ab29, IF(1:1000)<br>Anti-phospho-RPA32 (Ser33) rabbit polyclonal antibody, Bethyl Cat# A300-246A-M, IF(1:1000)<br>Anti-phospho-RPA32 (S4/S8) rabbit polyclonal antibody, Bethyl Cat# A300-245A-M, IF, WB(1:1000) |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-phospho-RPA32 (Thr21) rabbit polyclonal antibody, GeneTex Cat# GTX130432, WB(1:1000)  
 Anti-RPA32 rabbit polyclonal antibody, Thermo Fisher Cat# PA5-22256, WB(1:1000)  
 Anti-phospho-ATR rabbit polyclonal antibody, Cell Signaling Cat# 2853, IF(1:1000)  
 Anti-laminin rabbit polyclonal antibody, Abcam Cat# ab11575, IF(1:2000)  
 Anti-MYOD1 rabbit polyclonal antibody, Abcam Cat# ab64159, IF (1:1000)  
 Anti-myogenin mouse monoclonal antibody (F5D), BD Bioscience Cat# 556358, IF (1:1000)  
 Anti-PAX7 mouse monoclonal antibody (Pax7), R&D System Cat# MAB1675, IF (1:1000)  
 Anti-desmin rabbit polyclonal antibody, Sigma Aldrich Cat# D8281, IF (1:1000)  
 Rabbit IgG, Diagenode Cat# C15410206, Cut&Run (1:100)  
 Anti-V5 Tag Mouse monoclonal antibody, ThermoFisher Cat# R960-25, WB (1:1000)  
 Anti-HA tag Rabbit polyclonal antibody, Abcam Cat# ab9110, WB (1:1000)  
 Anti-SETD8 Rabbit polyclonal antibody, Millipore Cat# 06-1304, WB(1:1000)  
 Anti-PHF8 Rabbit polyclonal antibody, Bethyl Laboratories Catalog # A301-772A, WB(1:1000)  
 Goat anti-mouse HRP, Millipore Cat# 12-349, WB(1:10000)  
 Anti-mouse IgG Alexa Fluor 488, Invitrogen Cat# A11001, IF (1:500)  
 Anti-rat IgG Alexa Fluor 594, Invitrogen Cat# A11007, IF (1:500)  
 Rat anti-bromodeoxyuridine (BrdU) (BU1/75, Acris 1:1,000)  
 Mouse anti-bromodeoxyuridine (BrdU) (B44, Becton Dickinson 1:500)

## Validation

Anti-yH2AX antibody (Cell Signaling 2595) was validated by immunofluorescent staining (IF) in UV-treated or untreated 293 cells.  
 Anti-53BP1 (Abcam ab36823) antibody was validated by western blot (WB) in mouse MEF, mouse pancreatic cancer cells, HeLa cells and U2OS cells.  
 Anti-P53 antibody (Abcam ab26) was validated by immunoprecipitation (IP) in HeLa and HCT116 cells and by WB in mouse tissues and ES cells.  
 Anti- $\alpha$ -tubulin (Sigma-Aldrich T6074) was validated by immunocytochemistry (ICC) using cultured chicken fibroblasts (CFB).  
 Anti-Centrin-2 (ABE480) was validated by ICC in MDCK cells in an independent laboratory (Koch, A., et al. (2010). Mol Biol Cell. 21(2):219-231.).  
 Anti-pan-actin (cell signaling #4968) was analyzed by WB of extracts from HeLa, L929, C6 and COS cells. Anti-Ki67 antibody (ab15580) was validated extensively by ICH in different human and mouse tissues and cell lines.  
 Anti-H4K20me1/H4K20me2/H4K20me3 were validated in the lab by dot blot using specific peptide. Anti-H4K20me1 (ab9051) was validated by WB, Flow Cyt, ICC/IF, ChIP, ChIP-sequencing in different human and mouse cells. Anti-H4K20me2 (ab9052) was validated by WB and IF in HeLa, multiple myeloma cells, and mouse ES cells. Anti-H4K20me3 (ab9053) was validated by ICC in human and mouse tissue samples.  
 Anti-Histone H3 antibody (ab18521) was validated by ICC in HeLa cells and by WB in calf thymus and HeLa cells.  
 Anti-RNA Pol II S2P antibody (ab5095) was validated by ChIP-seq in HEK293 cells and AML cells (<https://doi.org/10.1038/s41586-019-1618-0>; <https://doi.org/10.1038/s41586-019-1842-7>) and by WB in U2OS, CHO, BHK-21 and mouse MEF cells. Anti-RNA PolII S5P antibody was validated by WB in HeLa cells and IF in U2OS cells. Pol II Antibody (CTD4H8): sc-47701. Western blot analysis of Pol II expression in A431, 3T3-L1, A673, U2OS and AT3B-1 whole cell lysates.  
 S9.6 antibody: Affinity Binding Assay: Clone S9.6 bound the DNA-RNA heteropolymer and poly(I)-poly(dC) equally, but 100-fold higher levels of poly(A)-poly(dT) were required to achieve a similar degree of binding. Single-stranded DNA, double-stranded DNA and RNA, and ribosomal RNA were not bound by clone S9.6 (Boguslawski, S.J., et al. (1986). J. Immunol Methods. 89(1):123-130). ICC and DRIP-seq: HeLa cells (Bhatia, V., et al. (2014). Nature. 511(7509):362-365) and budding yeast (El Hage, A., et al. (2014). PLoS Genet. 10(10):e1004716).  
 Anti-PCNA (ab29) was validated by WB in HeLa, HEK293, A431 whole cell lysates, PC12, SV40LT-SMC, NIH 3T3, rat liver and rat heart and by IHC-Fr in mouse embryonic brain and HeLa.  
 Anti-phospho-RPA32 (Ser33) antibody (Bethyl Cat# A300-246A-M), Anti-phospho-RPA32 (S4/S8) antibody (Bethyl Cat# A300-245A-M) and Anti-RPA32 antibody were validated by WB in HeLa cells treated with etoposide or mock treated cells.  
 Anti-phospho-RPA32 (Thr21) antibody (GeneTex Cat# GTX130432) was validated in etoposide treated 293T cells.  
 Anti-phospho-ATR antibody (Cell Signaling Cat# 2853) was validated by WB in Raw264.7, SV-T2 and HT-29 cells that were untreated or UV-treated.  
 Anti-laminin antibody (ab11575) was validated by IF in mouse brain tissue.  
 Anti-MYOD1 antibody (ab64159) was validated by WB in mouse muscle tissue.  
 Anti-myogenin antibody (BD #556358) was validated by WB and IF in human rhabdomyosarcoma cells RH30.  
 Anti-Pax7 antibody (R&D Systems MAB1675) was validated by ICC in C2C12 Mouse Cell Line.  
 Anti-desmin antibody (Sigma Aldrich # D8281) was validated by immunohistochemistry of zebrafish intestines sections and immunodetection in fish embryo samples and immunolabeling of myofibers.  
 Anti-V5 Tag antibody (R960-25) is functionally tested against 20 ng of an E. coli expressed fusion protein containing a V5 epitope using a chemiluminescent substrate at a 1 minute exposure. This antibody has also been tested in Western blot against 25 ng of recombinant Positope™ protein.  
 Anti-HA tag antibody (ab9110) was validated by WB in 293FT cells transfected with 15kDa HA tagged Vpr (an HIV1 accessory protein)  
 Anti-SETD8 antibody (06-1304) was validated by western blot in C2C12 cells and HeLa cells.  
 Anti-PHF8 antibody (A301-772A) was validated by western blot using whole cell lysate (15 and 50  $\mu$ g) from Jurkat, HeLa, HEK293T, and NIH 3T3 cells.  
 Goat anti-mouse HRP(12-349) was validated by western blot in different mouse tissue and cell lines.  
 Anti-mouse IgG Alexa Fluor 488 (A11001) was validated by immunofluorescent staining in mouse muscle sections and human cancer cell lines.  
 Anti-rat IgG Alexa Fluor 594 (A11007) was validated by immunofluorescent staining in mouse muscle sections and human cancer cell lines  
 Rat anti-BrdU (BU1/75) and mouse anti-BrdU (B44) were validated by DNA fiber assay with the cells pulsed with only IdU and CldU.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | RD source ATCC #CCL-136<br>U-2 OS ATCC #HTB-96<br>MCF7 ATCC #HTB-22<br>H1299 ATCC CRL-5803<br>HEK293 ATCC CRL-1573<br>Platinum-E (Plat-E) Cellbiolabs RRID:CVCL_B488<br>human myoblast cell lines were provided by the platform for immortalization of human cells of the institut de Myologie( Paris, France). The initial biopsies, from which the cell lines were generated, were provided by MyoBank, the tissue bank of the institut de Myologie in Paris, affiliated with EuroBioBank. MyoBank has received approval from the French Ministry of Higher Education, Research and Innovation to distribute human samples for research (Authorization code AC-2019-3502). |
| Authentication                                                       | Each cell line used was morphologically confirmed according to the information provided by the culture collections.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Mycoplasma contamination                                             | Tested for being Mycoplasma free                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No Commonly misidentified lines were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The following mouse strains were used in this study:<br>Ctrl Pax7CE+/p // Kmt5b+/+// p53+/+<br>Kmt5bKO Pax7CE+/p // Kmt5bfl/fl // p53+/+<br>p53sKO Pax7CE+/p // p53fl/fl // Kmt5b+/+<br>DK Pax7CE+/p // Kmt5bfl/fl // p53fl/fl<br>All mice used in this study were drug and test naive, healthy prior to the studies, not used in previous procedures and maintained in individually ventilated cages, at 22.5 °C ± 1 °C and a relative humidity of 50% ± 5% with controlled illumination (12 h dark/light cycle). Mice were given ad libitum access to food and water. All mouse strains were backcrossed and maintained on a C57BL/6 genetic background. Female and male animals at the age between 8 to 12 weeks to equal proportions were analyzed in this study. None of the determined parameters in this study correlated with animal sex. |
| Wild animals            | Studies did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | Studies did not involve samples collected in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by Animal Rights Protection Committee of the State of Hessen (Regierungspresidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) with the project number B2/1137.                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173335>

Files in database submission

GSM5264398 PROseq\_WT\_1  
GSM5264399 PROseq\_WT\_2  
GSM5264400 PROseq\_WT\_3  
GSM5264401 PROseq\_SH1sKO\_1  
GSM5264402 PROseq\_SH1sKO\_2  
GSM5264403 PROseq\_SH1sKO\_3  
GSM5264404 DRIPseq\_Input\_WT\_1  
GSM5264405 DRIPseq\_Input\_SH1sKO\_1  
GSM5264406 DRIPseq\_WT\_1  
GSM5264407 DRIPseq\_WT\_2  
GSM5264408 DRIPseq\_WT\_3  
GSM5264409 DRIPseq\_SH1sKO\_1

GSM5264410 DRIPseq\_SH1sKO\_2  
 GSM5264411 DRIPseq\_SH1sKO\_3  
 GSM5264412 CnR\_IGG\_WT\_1  
 GSM5264413 CnR\_IGG\_SH1sKO\_1  
 GSM5264414 CnR\_H4K20me1\_WT\_1  
 GSM5264415 CnR\_H4K20me1\_WT\_2  
 GSM5264416 CnR\_H4K20me1\_SH1sKO\_1  
 GSM5264417 CnR\_H4K20me1\_SH1sKO\_2  
 GSM5264418 CnR\_PolIIS2P\_WT\_1  
 GSM5264419 CnR\_PolIIS2P\_WT\_2  
 GSM5264420 CnR\_PolIIS2P\_SH1sKO\_1  
 GSM5264421 CnR\_PolIIS2P\_SH1sKO\_2

Genome browser session  
 (e.g. [UCSC](#))

N/A

## Methodology

Replicates

Two biological replicates for Cut&Run H4K20me1 and PolIIS2P; three biological replicates for PROseq and DRIPseq

Sequencing depth

|                                   | total read | unique mapped reads |
|-----------------------------------|------------|---------------------|
| GSM5264398 PROseq_WT_1            | 40360048   | 30094023 paired end |
| GSM5264399 PROseq_WT_2            | 24883263   | 17354023 paired end |
| GSM5264400 PROseq_WT_3            | 32673450   | 27072787 paired end |
| GSM5264401 PROseq_SH1sKO_1        | 53276283   | 40485430 paired end |
| GSM5264402 PROseq_SH1sKO_2        | 41160868   | 29833654 paired end |
| GSM5264403 PROseq_SH1sKO_3        | 47202239   | 36277455 paired end |
| GSM5264404 DRIPseq_Input_WT_1     | 31186470   | 25375257 paired end |
| GSM5264405 DRIPseq_Input_SH1sKO_1 | 36175268   | 29439277 paired end |
| GSM5264406 DRIPseq_WT_1           | 31556264   | 24162188 paired end |
| GSM5264407 DRIPseq_WT_2           | 29501899   | 22475984 paired end |
| GSM5264408 DRIPseq_WT_3           | 42576313   | 31377556 paired end |
| GSM5264409 DRIPseq_SH1sKO_1       | 23315825   | 15827197 paired end |
| GSM5264410 DRIPseq_SH1sKO_2       | 26689789   | 17982880 paired end |
| GSM5264411 DRIPseq_SH1sKO_3       | 29775444   | 20237033 paired end |
| GSM5264412 CnR_IGG_WT_1           | 63930285   | 40693849 paired end |
| GSM5264413 CnR_IGG_SH1sKO_1       | 41939352   | 26316666 paired end |
| GSM5264414 CnR_H4K20me1_WT_1      | 22498985   | 19251194 paired end |
| GSM5264415 CnR_H4K20me1_WT_2      | 23096057   | 19816557 paired end |
| GSM5264416 CnR_H4K20me1_SH1sKO_1  | 36177644   | 31778368 paired end |
| GSM5264417 CnR_H4K20me1_SH1sKO_2  | 25840700   | 22588835 paired end |
| GSM5264418 CnR_PolIIS2P_WT_1      | 36514481   | 26617481 paired end |
| GSM5264419 CnR_PolIIS2P_WT_2      | 37174408   | 29557932 paired end |
| GSM5264420 CnR_PolIIS2P_SH1sKO_1  | 44971340   | 35035155 paired end |
| GSM5264421 CnR_PolIIS2P_SH1sKO_2  | 44733667   | 34359095 paired end |

Antibodies

Anti- RNA polymerase II Ser2P rabbit polyclonal antibody, Abcam Cat# ab5095  
 Anti-H4K20me1 rabbit polyclonal antibody, Abcam Cat# ab9051  
 Anti-DNA-RNA Hybrid [S9.6] mouse monoclonal antibody, Kerafast Cat# ENH001

Peak calling parameters

DRIPseq Peaks were called comparing the respective treatment to Input samples using Epic2 0.0.41(Patten et al., 2018). Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded. To enable comparison of peaks in different samples, the resulting lists of significant peaks were overlapped and unified. Sample counts for union peaks were produced using bigWigAverageOverBed (UCSC Toolkit). Reads mapping against Spike-in organism *Drosophila melanogaster* (BDGP6) were counted for each sample and used to normalize the matrix of union peak scores. Union peaks were annotated with the gene having the longest overlap based on reference data of Ensembl release 99. All peaks located on chromosomes X or Y were excluded from the analysis. Differential peaks/genes were identified with a normalized count > 30, fold change < -1.5 or >1.5, and multiple testing adjusted P-Value (padj) < 0.1 as determined by DEseq2.

Data quality

mode: epic2; filter: FDR <= 0.05, minimum treatment reads >= 1, enrichment >= 1, log10(qvalue) <= -0.5; not overlapping blacklisted regions like satellite repeats or misassemblies (ENCODE) reproducible = at least two samples / group must show a similar normalized and background-corrected expression (absolute log2fc <= 0.585)

Software

FastQC 0.11.8 (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>)  
 STAR 2.7.3a  
 Picard 2.21.7 (<https://broadinstitute.github.io/picard/>)  
 Trimmomatic version 0.39  
 BEDTools  
 DeepTools2  
 Epic2 0.0.41  
 UROPA  
 NRSA v2

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cells were pulse labeled with 10  $\mu$ M EdU for 30 min before fixation. EdU incorporation was visualized using Click-iT™ EdU Alexa Fluor™ 488 Flow Cytometry Assay (Invitrogen) according to the manufacturer's protocol and followed by DAPI staining on ice for more than 1 hours. FACS analysis was performed on BD LSRFortessa™ Cell Analyzer and data was analyzed using FlowJo software. Fixed S phase and G1 phase cells were sorted using BD FACSAria™ III Cell Sorter.

Instrument

BD LSRFortessa™ Cell Analyzer; BD FACSAria™ III Cell Sorter

Software

BD FACSDiva; FlowJo, LLC

Cell population abundance

Sorted cells were reanalyzed to assess purity, >90% purity was achieved.

Gating strategy

FSC-A versus SSC-A plot to discriminate cells versus debris. DAPI-H versus DAPI-A plot to discriminate singlets versus doublets. DAPI-A versus EdU-488 -A to gate for individual cell cycle phase. S phase population was defined by comparing to FMO (Fluorescence Minus One) EdU-488.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

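PRO-seq libraries of proliferating MuSCs from 3 Ctrl and 3 *Kmt5b* sKO samples were analysed. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR, with 1 random position retained for a read that matched several, and removed duplicates with Picard. They counted the reads on the correct strand in the TSS region (the first 400 nt) and in the gene body of each isoform of protein-coding genes, and they listed 1 isoform per gene. The values that the authors deposited for the TSS region are RPM, reads scaled to a fixed total over all isoforms. The values that the authors deposited for the gene body are TPM. Their methods name TPM for both regions, and the tests had been planned for TPM. As all TSS regions are 400 nt long, the same test was used for RPM. The methods describe the removal of isoforms with an average TPM under 0.5 in either region. Of the 14546 genes listed, 1343 had a TSS mean under 0.5, 326 a gene body mean under 0.5 and 0 both. The list holds 472 genes on chromosome X and 6 on Y, which the paper's methods exclude. No column of the table was left unused for want of a sample.

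The filter on both means and the exclusion of X and Y were applied again, which left 12451 genes. Each value was tested as log2(value + 0.5) with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, with genotype as the only term, and genes were called at a Benjamini-Hochberg adjusted p under 0.1. The pausing index was tested as the log2 ratio of both values without a pseudocount, for genes above 0 in both regions of all 6 libraries. Medians over genes were compared between libraries by a two-sided exact permutation test. Lists of p53 targets, myogenic differentiation genes, DNA replication genes and the genes that Fig. 4l and the text of the paper name for new R-loops were tested in the gene body with camera (inter-gene correlation 0.01) and fry. Lists of mitosis genes and of mature muscle fibre genes were added later. The genes to be named were 19 genes that the paper names for its MuSCs, which do not include every gene of Fig. 4l, and, per test, the 3 largest rises and 3 largest falls among the genes past the threshold whose groups did not overlap. These tests, lists and rules, and the alternatives not described as chosen later, were set before the data were examined. Where the text names other genes, they were chosen after their values were seen. The values of 1 gene that this rule covers are not reported here.

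The reads behind the values were recovered from the steps between low values. They allowed added tests with edgeR 4.0.16 and DESeq2 1.42.0, which were chosen after seeing the data. Fewer than 10 TSS reads lay behind 10.2% to 19.6% of the tested genes per library, and fewer than 10 gene body reads behind 2.14% to 4.59%. A group whose libraries all held at most 3 reads was treated as at the limit of detection, and the fold of such a gene is given as a lower bound. This applied to 5 of the genes called in the TSS region (*Efcab12*, *Foxd3*, *Mcf2l*, *Ppp1r3a* and *Trp63*) and 4 in the gene body (*Cox6b2*, *Dusp15*, *Gm11168* and *Ntf5*). Gene identifiers were compared with an annotation of GRCm38, in which 14528 of 14546 (99.9%) were found, all on the listed chromosome. Of these, 7290 had the listed start and end, and coordinates are given as the authors list them.

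The tests were tried on simulated data. The genes to be changed were drawn only from those above a minimum mean of TSS reads. With 200 of 12451 genes changed 2-fold, 4 unchanged genes were called in the TSS region and 9 in the gene body. With no gene changed, 0 and 1 were called. Among 100 random lists, camera gave an unadjusted p under 0.05 for 1 and fry for 3. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and samtools 1.23.1.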

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

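The tests of Y-linked transcription and of mature muscle fibre genes were chosen only after the results were seen.

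Genes of myogenic differentiation, which the paper does not analyse in its PRO-seq data, had higher gene body values in the libraries labelled *Kmt5b* sKO. The median log2 fold change of the 37 tested genes was 0.73, with 36 higher and 1 (*Mymx*) lower. The list mean was 7.03, 7.31 and 6.49 on the log2 scale in Ctrl replicates 1 to 3 and 7.66, 7.45 and 7.99 in *Kmt5b* sKO replicates 1 to 3, so all 3 lay above the Ctrl libraries (two-sided exact permutation test, p = 0.1, the smallest possible). The adjusted p from camera was 8.6e-14 and the p from fry 0.044. Over all genes tested 4 passed (*Mef2a*, *Myl1*, *Tnnc1* and *Xirp1*), and 25 passed when adjusted over the list alone, all of them higher. Without Ctrl replicate 3 the median was 0.46, and without Ctrl replicate 2 it was 1.01. Among 10000 random lists matched on length, GC content and level, 0 had a median as far from 0. The median was 0.73 after all libraries were thinned to the smallest, and 0.94 with Y-linked transcription in the model. These values argue against gene length, GC content, expression level, read depth and the sex of the cells as the whole cause. Of the 10 splits of the 6 libraries, 1, the real one, had a list median as far from 0, but the split of Ctrl replicates 1 and 3 and *Kmt5b* sKO replicate 2 from the rest came close with 0.71, and 10 splits are too few to exclude that the libraries fell this way by chance. Nuclei of mature muscle fibres are a candidate explanation. Of 12 mature fibre genes, 8 are outside the other lists and 5 of these were tested; their median was 0.88, with 5 of 5 higher. *Myh1* went from 112 ± 69 to 266 ± 127 TPM (SD, n = 3 each) and *Mb* from 47.0 ± 18 to 93.5 ± 16 TPM. Other fibre genes had low values: *Myh2* went from 5.57 ± 3.0 to 8.38 ± 3.5 TPM (SD, n = 3 each). *Myh4* went from 2.45 ± 1.5 to 5.29 ± 1.5 TPM and *Pvalb* from 2.13 ± 1.2 to 2.40 ± 2.2 TPM. The libraries of both groups overlapped for *Myh1*, *Myh2*, *Myh4* and *Pvalb*. As *Mb* and *Myh1* were transcribed in every Ctrl library and differentiating MuSCs use such genes too, fibre nuclei cannot be told apart from differentiation in culture. An effect of the genotype is a further open hypothesis.

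Targets of p53 also had higher gene body values in these libraries, where the paper measured P53 and p21 by other assays. The median of the 35 tested genes was 0.47, with 29 higher and 6 lower. It was also 0.47 with *Dcxr*, which had a group at no more than 3 reads, at its bound. The list mean was 4.37, 4.70 and 4.43 in the Ctrl libraries and 4.92, 4.92 and 5.02 in the *Kmt5b* sKO libraries (two-sided exact permutation test, p = 0.1). The adjusted p from camera was 3.4e-07 and the p from fry 0.0061. Over all genes 4 passed (*Ccng1*, *Mdm2*, *Tob1* and *Trp53inp1*), and adjusted over the list alone 20 were higher and 1 (*Ckap2*) lower. The median was 0.45 after thinning to equal depth and 0.44 with Y-linked transcription in the model, and 0 of 10000 matched random lists had a median as far from 0, which argues against read depth, the sex of the cells, gene length, GC content and level as the whole cause. As 1 of the 10 splits had as large a median, a division of the libraries by chance stays open, and so does an effect of the genotype.

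Genes on chromosome X, which the paper left out, were among those changed. Of 426 genes on X or Y tested together with the autosomes, 9 on X were called higher in the gene body and 4 lower (*Hmgb3*, *Kif4*, *Cenpi* and *Pola1*), and 70 had an unadjusted p under 0.05. Without X and Y, 372 of 12451 genes were called and 1981 had an unadjusted p under 0.05. These shares are similar, so genes on X did not change more often than others. With Y-linked transcription in the model, all 9 and all 4 were called again, which argues against the sex of the cells as the whole cause. Other splits of the libraries were not tested for these genes, and an effect of the genotype stays open.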

How the results depend on the processing

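The alternatives named here as added were chosen only after the data were seen.

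The counts of changed genes moved most. In the TSS region, where 207 genes had changed, 0 passed without a filter on low values (1448 at an unadjusted p under 0.05), 0 with eBayes without a trend (1292) and 64 at an adjusted p under 0.05. With one library left out, the count was 1 without Ctrl replicate 1, 408 without Ctrl replicate 2, 270 without Ctrl replicate 3, and 16, 132 and 46 without *Kmt5b* sKO replicates 1, 2 and 3. In the gene body, with 372 genes, 1 (*Nmrk2*) passed at an adjusted p under 0.05, and leaving out a library gave from 0 to 836, with 0 without Ctrl replicate 1 (1478 at an unadjusted p under 0.05) and without *Kmt5b* sKO replicates 1, 2 or 3 (1451, 1706 and 1374). Among added alternatives, a term for Y-linked transcription gave 580 genes in the TSS region, with all 207 among them, and 1036 in the gene body, with all 372. On the recovered reads, edgeR called 748 genes in the gene body, 350 of them shared, and DESeq2 1295, 362 of them shared. In the TSS region they called 279 and 295, with 199 and 196 shared. The cause of these changes was not tested, except that leaving out a library leaves fewer samples.

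The balance of higher and lower genes also moved. In the TSS region 56.0% of the called genes were higher. After quantile normalization 95 were higher and 123 lower, after centring on the median 104 and 122, and with DESeq2 134 and 161. It moved the other way without Ctrl replicate 2, with 277 higher and 131 lower, and with the Y-linked term, with 399 and 181. In the gene body, where 200 were higher and 172 lower, the balance also turned: 221 were higher and 278 lower after quantile normalization, 140 and 172 among genes with a mean of at least 2 in both regions, 330 and 506 without Ctrl replicate 3, and 251 and 266 when rescaled without the mitochondrial genes. Without Ctrl replicate 2 there were 195 and 66, and with the Y-linked term 697 and 339.

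The replicate numbers were also fitted as a block, and 0 genes passed in the TSS region (1141 at an unadjusted p under 0.05) and 0 in the gene body (1441). The numbers do not pair the libraries: the correlations of same-numbered libraries around their group means were -0.034, -0.13 and -0.16 in the TSS region and -0.15, -0.17 and -0.33 in the gene body.

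For the pausing index, a pseudocount of 0.5 in both regions gave 1 gene (*Efcab12*) in place of 0, and reads per nt, an added alternative, gave 9, of which 6 were higher. The median log2 ratio of the pausing index was positive under all alternatives run, from 0.037 to 0.076 with one library left out. It was highest, 0.097, when rescaled without the mitochondrial genes, an added alternative.

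The median gene body change reversed to -0.013 without Ctrl replicate 3, against 0.055 without Ctrl replicate 2. It was -0.030 when rescaled without the mitochondrial genes and -0.59 when scaled to the uniquely mapped reads, where the TSS median was -0.83. Both scalings were added, and the second may also reflect the duplicates that the authors removed. With one library left out the TSS median ranged from 0.042 to 0.117. The lists of DNA replication, myogenic differentiation and p53 targets kept their direction and their side of the threshold in all 15 alternatives each. The short list of genes that Fig. 4l and the text name for new R-loops ranged from -0.036 to 0.062 with one library left out, with -0.017 without Ctrl replicate 1, and was -0.058 with the Y-linked term.

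Of 473 values of single genes under the alternatives, 387 kept their direction and side of the threshold, 67 lost the call, 6 gained one and 13 reversed. *Arid4b* in the gene body had log2 fold changes of -0.031, -0.036 and -0.025 without Ctrl replicate 1, *Kmt5b* sKO replicate 1 and *Kmt5b* sKO replicate 2. Its highest value was 0.10, and with the Y-linked term it was -0.054. The log2 fold change of the *Rasa1* pausing index was 0.15, 0.047 and 0.053 without Ctrl replicates 1 and 2 and *Kmt5b* sKO replicate 3. It was 0.044 with the Y-linked term, against -0.34 without Ctrl replicate 3. *Robo1* in the gene body had log2 fold changes of 0.025, 0.0067 and 0.00047 without Ctrl replicates 2 and 3 and *Kmt5b* sKO replicate 1. Its value without Ctrl replicate 1 was -0.24. *Cdk6* in the gene body had log2 fold changes of 0.012 and 0.0059 without Ctrl replicate 3 and *Kmt5b* sKO replicate 1. Its value without Ctrl replicate 2 was -0.29. The cause was not tested. Without Ctrl replicate 3, *Agap2* (-0.70) and *Hmga2* (0.98) passed in the gene body, and with the Y-linked term *Cdkn1a* did (0.79, and 0.76 in the TSS region). Other isoforms, enhancer regions and DESeq2 on deposited counts were not run, as the table lists 1 isoform per gene and no such values.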

Differences from the paper's values

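The median log2 ratio of the pausing index over the 11698 tested genes was 0.053, against about 0.05 in Supplementary Fig. 3c, read by eye. The paper describes that figure for its KMT5B target genes, a different set. Every alternative compared with the figure stayed within the spread of the libraries. That spread, an SD of up to 0.053, is about as large as the value itself, so this is a weak check. Reads per nt (0.0056) and rescaling without the mitochondrial genes (0.097) were not compared.

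The paper states a rise of transcription at TSSs and gene bodies of its target genes. Over all tested genes, a different set, the median log2 fold change was 0.081 in the TSS region and 0.023 in the gene body, and the mean 0.096 and 0.055. Values scaled to a fixed library total cannot show a change of the total.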

Other observations

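The tests of Y-linked transcription, of mitosis genes and of X-linked homologs were chosen only after the results were seen.

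Genes of DNA replication were lower in the gene bodies of the libraries labelled *Kmt5b* sKO. The median log2 fold change of the 59 tested genes was -0.85, with 58 lower and 1 (*Pola2*) higher. The list mean was 4.60, 4.45 and 4.22 in the Ctrl libraries and 3.37, 3.72 and 3.74 in the *Kmt5b* sKO libraries (two-sided exact permutation test, p = 0.1). The adjusted p from camera was 4.5e-36 and the p from fry 0.0054, 25 genes were called lower over all genes and 50 were lower when adjusted over the list alone. The median was -0.83 after thinning to equal depth and -0.80 with Y-linked transcription in the model, and 0 of 10000 random lists matched on length, GC content and level had one as far from 0. This argues against these as the whole cause. A smaller share of cycling cells may account for the fall: 38 mitosis genes outside the list had a median of -0.98, with 38 of 38 lower. The p from fry was 0.0074. Against this stands the paper's flow cytometry, which found no significant change of cells in G0/G1 or S phase and slightly more in G2/M (Supplementary Fig. 1h). Other assays of the paper go with fewer cycling cells. In them, expansion was reduced, p21 was raised and senescence-associated β-galactosidase activity was higher. As 1 of 10 splits had as large a median, a division of the libraries by chance stays open, and so does an effect of the genotype.

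The 32 genes that Fig. 4l and the text of the paper name for new R-loops, a small part of the genes in which the paper found them, had a median gene body change of 0.017, with 17 higher and 15 lower. They do not stand for all genes with new R-loops. Over all genes 1 was called higher (*Trp63*) and 2 lower (*Brca1* and *Fancd2*), and 3 higher and 3 lower passed when adjusted over the list alone. The paper chose these genes in other assays.

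*Trp53* had a log2 fold change of -0.78 in the TSS region and -0.25 in the gene body, and *Cdkn1a* one of 0.67 and 0.72. None of these passed over all genes (adjusted p from 0.15 to 0.41 from limma). The paper reports higher P53 and p21 in these cells by other assays.

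The real split of the libraries gave the most calls in both regions. Of the 10 splits, 1 had as many genes in the TSS region and 1 in the gene body. For the pausing index all 10 gave 0. Its genes at an unadjusted p under 0.05 numbered 452 in the real split and from 290 to 1007 in the others. The highest count, 1007, came from the split that follows Y-linked transcription, so the real split did not stand out for the pausing index. The split that follows Y-linked transcription gave 1 gene in the TSS region (*Sox8*) and 0 in the gene body (1239 at an unadjusted p under 0.05).

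Transcription of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y divided the libraries across the genotypes. Their summed gene body TPM was 0.62, 0.20 and 24.1 in Ctrl replicates 1 to 3 and 40.3, 42.4 and 2.28 in *Kmt5b* sKO replicates 1 to 3. The paper used both sexes. In *Kmt5b* sKO replicate 3 each of the 4 genes lay at 5.04% to 6.16% of the mean of *Kmt5b* sKO replicates 1 and 2. These genes held 124 gene body reads in that library against 5400 on their X-linked homologs, 54 against 8284 in Ctrl replicate 1 and 17 against 7092 in Ctrl replicate 2. The odds ratio against both Ctrl libraries was 4.97 (95% confidence interval 3.68 to 6.77, Fisher's exact test), which covers counting error only, and both Ctrl libraries differ as well. Reads of X-linked homologs placed on Y and a small share of male cells therefore cannot be told apart.

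Over the 1246 genes of the lowest expression decile, the median gene body change was 0.22 and that of the TSS region 0.23, with 68.2% of the genes higher, and 35 genes were called higher and 0 lower. All 3 *Kmt5b* sKO libraries lay above all 3 Ctrl libraries (two-sided exact permutation test, p = 0.1). The median was 0.23 after thinning to equal depth and 0.23 with Y-linked transcription in the model, which argues against depth and sex as the whole cause. An even background of reads along the genome would add as much to genes under the filter, whose median gain was 24.7% of the gain in that decile, but these genes are few and near the floor. Such a background and an effect of the genotype cannot be told apart here.

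Leaving out the mitochondrial genes, the recovered TSS reads were 8.15 ± 2.8% of the paper's uniquely mapped reads in Ctrl and 3.47 ± 0.72% in *Kmt5b* sKO libraries (SD, n = 3 each), and gene body reads 60.6 ± 14% and 29.1 ± 4.0% (two-sided exact permutation tests, p = 0.1 each). The share also reflects the duplicates that the authors removed, whose number is not used here. TSS reads per 100 gene body reads were 14.5 ± 7.2 and 11.9 ± 1.5 (SD, n = 3 each; two-sided exact permutation test, p = 0.7). No biological explanation was tested.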
